# Single cell transcriptomics identifies a signaling network coordinating endoderm and mesoderm diversification during foregut organogenesis

**DOI:** 10.1038/s41467-020-17968-x

**Published:** 2020-08-27

**Authors:** Lu Han, Praneet Chaturvedi, Keishi Kishimoto, Hiroyuki Koike, Talia Nasr, Kentaro Iwasawa, Kirsten Giesbrecht, Phillip C. Witcher, Alexandra Eicher, Lauren Haines, Yarim Lee, John M. Shannon, Mitsuru Morimoto, James M. Wells, Takanori Takebe, Aaron M. Zorn

**Keywords:** Organogenesis, Stem-cell differentiation

## Abstract

Visceral organs, such as the lungs, stomach and liver, are derived from the fetal foregut through a series of inductive interactions between the definitive endoderm (DE) and the surrounding splanchnic mesoderm (SM). While DE patterning is fairly well studied, the paracrine signaling controlling SM regionalization and how this is coordinated with epithelial identity is obscure. Here, we use single cell transcriptomics to generate a high-resolution cell state map of the embryonic mouse foregut. This identifies a diversity of SM cell types that develop in close register with the organ-specific epithelium. We infer a spatiotemporal signaling network of endoderm-mesoderm interactions that orchestrate foregut organogenesis. We validate key predictions with mouse genetics, showing the importance of endoderm-derived signals in mesoderm patterning. Finally, leveraging these signaling interactions, we generate different SM subtypes from human pluripotent stem cells (hPSCs), which previously have been elusive. The single cell data can be explored at: https://research.cchmc.org/ZornLab-singlecell.

## Abstract (web summary)

The fetal murine foregut develops into visceral organs via interactions between the mesoderm and endoderm, but how is unclear. Here, the authors use single cell RNAseq to show a diversity in organ specific splanchnic mesoderm cell-types, infer a signalling network governing organogenesis and use this to differentiate human pluripotent stem cells.

## Introduction

In early fetal development, between embryonic day (E) 8.5 and E9.5 in mouse, equivalent to 17–23 days of human gestation, a series of inductive tissue interactions between the definitive endoderm (DE) and the surrounding splanchnic mesoderm (SM) progressively patterns the naive foregut tube into different progenitor domains. These domains further develop into distinct visceral organs including the trachea, lung, esophagus, stomach, liver, pancreas, and proximal small intestine^1,2^. The DE gives rise to the epithelial lining and parenchyma of the respiratory and digestive organs, while the SM gives rise to the mesenchymal tissues such as smooth muscle, fibroblasts, and mesentery surrounding the visceral organs^1,2^. This foregut patterning defines the landscape of the thoracic and abdominal cavities, setting the relative position of different organs. Disruptions in this process can lead to life threatening congenital birth defects.

A critical inductive role for the mesenchyme in gut tube organogenesis was first established in the 1960s, when it was shown that SM transplanted from different anterior–posterior (A-P) regions of the embryo could instruct the adjacent epithelium to adopt the organ identity consistent with the original SM position^3^. Since that time we have learned much about the mesoderm-derived paracrine signals in endoderm organogenesis^1,2^. However, most studies to date have focused on individual organ lineages or individual signaling pathways, and thus we still lack a comprehensive understanding of the temporally dynamic combinatorial signaling in the foregut microenvironment that orchestrates organogenesis. Moreover, several fundamental questions about the mesoderm have remained unanswered over the decades. How many types of SM are there, and does each fetal organ primordia have its own specific mesenchyme? How are the SM and DE lineages coordinated during organogenesis? What role if any does the endoderm have in regionalization of the mesoderm?

Initial specification and patterning of the embryonic mesoderm and endoderm occurs during gastrulation, from E6.25 to E8.0 in the mouse, as these germ layers progressively emerge from the primitive streak. The lateral plate mesoderm emerges from the streak after the extra-embryonic mesoderm, and is followed by the intermediate, paraxial, and axial mesoderm^4,5^. Concomitantly DE cells also delaminate from the streak and migrate along the outer surface of the mesoderm eventually intercalating into the overlaying visceral endoderm. By E8.0, morphogenetic processes begin to transform the bi-layered sheet of endoderm and mesoderm into a tube structure as the anterior DE folds over to form the foregut diverticulum and the adjacent lateral plate mesoderm containing cardiac progenitors migrates towards the ventral midline^6^. The lateral plate mesoderm further splits into an outer somatic mesoderm layer next to the ectoderm which gives rise to the limbs and body wall, and an inner splanchnic mesoderm layer, which surrounds the epithelial gut tube^7,8^. The first molecular indication of regional identity in the SM is the differential expression of *Hox* genes along the A-P axis of the embryo^9^. However, in contrast to heart development, where cell diversification has been well studied^10–12^, the molecular mechanism governing the foregut SM regionalization are obscure, particularly during the critical 24 h when the foregut DE subdivides into distinct organ primordia.

Recently, single-cell transcriptomics have begun to examine organogenesis at an unprecedented resolution^13–16^, however, studies in the developing gut have either primarily examined the epithelial component or later fetal organs after they have been specified^17–19^. Here we use single-cell transcriptomics of the mouse embryonic foregut to infer a comprehensive cell-state ontogeny of DE and SM lineages, discovering diversity in SM progenitor subtypes that develop in close register with the organ-specific epithelium. Projecting the transcriptional profile of paracrine signaling pathways onto these lineages, we infer a roadmap of the reciprocal endoderm–mesoderm inductive interactions that coordinate organogenesis. We validate key predictions with mouse genetics showing that differential hedgehog signaling from the epithelium patterns the SM into gut tube mesenchyme versus mesenchyme of the liver. Leveraging the signaling roadmap, we generate different subtypes of human SM from hPSCs, which previously have been elusive.

## Results

### Single-cell transcriptomes define diversity in the foregut

To comprehensively define lineage diversification during foregut organogenesis, we performed single-cell RNA sequencing (scRNA-seq) of the mouse embryonic foregut at three time points that span the period of early patterning and lineage induction: E8.5 (5–10 somites; s), E9.0 (12–15 s), and E9.5 (25–30 s) (Fig. 1a, b). 

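The data were 4 libraries of single-cell 5′ transcripts, made with the 10x Chromium system, in which each counted molecule carries a unique molecular identifier (UMI). The E8.5 library came from 16 embryos pooled, the E9.0 library from 20, the E9.5 anterior library from 18 and the E9.5 posterior library from 15. There was 1 library per condition, so no value has a replicate, and no p-value or standard error is given. The E8.5 library held 9748 cells and 123571252 UMIs, the E9.0 library 9265 cells and 127678500 UMIs, the E9.5 anterior library 7195 cells and 96804387 UMIs, and the E9.5 posterior library 5060 cells and 84771859 UMIs. The median number of UMIs per cell was 11634, 11649, 10503 and 14418 in the same order, and the median number of genes detected was 3092, 2904, 2924 and 3772. The authors aligned the reads to the mouse genome mm10 with CellRanger, and deposited whole-number UMI counts per gene and cell that were not normalized, together with the lineage and cluster of each cell. From these counts, UMIs were summed over the cells of a lineage or cluster and divided by the total UMIs of that group and scaled to CPM, with exact Poisson 95% intervals. The share of cells with a UMI was taken after each cell was thinned at random to 2000 UMIs, so that groups of different depth can be compared, with exact Clopper-Pearson 95% intervals. Both kinds of interval cover counting error only.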

We microdissected the foregut between the posterior pharynx and the midgut, pooling tissue from 15 to 20 embryos for each time point. At E9.5, we isolated anterior and posterior regions separately, containing lung/esophagus and liver/pancreas primordia, respectively. A total of 31,268 single-cell transcriptomes passed quality control measures with an average read depth of 3178 transcripts/cell. 

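The matrix of all cells held 31311 barcodes over 27998 genes, and the authors marked 43 of these barcodes as filtered. Of the 43, 23 exceeded the limit on genes per cell and 20 exceeded 15% mitochondrial UMIs, and no kept cell exceeded either limit. The 31268 kept cells had 432825998 UMIs in all. A kept cell had a mean of 13842.5 UMIs and a median of 11780 UMIs. The mean number of genes detected per kept cell was 3200. The shallowest kept cell had 3963 UMIs.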

Cells were clustered based on the expression of highly variable genes across the population and visualized using uniform manifold approximation projection (UMAP) and t-distributed stochastic neighbor embedding (tSNE) (Fig. 1c; Supplementary Fig. 1). This identified 24 cell clusters that could be grouped into nine major cell lineages based on well-known marker genes: DE, SM, cardiac, other mesoderm (somatic and paraxial), endothelium, blood, ectoderm, neural, and extraembryonic (Supplementary Fig. 1). 

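Each of the 31268 cells carries one of 9 lineages in the authors' annotation. SM was the largest with 10431 cells, followed by other mesoderm with 4869, endoderm with 4806, ectoderm with 4411, blood with 2712, endothelium with 1605, cardiac with 1568, neural crest with 577 and extraembryonic with 289. For the levels of marker genes, cells of the DE and SM clusters were taken as DE or SM whatever their lineage label, and other cells labelled endoderm or SM were left out, which gave 10097 SM, 4448 DE, 4107 ectoderm and 1384 cardiac cells. Myl4 was at 3625 CPM in cardiac cells and 270 CPM in SM, Tcf15 at 224 CPM in other mesoderm and 6.29 CPM in SM, and Kdr at 328 CPM in endothelium. Foxc2 was at 66.1 CPM in other mesoderm, but also at 52.1 CPM in endothelium. Blood had Hbb-bh1 at 68714 CPM and Gata1 at 85.1 CPM, ectoderm had Pou5f1 at 128 CPM, neural crest had Tfap2b at 261 CPM, and extraembryonic cells had Apoa4 at 591 CPM. The makeup of the libraries differed. Blood was 0.882% of the E8.5 cells (0.706% to 1.09%), 10.9% at E9.0 (10.3% to 11.6%), 20.5% in the E9.5 anterior library (19.6% to 21.5%) and 2.75% in the E9.5 posterior library (2.31% to 3.24%). SM was 16.3%, 31.4%, 43.1% and 56.0% in the same order, and endoderm 10.6%, 13.9%, 17.4% and 24.4%.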

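Over all stages, Foxa1, on chromosome 12 of mm10 from 57540628 to 57546916, was at 116 CPM in DE (113 to 118), 1.75 CPM in SM and 2.09 CPM in blood. Foxa2 was at 107 CPM in DE and 1.66 CPM in SM, and Cdh1 at 49.2 and 0.847 CPM, with 49.7 CPM in extraembryonic cells. Epcam, on chromosome 17 from 87635979 to 87651129, was at 416 CPM in DE, 10.6 CPM in SM and 164 CPM in ectoderm. Foxf1, on chromosome 8 from 121084386 to 121088144, was at 149 CPM in SM (147 to 151), 6.16 CPM in DE, 9.21 CPM in cardiac cells and 35.0 CPM in other mesoderm. Vim was at 306 CPM in SM and 53.4 CPM in DE, and its highest level was 981 CPM in endothelium. Pdgfra was at 53.6 CPM in SM, 3.33 CPM in DE and 42.9 CPM in cardiac cells. Of markers of the other mesoderm lineages, Tnnt2 was at 115 CPM in SM against 2263 CPM in cardiac cells, and Nkx2-5 at 47.0 against 490 CPM, whereas Prrx2 was at 253 CPM in SM against 341 CPM in other mesoderm and 294 CPM in cardiac cells. After thinning, UMIs of Foxa1 or Foxa2 together with Cdh1 or Epcam were found in 905 of 4448 DE cells (20.3%, 19.2% to 21.6%), in 1 of 10097 SM cells and in 3 of 2712 blood cells (0.111%), of which 86 came from the E8.5 and 139 from the E9.5 posterior library. UMIs of Foxf1 together with Vim or Pdgfra were found in 1017 of the SM cells (10.1%, 9.49% to 10.7%), in 9 of the DE cells and in 2 blood cells (0.0737%). The blood cells had a median of 22240.5 UMIs, the DE cells 10976.5 and the SM cells 10995. Hemoglobin was counted in this thinning, which leaves fewer UMIs of other genes in blood. Thinned in this way, Foxf1 was found in 1.03% of these blood cells. With hemoglobin left out, it was found in 3.58% of E9.5 blood cells, so the blood shares of the pairs may understate the background. Counting all UMIs of each cell moved these shares most, to 81.4% for the DE pair in DE and 1.88% in blood, and to 49.1% for the SM pair in SM and 4.87% in blood.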

DE clusters (4448 cells) were characterized by co-expression of *Foxa1/2, Cdh1*, and/or *Epcam*, whereas SM (10,097 cells) was defined by co-expression of *Foxf1* (Fig. 1d), *Vim*, and/or *Pdgfra* as well as low or absent expression of cardiac and other mesoderm specific transcripts.

**Fig. 1:**
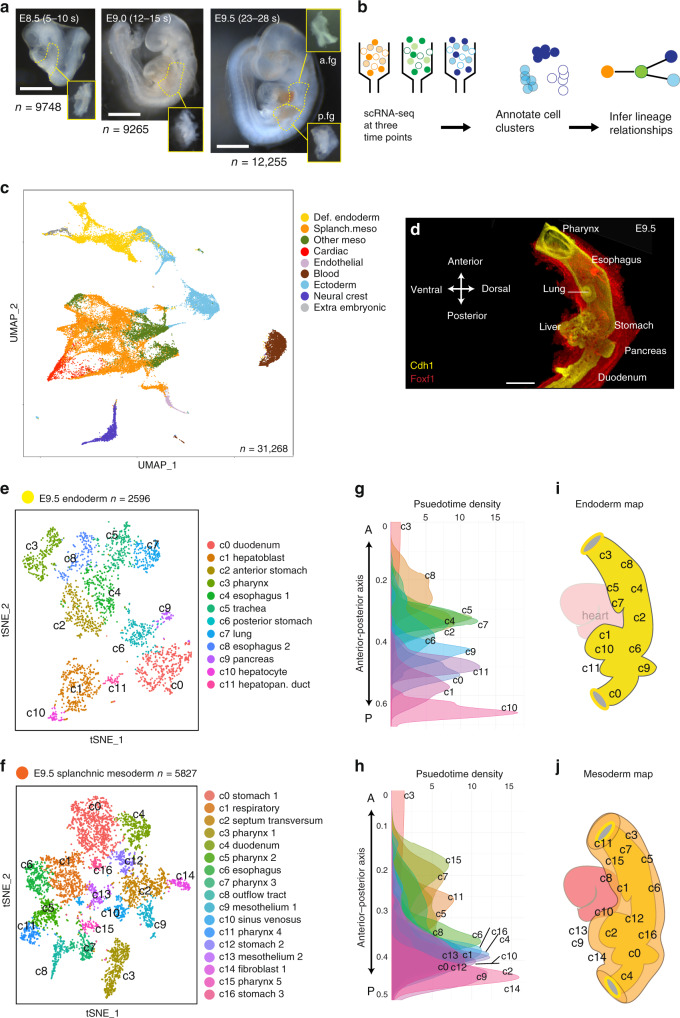
Single-cell analysis of the mouse foregut endoderm and mesoderm lineages. **a** Representative mouse embryo images at three developmental stages showing the foregut region (dashed) that was microdissected (insets) to generate single cells. At E9.5, anterior foregut (a.fg) and posterior foregut (p.fg) were isolated separately. E, embryonic day; s, somite number; n, number of cells. Scale bar 1 mm. **b** Schematic of the RNA-seq workflow. **c** UMAP visualization of 31,268 cells isolated from pooled samples of all three stages. Cells are colored based on major cell lineages. **d**. Whole-mount immunostaining of an E9.5 mouse foregut, showing the Cdh1+ endoderm and the surrounding Foxf1+ splanchnic mesoderm. *n* = 4/4 embryos. Scale bar: 100 μm. **e**, **f** tSNE plot of in silico isolated E9.5 endodermal (**e**) and splanchnic mesodermal (**f**) cells. **g**, **h** Pseudo-spatial ordering of E9.5 endodermal (**g**) and mesodermal (**h**) cells along the anterior–posterior (A-P) axis. **i**, **j** Schematic of the predicted locations of E9.5 cell types mapped onto **i** the embryonic mouse foregut endoderm (yellow) and **j** mesoderm (orange). def. definitive; meso, mesoderm; lg, lung; eso, esophagus; lv, liver; splanch; splanchnic; stm, septum transversum mesenchyme; sto, stomach; pha, pharynx. Source data for (**g**) and (**h**) are provides in the Source data file.

Focusing on lineage diversification in the DE and SM, we selected these cells in silico for further analysis. 

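The deposited annotation of DE cells names 6 clusters at E8.5 (803 cells), 8 at E9.0 (1049 cells) and 12 at E9.5 (2596 cells), 26 in all. That of SM cells names 7 clusters at E8.5 (1379 cells), 12 at E9.0 (2891 cells) and 17 at E9.5 (5827 cells), 36 in all. At E9.5, the DE clusters ranged from 45 cells in the hepatopancreatic duct to 398 cells in the duodenum, and the SM clusters from 84 cells in stomach 3 to 1029 cells in stomach 1. These cells were taken from a matrix of DE and SM counts over 27774 genes, which leaves out 224 of the genes in the matrix of all cells.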

We defined 11 major DE clusters consisting of 26 stage-specific sub-clusters (E9.5, 12 clusters; E9.0, 8 clusters; E8.5, 6 clusters) and 13 major SM groups comprised of 36 stage-specific sub-clusters (E9.5, 17 clusters; E9.0, 12 clusters; E8.5, 7 clusters) (Fig. 1e, f, Supplementary Figs. 2, 3, Supplementary Data 1). We annotated clusters by comparing their distinguishing genes with published expression patterns of over 160 genes in the Mouse Genome Informatics (MGI) database^20^. These data provide a comprehensive single-cell resolution view of early foregut organogenesis and can be explored at URL https://research.cchmc.org/ZornLab-singlecell.

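The level of each gene in its named clusters was set against that in all other E9.5 DE cells as a log2 fold with a pseudocount of 1 CPM. The clusters were defined by the authors from the same cells, so part of each enrichment is built in. Tbx1 lies on chromosome 16 from 18580979 to 18590671. In the pharynx cluster (275 cells) it was at 108 CPM (95.0 to 123) against 6.07 CPM in the others, a log2 fold of 3.95, and 16.7% of the pharynx cells, all from the anterior library, had a UMI against 1.38% of the 1451 blood cells of that library. The alternative that moved this fold most, a pseudocount of 10 CPM, gave 2.88. In the annotation of all cells, 272 of these 275 cells are called ectoderm. Nkx2-1, on chromosome 12 from 56531958 to 56536908, was at 651 CPM (622 to 682) in the trachea and lung clusters against 14.1 CPM, and was detected in 73.4% of their cells, again all anterior, against 0.345% of those blood cells. For these shares, the pharynx cells had a median of 7169 UMIs, the trachea and lung cells 6200 and the blood cells 8198. Foxa2 was at 247 CPM in the respiratory clusters against 156 CPM, with its highest level, 367 CPM, in the second esophagus cluster. Sox2, on chromosome 3 from 34650405 to 34652461, was at 337 CPM (315 to 359) in the esophagus clusters against 91.0 CPM, and at 236 CPM in the stomach clusters against 90.6 CPM. Mnx1 was at 30.1 CPM in the esophagus clusters against 11.5 CPM, with its highest level, 63.3 CPM, in the anterior stomach. It was at 43.7 CPM (33.6 to 55.9) in the first esophagus cluster and 14.8 CPM (8.93 to 23.2) in the second. Osr1 was at 220 CPM in the stomach clusters against 49.5 CPM. In the hepatic clusters, Alb was at 139 CPM against 1.46 CPM, Prox1 at 420 against 22.2 CPM, and Afp, on chromosome 5 from 90490737 to 90508907, at 1879 against 156 CPM. Early hepatocytes had 423 CPM of Alb, 4112 CPM of Afp and 120 CPM of Hnf4a, against 47.4 CPM of Hnf4a over both hepatic clusters. Of the 55 early hepatocytes, 52 came from the anterior library, and these had Xist at 80.8 CPM against 811 CPM in the other DE cells of that library. Afp UMIs were also found in 174 of 393 duodenum cells of the posterior library (44.3%) against 7 of 139 blood cells (5.04%). Sox17 was at 292 CPM in the hepatopancreatic duct against 14.3 CPM, where Pdx1, on chromosome 5 from 147269959 to 147275848, was at 142 CPM, and Pdx1 was at 288 CPM in the dorsal pancreas against 9.20 CPM. Mnx1 in the dorsal pancreas was at 33.0 CPM against 13.2 CPM. Cdx2, on chromosome 5 from 147300805 to 147307270, was at 354 CPM (336 to 373) in the duodenum against 9.59 CPM. In the posterior library, Cdx2 UMIs were found in 167 of the 393 duodenum cells (42.5%, median 8961 UMIs) and in 0 of the 139 blood cells (an upper bound of 2.62%, median 10446 UMIs). Over the 30 pairs of a named E9.5 DE gene and its clusters, all folds were positive, 29 exceeded a log2 of 1, and in 22 the highest cluster was a named one.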

Our annotations identified all the major DE organ lineages at E9.5 including: *Tbx1*+ pharynx, two *Nkx2-1/Foxa2*+ respiratory clusters (trachea and lung), two *Sox2*+ esophagus clusters (one of which is likely dorsal based on *Mnx1* expression), two *Sox2/Osr1*+ stomach clusters, two *Alb/Prox1/Afp*+ hepatic clusters (c1_hepatoblasts and c10_ early hepatocytes with higher *Alb/HNF4a* expression), *Sox17/Pdx1*+ ventral hepatopancreatic duct, *Mnx1/Pdx1*+ dorsal pancreas, and *Cdx2*+ duodenum (Fig. 1e). 

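Among 2596 E9.5 DE cells thinned to equal depth, UMIs of both Nkx2-1 and Hhex were found in 8 (0.308%, 0.133% to 0.606%). Nkx2-1 alone or with Hhex was found in 358 cells (13.8%) and Hhex in 327 (12.6%). Of the 8 cells, 7 were in the lung cluster and 1 among the early hepatocytes. Hhex, on chromosome 19 from 37434810 to 37440731, had a UMI in 3.64% of the anterior DE cells (2.75% to 4.71%) against 2.62% of blood cells there (1.86% to 3.58%), and in 25.1% of the posterior DE cells against 6 of 139 blood cells (4.32%). Blood cells may transcribe Hhex themselves, which was not tested, so their share may overstate its background. Nkx2-1 was found in 23.2% of the anterior and 0.646% of the posterior DE cells. With at least 2 UMIs of each gene required, no cell had both, and with all UMIs of each cell counted, 50 cells did (1.93%), which moved the value most.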

Consistent with our dissections we did not detect any *Nkx2-1*+*/Hhex*+ thyroid progenitors. 

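At E8.5, Otx2, on chromosome 14 from 48657677 to 48673819, was at 231 CPM in the anterior foregut cluster against 35.2 CPM in the other DE cells of its stage, a log2 fold of 2.68. The alternative that moved it most, the share of cells with any UMI at full depth, gave a log2 fold of 2.04. In the dorsal lateral cluster, Sox2 was at 158 CPM against 45.3 CPM, and Sp5 at 414 against 149 CPM. Osr1 was at 64.1 CPM in the lateral foregut cluster against 4.20 CPM, and Irx1 at 132 against 61.5 CPM. Hhex was at 645 CPM in the E8.5 hepatic cluster against 33.4 CPM, and at 660 CPM in its E9.0 counterpart against 89.0 CPM. Nkx2-3 was at 367 CPM at E8.5 against 71.3 CPM and at 474 CPM at E9.0 against 10.7 CPM in the ventral clusters. The Cdx2 cluster had 96 cells at E8.5, with 122 CPM against 2.58 CPM elsewhere, and Cdx2 was at 313 CPM against 8.77 CPM in its E9.0 counterpart. Osr1 was at 236 CPM in the E9.0 foregut cluster against 45.6 CPM. All 18 pairs of gene and clusters at these stages had a positive fold, and in 16 the highest cluster was a named one.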

Similar to recent scRNA-seq analysis of the E8.75 gut epithelium^19^, we also annotated half a dozen distinct DE progenitor states between E8.5 and E9.0, based on the restricted expression of lineage specifying transcription factors (TF), including *Otx2*+ anterior foregut, *Sox2/Sp5*-enriched dorsal lateral foregut, *Osr1/Irx1*-enriched foregut, *Hhex*+ hepatic endoderm, *Nkx2-3*+ ventral DE adjacent to heart and a small population of *Cdx2*+ midgut cells (Supplementary Fig. 2 and Supplementary Data 1).

### Validation of mesenchymal subtypes

At all stages, the SM cell-type diversity in the foregut was, much more complex than previously appreciated (Fig. 1f and Supplementary Fig. 2). However, unlike the DE, SM populations were typically defined not just by one or two markers, but rather by a combination of multiple transcripts (Fig. 2a, b and Supplementary Data 1). 

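The number of genes restricted to a single cluster was counted at E9.5, taking genes with at least 50 CPM in their highest cluster and a level at least 4-fold that of the next cluster. There were 57 such genes in DE, spread over 8 of 12 clusters, with 19 in early hepatocytes, 15 in the pharynx and 12 in the duodenum. In SM there were 77, spread over 11 of 17 clusters, of which 38 were in the outflow tract (led by Myl3, Myh7 and Tnnc1), 9 in pharyngeal 4 and 9 in the fibroblasts. Genes that passed the same level and were 4-fold above the median cluster, but not 4-fold above the next cluster, numbered 300 in DE and 425 in SM.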

In situ hybridization and immunostaining of E9.5 foreguts and embryo sections confirmed that combinations of co-expressed transcripts defined different organ-specific SM subtypes (Fig. 2c–q and Supplementary Movies 1 and 2). The 17 SM cell populations at E9.5 included five *Tbx1/Prrx1*+ pharyngeal clusters, *Isl1/Mtus2*+ cardiac outflow tract cells, *Nkx6-1/Gata4/Wnt2*+ respiratory and *Nkx6-1/Sfrp2/Wnt4*+ esophageal mesenchyme (Fig. 2b–j). 

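The 5 pharyngeal clusters held 1453 cells. Tbx1 was at 74.7 CPM in them against 5.11 CPM in the other E9.5 SM cells, a log2 fold of 3.63, and was found in 15.1% of their 1446 anterior cells against the 1.38% of blood cells there. Leaving out the posterior library moved this fold most, to 2.02. Prrx1 was at 249 CPM against 22.7 CPM. In pharyngeal 3, 245 of 246 cells came from the anterior library, and their Xist level was 42.9 CPM against 671 CPM in the other SM cells there. In the outflow tract (245 cells), Isl1, on chromosome 13 from 116298281 to 116309689, was at 487 CPM against 105 CPM, and Mtus2 at 236 against 6.51 CPM. In the respiratory cluster (705 cells), Nkx6-1 was at 96.6 CPM against 10.8 CPM, and Wnt2, on chromosome 6 from 17988940 to 18030585, at 211 against 108 CPM. Gata4 there was at 81.4 CPM against 77.9 CPM, a log2 fold of 0.06 and the 6th highest of 17 clusters. In the esophageal cluster (339 cells), Nkx6-1 was at 188 CPM against 12.8 CPM, Sfrp2 at 302 against 43.0 CPM, and Wnt4 at 201 against 12.3 CPM. E9.5 SM cells had a median of 7822 UMIs.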

We annotated three *Barx1/Hlx*+ stomach mesenchyme populations, one was probably ventral based on *Gata4* expression (Fig. 2I, k). 

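Barx1, on chromosome 13 from 48662998 to 48666507, was at 393 CPM in the 1303 cells of the 3 stomach clusters against 55.4 CPM in the other SM cells, a log2 fold of 2.80. Hlx was at 132 CPM against 49.4 CPM, and its highest level, 258 CPM, was in the duodenum cluster. Gata4 was at 194 CPM in the ventral stomach cluster (190 cells) against 73.2 CPM. In stomach 3, 71 of the 84 cells came from the posterior library, and their nuclear RNAs Malat1, Neat1 and Meg3 summed to 695 CPM against 8192 CPM in the other SM cells of that library.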

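In the duodenum mesenchyme cluster (399 cells), Hoxc8, on chromosome 15 from 102990607 to 102994111, was at 136 CPM against 1.21 CPM in the other E9.5 SM cells, a log2 fold of 5.96. Hand1 was at 516 CPM there against 140 CPM, a log2 fold of 1.88, and its highest level, 946 CPM, was in the fibroblast cluster.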

Finally, we annotated one *Hand1/Hoxc8*+ duodenum mesenchyme population. We were unable to identify pancreas-specific mesenchyme and suspect that these cells were in the stomach or duodenum clusters (Fig. 2p, q).

**Fig. 2:**
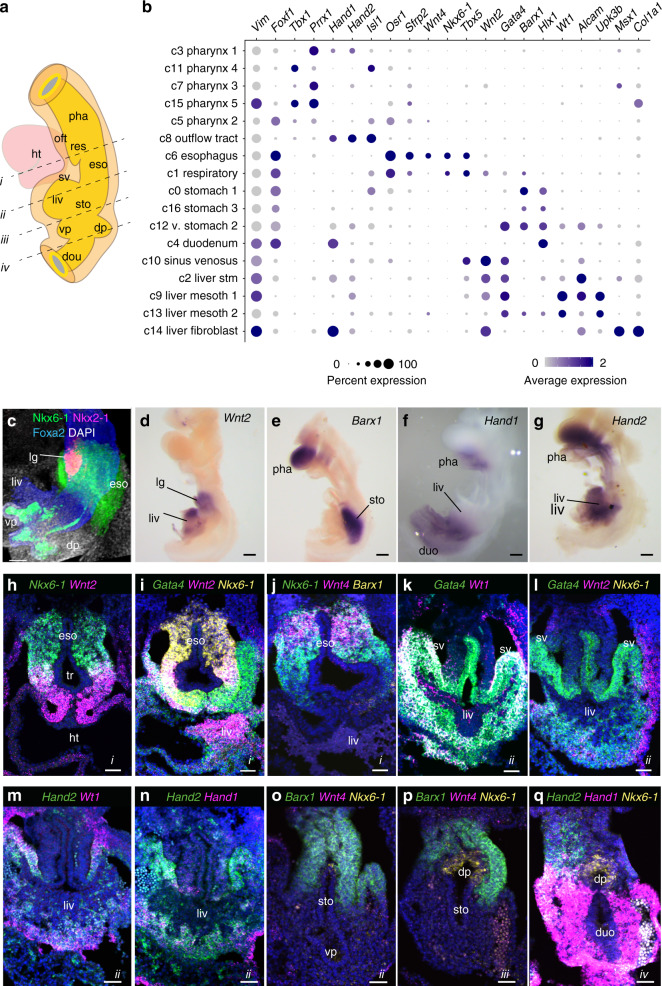
Lineage-restricted gene expression in different SM cell types. **a** Schematic of the E9.5 foregut indicating the level of sections. **b** Dotplot showing average scRNA-seq expression (normalized to a scale of 0–2) of marker genes in different E9.5 SM cell clusters. The size of the dot represents the % of cells in a cluster expressing the marker. **c**–**g** Whole-mount immunostaining (**c**) or in situ hybridization (**d**–**g**) of dissected E9.5 foregut tissue. *n* = 2/2 embryos/probe. Scale bar: 100 μm. **h**–**q** RNA-scope in situ detection on transvers E9.5 mouse embryos sections (i–iv indicates the A-P level of the section in **a**). *n* = 2/2 embryos/probe combination. Scale bar: 50 μm. duo; duodenum, dp; dorsal pancreas, eso; esophagus, ht; heart, lg; lung, liv; liver, oft, outflow tract, pha pharynx, res; respiratory, stm; septum transversum, mesenchyme, sto; stomach, sv; sinus venosus, vp; ventral pancreas.

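Of the 5827 E9.5 SM cells, 1383 are in clusters that the authors place in the liver bud. These are the septum transversum mesenchyme (593 cells, 571 of them from the posterior library), mesothelium 1 (234 cells, 203 posterior), the sinus venosus (219 cells, 150 posterior), mesothelium 2 (185 cells, 1 posterior) and the fibroblasts (152 cells, all posterior). The pharyngeal region also has 5 clusters, and the stomach has 3.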

The liver bud was the most complex with five distinct mesenchymal populations. Data mining of MGI and in situ validation allowed us to annotate an *Alcam/Wnt2/Gata4*-enriched septum transversum mesenchyme (stm), a *Tbx5/Wnt2/Gata4/Vsnl1*+ sinus venosus, a *Msx1/Wnt2/Hand1/Col1a1*+ fibroblast population, and two *Wt1/Gata4/Uroplakin*+ mesothelium populations (Fig. 2k–n and Supplementary Fig. 4). 

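In the septum transversum mesenchyme, Alcam was at 462 CPM against 58.1 CPM in the other SM cells, Wnt2 at 284 against 92.4 CPM, and Gata4 at 165 against 64.8 CPM. The sinus venosus had Vsnl1 at 417 CPM against 22.6 CPM, Wnt2 at 539 CPM and Gata4 at 196 CPM. Tbx5 there was at 139 CPM against 43.7 CPM, with its highest level, 191 CPM, in the esophageal cluster. In the fibroblasts, Col1a1 was at 1462 CPM against 83.0 CPM, Msx1 at 481 against 47.0 CPM, Wnt2 at 312 against 111 CPM, and the log2 fold of Hand1 was 2.73. Over both mesothelium clusters (419 cells), Wt1, on chromosome 2 from 105126529 to 105173616, was at 293 CPM against 32.0 CPM, Upk1b at 67.6 against 2.43 CPM, Upk3b at 360 against 33.9 CPM, and Gata4 at 216 against 66.1 CPM.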

Interestingly we observed the restricted expression of *Hand1* in the posterior versus anterior liver bud (Supplementary Fig. 4b) and the mutually exclusive expression of *Msx1* from *Wnt2* and *Wt1* (Supplementary Fig. 4e-f). This indicated extensive compartmentalization of the early liver bud mesenchyme warranting future investigation.

### Pseudotime spatial ordering of foregut cells

Different organs form at precise locations along the A-P axis of the gut. To assess whether this was reflected in the single-cell transcriptional profiles, we employed a pseudotime analysis, which several groups have recently used to examine positional information of cells in a continuous field of embryonic tissue^16,19,21^. Thus we analyzed the DE and SM cells at each stage using diffusion maps, a dimensional reduction method for reconstructing developmental trajectories^22,23^. Anchoring the most anterior pharyngeal cluster as a root, we plotted the pseudotime density distribution for each cluster based on transition probabilities from root cells to all other cells in the graph (see the “Methods” section). 

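Diffusion pseudotime was computed on the E9.5 cells from 1500 variable genes, 20 principal components and 15 neighbours, with the pharynx cluster (DE) or pharyngeal 1 (SM) as the root. The order of the clusters by median pseudotime was compared with their A-P order in Fig. 5c by Spearman's rho across clusters, which describes these libraries and has no p-value. The paper orders Fig. 5c by location in vivo, which it mapped by combining its own pseudo-space analysis of the same cells with MGI curations and in situ validation, so the 2 orders are not independent. For the 12 DE clusters rho was 0.979. The median rose from 0.0248 in the pharynx through 0.158 and 0.255 in the esophagus clusters, 0.335 in the lung, 0.453 in the posterior stomach and 0.602 in the duodenum to 0.902 in early hepatocytes. For the 17 SM clusters rho was 0.799, from 0.00470 in pharyngeal 1 to 0.446 in the fibroblasts. Apart from these ends, all SM medians lay between 0.130 and 0.292. The anterior library alone gave a rho of 0.692 over 12 SM clusters, the lowest of the alternatives, and the posterior library alone 0.90 over 5 DE and 0.952 over 8 SM clusters. The cells of the DE anterior library alone fell into 2 unconnected groups and gave no order.

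**Figure D1:**
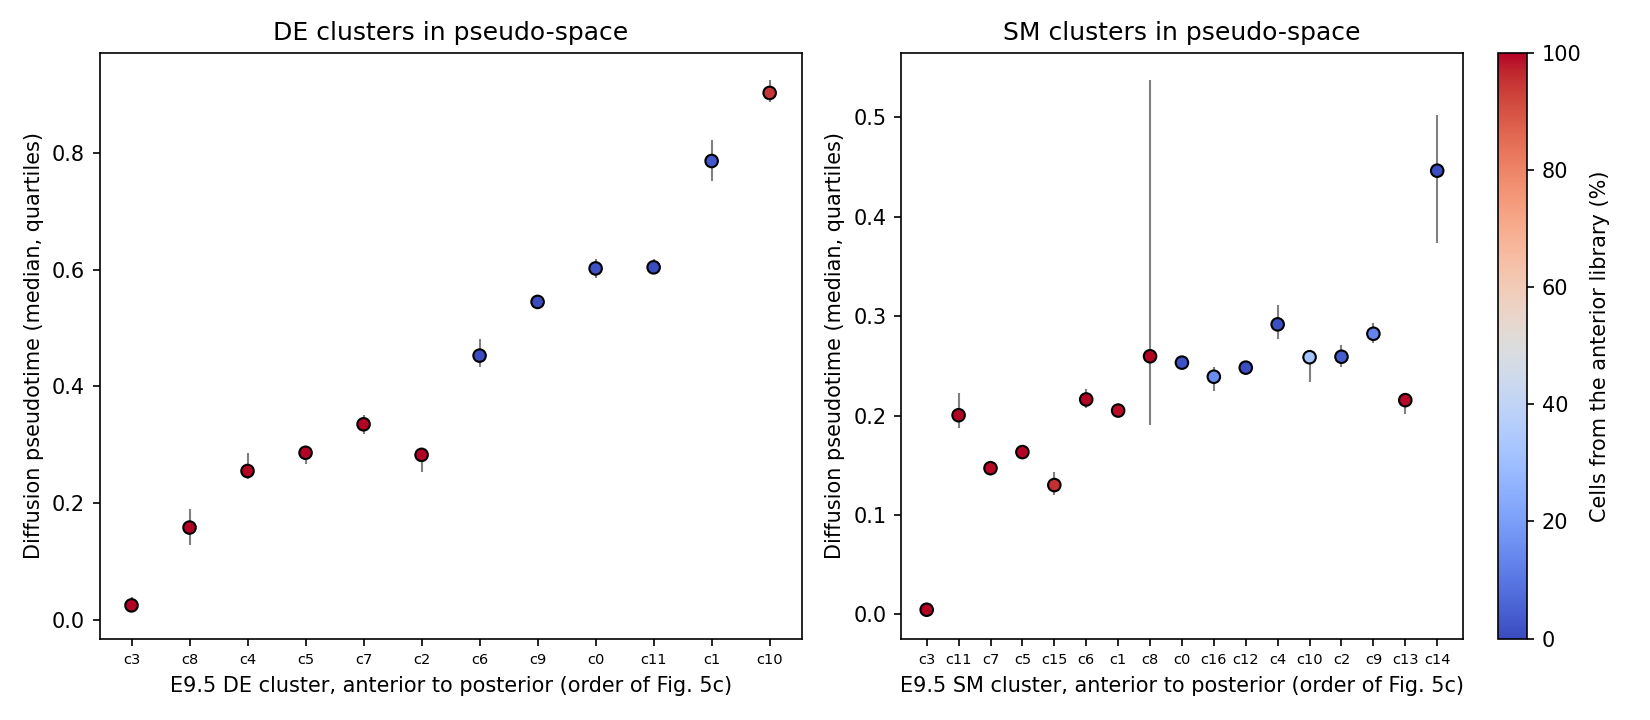
Diffusion pseudotime of each E9.5 DE (left) and SM (right) cluster, with clusters on the horizontal axis in the A-P order of Fig. 5c. Points are medians over cells (no unit), lines span the quartiles, and colour gives the percent of cells from the anterior library; DE medians climb from 0.0248 to 0.902.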

Remarkably, this ordered both the DE and SM cell populations according to their appropriate A-P position in the embryo, indicating that the analysis represents an unbiased proxy of pseudo-space (Fig. 1g, j; Supplementary Fig. 2). 

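Cluster profiles were compared by the correlation of their log2 CPM over variable genes, with the same number of cells per cluster thinned to 2000 UMIs. Among E9.5 DE clusters, the 11 pairs next to each other in the A-P order had a mean Pearson r of 0.617, and the 21 pairs at the longest distances (at least 50% of the order apart) a mean of 0.411. Over all DE pairs, Spearman's rho of r with the distance in the order was -0.847. Among SM clusters, the mean r was 0.576 over 16 neighbouring pairs and 0.497 over 45 distant pairs, and rho was -0.486. Using all genes with at least 10 CPM moved these most, to -0.763 in DE and -0.408 in SM. The correlations are across genes, which are not independent replicates. The A-P order rests partly on expression in the same cells and is not independent of these profiles. Distance in the order is also tied to library. DE clusters at places 1 to 6 were 100% anterior library cells, and those at places 7 to 11 at most 2.36%. SM clusters at places 1 to 8 were at least 95.3% anterior, and most of those behind them were mainly posterior. The correlations were not computed within 1 library, so differences between libraries may account for part of these values.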

The data also indicated that at this time in development, cells in the embryonic gut tube exhibit a continuum of transcriptional signatures with spatially adjacent cell types having more similar expression profiles than distant cell types. Indeed, the E9.5 clusters from the anterior dissections were located in the anterior half of the pseudo-space continuum, compared to posterior tissue, confirming the robustness of the computational ordering. 

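In DE, the 7 clusters made mostly of anterior library cells were the 6 most anterior in pseudo-space and the early hepatocytes, of which 52 of 55 cells were anterior and whose rank was the last, 12. In SM, mesothelium 2 (184 of 185 cells anterior) had rank 7 of 17, and the outflow tract (all 245 cells anterior) rank 14, with quartiles of pseudotime from 0.190 to 0.538. The sinus venosus, with 69 of 219 cells from the anterior library, had rank 12.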

Finally, we examined *Hox* genes which are known to be expressed in a co-linear fashion along the A-P axis and accordingly we observed a progressive increase of posterior *Hox* paralog expression in more posterior clusters, particularly within the SM (Supplementary Fig. 5a).

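Levels of the 39 Hox genes detected were summarised as the mean paralogue number per cluster, weighted by UMIs. In SM this was 3.42 in pharyngeal 1, 2.90 in the outflow tract, 4.61 in the fibroblasts and 4.87 in the duodenum, and its Spearman's rho with the A-P order was 0.277 over the 17 clusters. In DE it was 2.72 in the pharynx (1655 Hox UMIs, 2.65 to 2.80 when the UMIs were redrawn 1000 times), 3.96 in hepatoblasts (135 UMIs, 3.57 to 4.36), 3.83 in early hepatocytes (18 UMIs, 3.11 to 4.50) and 4.31 in the hepatopancreatic duct (13 UMIs, 3.12 to 5.44), with a rho of 0.804 over 12 clusters. In these last 3 clusters all Hox genes summed to 24.3 to 31.2 CPM, below the 68.4 CPM (mean paralogue number 4.53) in blood cells of the posterior library and the 84.5 CPM (3.51) in those of the anterior library, so their values are at background. The summed CPM of paralogue groups 5 to 13 had a rho of -0.881 in DE, falling from 131 CPM in the pharynx to 11.7 CPM in hepatoblasts, and of -0.012 in SM (-0.059 to 0.029 when redrawn). In SM these groups summed to 649 CPM in the duodenum, 366 CPM in the fibroblasts, 94.1 CPM in pharyngeal 1 and 31.1 CPM in the outflow tract. Without the liver clusters, which in DE are the 3 at background, a setting chosen after the data had been seen, rho of the mean paralogue number was 0.60 over 9 DE and 0.364 over 12 SM clusters, and rho of the summed CPM was -0.783 in DE and 0.371 in SM.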

Combining the pseudo-space analysis, MGI curations and in situ validation, we were able to map each DE and SM population to their approximate locations in the gut tube (Fig. 1i, j; Supplementary Fig. 2). This revealed that the SM diversity mirrored DE lineages, indicating their closely coordinated development from the very beginning of organogenesis.

### Transcription factor code of foregut endoderm and mesenchyme

DE organ lineages have historically been defined by the overlapping expression domains of a few key transcription factors (TFs)^1,2,24^. While some regionally expressed TFs have been reported in the SM, the single-cell RNA-seq data allowed us to define a comprehensive combinatorial code of differentially expressed TFs that distinguish different SM and DE subtypes (Supplementary Fig. 5c and Supplementary Data 1). 

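In the pharynx cluster, Nkx2-5, on chromosome 17 from 26838664 to 26845009, was at 222 CPM against 5.10 CPM in the other E9.5 DE cells, and Pax1 at 205 against 0.388 CPM, a log2 fold of 7.21. In the esophagus clusters, Sox21 was at 46.3 CPM against 11.2 CPM, and Klf4 at 51.4 against 15.7 CPM. Sox21 was highest in the anterior stomach, at 57.3 CPM. Nkx2-1 was at 682 CPM in the trachea cluster and 618 CPM in the lung cluster, where Irx1 was at 262 CPM (trachea) against 28.8 CPM, and Sp5 at 199.7 CPM (lung) against 16.4 CPM. Gata4 was at 91.7 CPM in the gastric clusters against 35.3 CPM, with the highest level, 122 CPM, in the dorsal pancreas. Ptf1a in the dorsal pancreas rested on 17 UMIs, 25.5 CPM (14.9 to 40.8) against 0.361 CPM. Hhex was at 554 CPM in the hepatopancreatic duct against 125 CPM. Onecut3 was at 24.2 CPM in the hepatic clusters against 1.35 CPM, and Nr5a2 at 69.97 against 10.6 CPM. Osr2 was at 16.7 CPM in the duodenum against 0.746 CPM.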

Selected signatures of TFs with enriched expression in organ-specific endoderm include *Nkx2-5/Pax1* for pharynx, *Sox21/Klf4* in esophagus, *Nkx2-1/Irx1* for the trachea, *Nkx2-1/Sp5* for lung, *Gata4/Osr1* for gastric, *Pdx1/Ptf1a* for pancreatic, *Hhex/Sox17* for the hepatopancreatic biliary duct progenitors, *Onecut3/Nr5a2* for hepatic, and *Cdx2/Osr2* duodenum lineages. TFs signatures with enriched expression in organ-specific mesenchyme include *Tbx1/Irx2* for the pharyngeal, *Osr1/Hic1* for the esophageal, *Sp5/Hoxa5* for respiratory, *Barx1/Tox3* for gastric, *Lhx9/Gata4* for stm, and *Hand1/Pitx1* for duodenum mesenchyme. This analysis also identified lineage-restricted SM markers such as homeodomain TF Nkx6-1. 

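Irx2 was at 35.0 CPM in the pharyngeal clusters against 2.77 CPM in the other E9.5 SM cells, with its highest level, 89.0 CPM, in pharyngeal 2. In the esophageal cluster, Osr1, on chromosome 12 from 9570116 to 9581500, was at 837 CPM against 130 CPM, and Hic1 at 50.6 against 2.48 CPM. In the respiratory cluster, Sp5 was at 21.9 CPM against 2.06 CPM, and Hoxa5 at 299 against 89.0 CPM. Tox3 was at 90.1 CPM in the stomach clusters against 32.8 CPM. Lhx9 was at 4.76 CPM (3.27 to 6.68) in the septum transversum mesenchyme against 18.4 CPM, a log2 fold of -1.75, and its highest level was 167 CPM in mesothelium 1. Pitx1 was at 1.52 CPM (0.557 to 3.30, from 6 UMIs) in the duodenum cluster against 10.1 CPM, a log2 fold of -2.14, and its highest level was 147 CPM in the fibroblasts. Over the 40 pairs of a named SM gene and its clusters, 38 folds were positive, 35 exceeded a log2 of 1, and in 26 the highest cluster was a named one. In the posterior library alone, where 24 pairs could be compared, 14 had it.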

Well-known for its expression in the pancreatic endoderm (Fig. 2p)^25,26^, Nkx6-1 was also specifically expressed in the respiratory and esophageal mesoderm at E9.5 (Fig. 2b, c, h–j, and Supplementary Movies 1 and 2). These TF codes will facilitate lineage tracing experiments and prompt studies testing their role in mesenchymal differentiation.

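Nkx6-1 lies on chromosome 5 from 101658139 to 101664996. Over the respiratory and esophageal clusters together (1044 cells), it was at 121 CPM (113 to 130) against 3.72 CPM in the other E9.5 SM cells, a log2 fold of 4.70. After thinning, 19.7% of these cells had a UMI (17.4% to 22.3%) against 0.523% of the other SM cells. Of these cells, 1038 were anterior, and 1.03% of the blood cells of that library had a UMI. At full depth the share was 44.0%.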

### Synchronized endoderm and mesenchyme lineage trajectories

The transcriptional cell-state complexity of the DE and SM doubled in just 24 h between E8.5 and E9.5, reflecting progenitors forming more specialized cell types. 

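The ratio of E9.5 to E8.5 clusters in the authors' annotation is 2 for DE and 2.43 for SM. The E9.5 stage has more cells, from a pair of libraries. With 803 DE and 1379 SM cells drawn at each stage, thinned to equal depth and clustered by the Leiden method at one resolution, DE had 6, 7 and 5 clusters at E8.5, E9.0 and E9.5 (a ratio of 0.833), and SM had 5, 9 and 8 (a ratio of 1.6). This count was chosen after the data had been seen.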

To examine the temporal dynamics of lineage diversification, we visualized the single-cell data using *SPRING* (Fig. 3a, b), an algorithm that represents k-nearest neighbors in a force-directed graph, facilitating analysis of developmental trajectories^27^. Both the DE and SM trajectories progressed from a continuum of closely related cell states at E8.5 to transcriptionally distinct cell populations at E9.5 (Fig. 3a, b and Supplementary Fig. 6), consistent with the transition from multipotent progenitors to organ-specific lineages. 

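The mean correlation between the profiles of clusters of a stage, over 39 DE or 57 SM cells per cluster, was 0.570 at E8.5, 0.511 at E9.0 and 0.502 at E9.5 in DE. In SM it was 0.628, 0.533 and 0.534. The difference of E9.5 minus E8.5 was -0.068 in DE and -0.094 in SM. It was nearest to 0 in DE with 6 k-means clusters per stage (-0.012) and farthest with all cells at full depth (-0.132 in DE and -0.146 in SM). The SPRING layout itself was not repeated.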

Importantly the cell clusters defined by tSNE were well-preserved in SPRING (Supplementary Fig. 6), supporting the robustness of the clustering. One striking observation evident in the structure of the *SPRING* plots was the apparent coordination of SM and DE lineage diversification over the 24 h from E8.5 to E9.5.

**Fig. 3:**
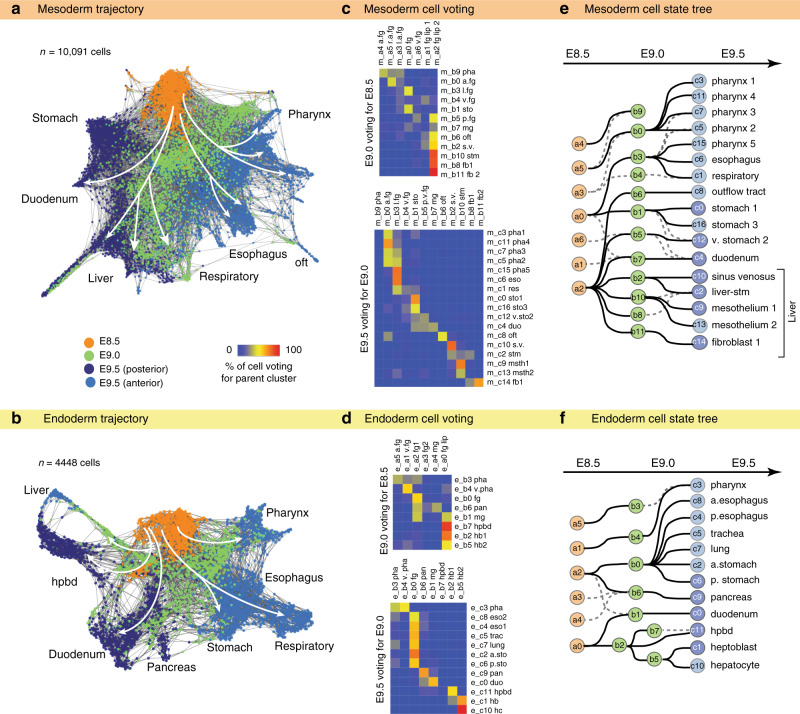
Coordinated endoderm and mesoderm cell trajectories. **a**, **b** Force-directed SPRING visualization of the **a** splanchnic mesoderm (*n* = 10,097) and **b** definitive endoderm (*n* = 4448) cell trajectories. Cells are colored by developmental stage. White arrows indicate cell lineage progression. **c**, **d** Confusion matrix summarizing parent-child single-cell voting for **c** SM and **d** DE cells, used to construct the cell-state tree. Each cell at the later time point (*y*-axis) voted for its most similar cell at the preceding time point (x-axis) based on transcriptome similarity (KNN) (see Methods). All of the votes for a give cluster are tabulated, normalized for cluster size (see Methods for details) and represented as a % of votes in the heatmap. E8.5, E9.0, and E9.5 clusters are designated as (**a**), (**b**), and (**c**), respectively. **e**, **f** Cell-state trees of **e** SM and **f** DE lineages predicted by single-cell voting. The top choice linking cell states of sequential time points are solid lines, and prominent second choices are dashed lines. Nodes are colored by stages and annotated with the cluster numbers.

To more clearly visualize the developmental trajectories associated with lineage diversification, we generated a consensus cell-state tree using a single-cell voting method, where each cell of a later time point votes for its most likely parent of the previous time point based on gene expression similarity. We then tabulate all the cell votes for each cluster (Fig. 3c, d) and represented this in a simple tree manifold (Fig. 3e, f). While we cannot rule out SM migration bringing distant cell types to a given organ, the data supported the notion of transcriptionally related cell states arising from the subdivision of common progenitor populations. 

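Votes were counted as the paper describes, each cell choosing its nearest neighbours at the preceding stage, over 519 genes in DE and 606 in SM, with votes divided by cluster size. The top parent was that drawn in the tree for 16 of 20 DE clusters and 20 of 28 SM clusters, and the tree's parent was first or second for 17 and 25. Thinning all cells to 2000 UMIs moved these counts most, to 12 and 16. Early hepatocytes gave all of their votes (100%) to the E9.0 hepatoblasts, and E9.5 hepatoblasts gave them 89.7%. The E9.5 duodenum gave 88.5% to the E9.0 Cdx2 cluster, and the dorsal pancreas 84.1% to its E9.0 counterpart. In SM, mesothelium 1 gave 94.7% of its votes to a single E9.0 cluster (m_b10), the fibroblasts 89.4% to m_b11, and stomach 1 82.3% to m_b1. In the septum transversum mesenchyme the top parent, m_b8, had 43.3%, and the parent of the tree, m_b2, 10.7%. From its own votes, the paper reasons that related cell states arise by subdivision of common progenitors, and does not rule out migration.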

Given that our time points were generated from pooled embryos of slightly different ages; it was possible that parent-child relationships could exist within a given time point. To address this and confirm the single-cell voting results, we assessed each trajectory with a pseudotime analysis that computationally predicts progenitor states in a cell population (*Monocle*^14^). In general, the pseudotime analysis agreed with the single-cell voting. But in the case of the liver endoderm, *Monocle* predicted a parent-child relationship within E9.0, where *Hhex*+ posterior foregut endoderm (cluster e_b2) gives rise to both *Prox1/Afp*+ hepatoblasts (e_b5) and *Prox1/Sox17/Pdx1*+ hepatopancreatic biliary progenitors (e_b7) (Supplementary Fig. 7), consistent with in vivo lineage tracing experiments^28,29^.

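Cluster e_b2 held 141 cells at E9.0. In e_b5 (79 cells), Prox1 was at 212 CPM against 27.7 CPM in the other E9.0 DE cells, and Afp at 1177 against 70.1 CPM. In e_b7 (39 cells), Sox17 was at 167 CPM against 18.6 CPM, Pdx1 at 193 against 7.49 CPM, and Prox1 at 80.1 CPM (51.3 to 119) against 39.6 CPM. In the votes for E8.5 parents, e_b2 gave 68.5% and e_b7 69.8% to the Hhex cluster e_a0, whereas e_b5 gave 35.2% to the ventral cluster e_a1, 29.3% to the anterior foregut cluster e_a5 and 27.9% to e_a0. Monocle's ordering within E9.0 was not analysed here.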

Overall the DE trajectories (Fig. 3b, f) inferred by the single-cell transcriptomes are consistent with experimentally determined fate maps^28–30^, demonstrating the robustness of our analysis and suggesting that the SM trajectories (Fig. 3a, e), which previously have not been well-defined, may also represent lineage relationships. Having said that we caution that cells with similar transcriptomes may not necessarily be lineage-related. Indeed, there are cases where cells from different lineages such as ventral and dorsal pancreas can converge on similar transcriptional profiles. Thus our results establish a theoretical framework for future experimental analysis of foregut mesenchyme development.

### Coordinated development of endoderm and mesoderm progenitors

A close examination of the DE and SM trajectories suggests the coordinated development of a number of cell populations within adjacent endoderm and mesoderm tissue layers. For example, at E8.5 the DE lateral foregut cells (e_a2) and the spatially neighboring SM cells (m_a0) both express the TF *Osr1*, and the trajectories predict that these two cell populations are progenitors, giving rise to the respiratory, esophageal, gastric epithelium, and mesenchyme, respectively (Fig. 4a, b). 

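The Osr1 level of e_a2 at E8.5 had an interval from 50.4 to 80.3 CPM. In m_a0, Osr1 was at 184 CPM (167 to 202) against 28.9 CPM in the other SM cells of that stage, a log2 fold of 2.63. In the votes, the E9.0 cluster e_b0 gave 38.5% to e_a2, its top parent. In turn e_b0 was the top parent of the anterior stomach (73.1%), posterior stomach (70.7%), esophagus (64.4% and 40.2%), trachea (59.4%) and lung (47.4%) clusters of E9.5. In SM, m_b1, m_b3 and m_b4 gave 68.7%, 73.7% and 39.8% to m_a0. The respiratory mesenchyme gave 38.7% to m_b4 and 29.6% to m_b3. From its own votes, the shared Osr1 expression and in situ hybridization at E9.5, the paper proposes that Osr1+ multipotent progenitors exist in both layers.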

As development proceeds, different cell populations appear to be segregated as they progressively express distinct lineage regulating TFs and growth factors (Fig. 4a–d). 

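The lung gave 42.1%, the second esophagus cluster 32.2% and the trachea 28.3% of their votes to the E9.0 pharynx cluster, as second parent. The paper cautions that cells with similar profiles need not share a lineage. At E9.5, the clusters with e_b0 as top parent differed in the levels of genes. Osr1 was at 201 CPM in the second esophagus cluster, 175 CPM in the first, 68.5 CPM in the lung and 36.8 CPM in the trachea. After thinning, Osr1 UMIs were found in 28.3%, 28.0% and 11.3% of the cells of the first 3 and in 3.90% of the trachea cells (1.80% to 7.27%), against 4.69% of the blood cells of the anterior library (3.66% to 5.90%), so the trachea level is at background. Nkx2-1 was at 111 CPM in the second esophagus cluster, 29.8 CPM in the first and 25.6 CPM in the posterior stomach, where its share of 2.90% (1.07% to 6.20%) is not clear of that in blood of the posterior library (0 of 139 cells, up to 2.62%). Sox2 was at 352 CPM in the anterior stomach, 121 CPM in the posterior stomach and 9.58 CPM in the lung, where its share of 3.23% (1.19% to 6.89%) is not clear of the 1.52% in anterior blood (0.953% to 2.29%). In SM, Osr1 was at 525 CPM in the respiratory cluster, 168 CPM in stomach 1 and 58.0 CPM in the ventral stomach.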

In situ validation confirmed that *Osr1* is expressed in both the epithelium and mesenchyme of the presumptive esophagus, lung and stomach at E9.5 (Fig. 4e–g). These data suggest that *Osr1*+ multipotent progenitors exist in both the endoderm and mesoderm lineages which contribute to the same organs and that some mechanism must coordinate this parallel expression pattern.

**Fig. 4:**
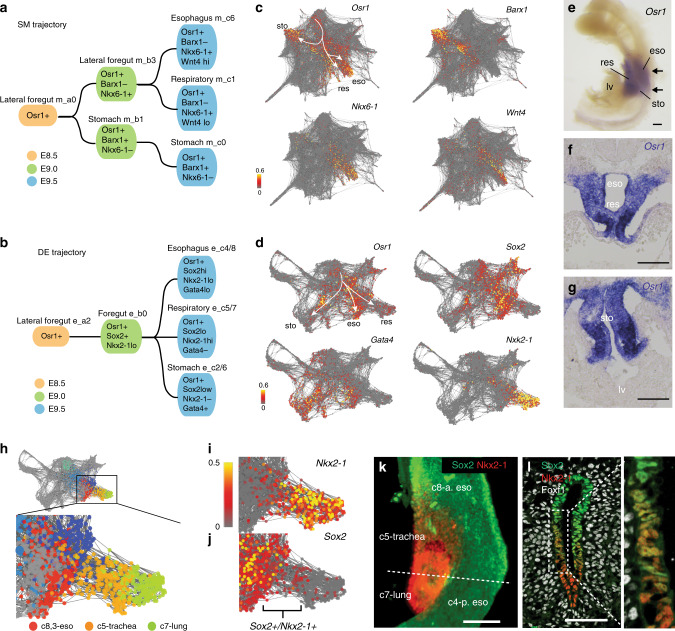
Coordinated development of endoderm and mesoderm progenitor populations. **a**, **b** Graphical illustration of the esophageal–respiratory–gastric cell-state trajectories for **a** SM and **b** DE with key marker genes. This suggests the coordinated development of *Osr1*+ multi-lineage progenitors. **c**, **d** SRPING plots of **c** SM and **d** DE projecting the normalized expression of key genes in each cell. **e** In situ hybridization of *Osr1* in dissected foregut, showing *Osr1* is expressed in the respiratory, esophageal and gastric regions. Scale bar: 100 μm. *n* = 3/3 embryos**. f**, **g** In situ hybridization of *Osr1* in sections across the respiratory and gastric regions within the foregut, showing that *Osr1* is expressed in both the endodermal and mesenchymal cells. Scale bar: 200 μm. *n* = 3/3 embryos. **h** SPRING plot of the DE esophageal–respiratory lineages. **i**, **j** Normalized *Nkx2-1* (**i**) and *Sox2* (**j**) transcript levels in each cell projected onto the SPRING plot, showing co-expression at the esophageal–tracheal boundary. **k** Sox2 and Nkx2-1 whole-mount immunostaining of a E9.5 mouse foregut. Scale bar: 50 μm. *n* = 3/3 embryos**. l** Sox2, Nkx2-1, and Foxf1 immunostaining of a transverse E9.5 foregut section, confirming a rare population of Sox2/Nkx2-1 co-expressing cells. Panel to the right is a magnification of box in (**l**). Scale bar: 50 μm. *n* = 3/3 embryos.

Furthermore, a close examination of the DE trachea cluster suggested a transitional cell population co-expressing the respiratory maker *Nkx2-1* and the esophageal marker *Sox2* at E9.5 when the foregut is being patterned along the dorsal–ventral axis (Fig. 4h–j). 

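Of 231 cells in the trachea cluster thinned to equal depth, 20 had UMIs of both genes (8.66%, 5.37% to 13.1%). Nkx2-1 was found in 167 (72.3%, 66.0% to 78.0%) and Sox2 in 28 (12.1%, 8.21% to 17.0%), and the product of these shares would give 20.2 cells. All of the trachea cells were anterior, and Sox2 UMIs were found in 22 of 1451 anterior blood cells (1.52%) and Nkx2-1 UMIs in 5. In the lung cluster 6 of 186 cells had both (3.23%, 4.48 by the product), and in the esophagus clusters 14 of 455 (3.08%, 17.4 by the product). All UMIs of each cell counted, 52 trachea cells had both (22.5%), the largest move, and with at least 2 UMIs of each gene, 4 did (1.73%). Leaving out the top 5% of cells by UMIs left 18 of 219 (8.22%). Double-positive trachea cells had a median of 5799 UMIs and those with Nkx2-1 alone 5661.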

Immunostaining confirmed that this was indeed a rare Nkx2-1/Sox2+ cell population at the prospective tracheal–esophageal boundary (Fig. 4k, l), which recent studies have demonstrated to be critical in tracheoesophageal morphogenesis^31,32^. In sum, the foregut lineage trajectories predicted from the single-cell transcriptomes represent a valuable resource for further studies.

### Predicting a signaling roadmap of organ induction

We next sought to computationally predict the paracrine signaling microenvironment in the foregut that controls these cell fate decisions (Fig. 5a, b). 

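A metagene sums the counts of a list of genes, each divided by its largest count in any cell, and 18 of them cover the ligands, receptors and responses of 6 pathways. Recomputed from the deposited counts, 17 of the 18 were within 0.005 of the scaled values in Supplementary Data 2. The exception was the RA response, where 10 of 12 genes were matched, with a largest difference of 0.163. The Wnt response, with 8 of 9 genes matched, and the FGF ligands, with 21 of 22, were still within 0.005. The cause of the RA difference was not tested. The metagene uses counts that are not divided by the UMIs of a cell. Its Spearman's rho with the mean UMIs of a cluster had a median of 0.423 over the 6 receptor metagenes, 0.247 over the response and 0.140 over the ligand metagenes. With cells thinned to 2000 UMIs, chosen after the data had been seen, these were -0.243, -0.132 and -0.083. Log-normalized values correlated with Supplementary Data 2 with a median r of 0.912, and summed CPM, the largest move, with 0.845.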

We calculated metagene expression profiles for all the ligands, receptors, and context-independent response genes in each DE and SM cluster for six major signaling pathways implicated in organogenesis: BMP, FGF, Hedgehog (HH), Notch, retinoic acid (RA), and canonical Wnt (see Methods, Supplementary Fig. 8 and Supplementary Data 2). Leveraging our spatial map of each cell population in the foregut (Fig. 1i, j) we ordered cell populations along the A-P axis such that DE and SM cell types most likely to be in direct contact were opposite one another in the signaling diagram (Fig. 5c). We then used the metagene expression levels to predict potential ligand-receptor pairs and the likelihood that a given cell population was responding to local paracrine or autocrine signals (Fig. 5a–c, Supplementary Fig. 9). We benchmarked the metagene expression thresholds on experimentally validated interactions from the literature. Also we limited potential ligand-receptor pairings to nearby cell clusters, consistent with the generally accepted view that these pathways act over a relatively short range. Together this analysis revealed a hypothetical combinatorial signaling network (Fig. 5a–c, Supplementary Fig. 9).

**Fig. 5:**
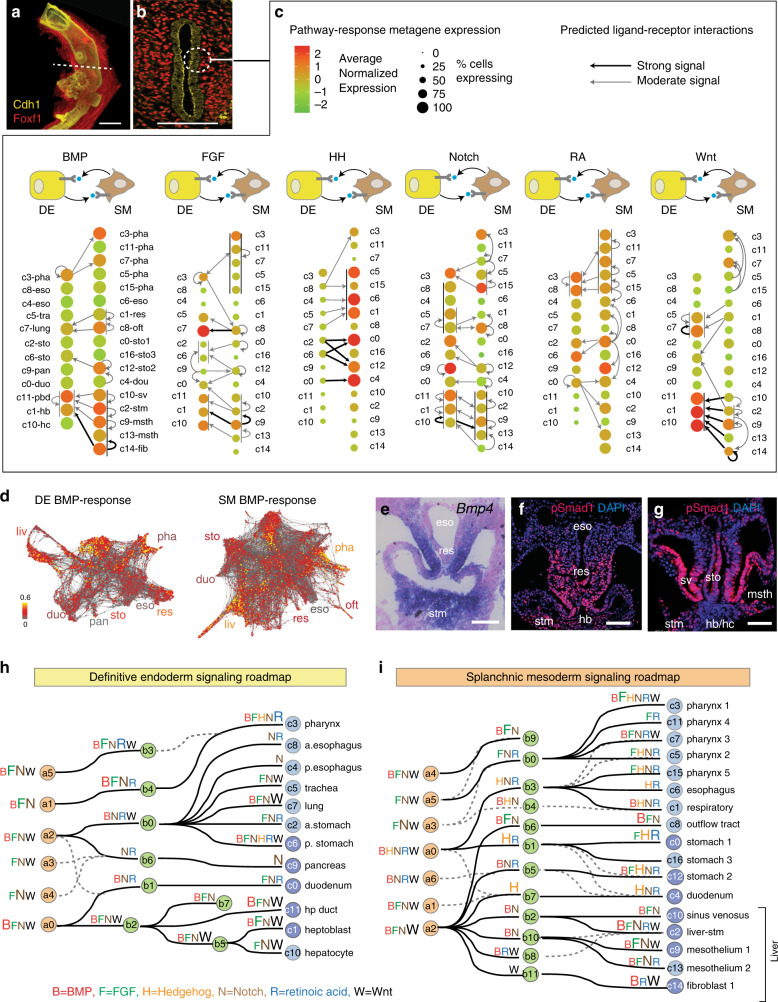
Computationally inferred receptor–ligand interactions predict a signaling roadmap of foregut organogenesis. **a**, **b** E9.5 foregut immunostaining of Cdh1 (epithelium) and Foxf1 (mesenchyme) in **a** whole-mount (same image as Fig. 1d) and **b** section, showing the epithelial–mesenchymal tissue microenvironment (dashed circle). Scale bars: 100 μm. *n* = 4/4 embryos. **c** Predicted receptor–ligand interactions between adjacent foregut cell populations. The schematics show paracrine signaling between the DE (yellow cells) and the SM (brown cells) for six major pathways. E9.5 DE and SM cell clusters are ordered along the anterior to posterior axis based to their locations in vivo, with spatially adjacent DE and SM cell types across from one another. Color and size of each node represents the normalized average signaling-response–metagene expression level scaled from 2 to −2 and the % of expressing cell in each cluster, predicting the likelihood that a given cell population is responding to the growth factor signal. Thin vertical lines next to clusters indicate different cell populations in spatial proximity that are all responding to the same signal pathway. Arrows represent the predicted paracrine and autocrine receptor–ligand interactions (see Methods). **d** BMP-response–metagene expression levels projected on the DE and SM SPRING plot, colored by normalized scaled expression in each cell. **e** In situ hybridization of *Bmp4* in a foregut transverse section, showing the expression of in the respiratory mesenchyme and the stm. *n* = 8/8 embryos. Scale bar: 100 μm. **f**, **g** pSmad1 immunostaining in foregut transverse sections, indicating BMP signal response in the respiratory and liver DE and SM. *n* = 3/3 embryos. Scale bar: 100 μm. **h**, **i** Signaling roadmap summarizing the inferred signaling state of all 6 pathways projected on the **h** DE and **i** SM cell-state trees suggests the combinatorial signals predicted to control lineage diversification. The letters indicated the putative signals at each step, with larger font indicating a stronger signaling response. a, anterior; p, posterior; hp, hepatopancreatic; stm, septum transversum mesenchyme.

Overall the computational predictions are consistent with known expression patterns of ligands and receptors, and identified most known signaling interactions controlling DE lineage specification. These include mesoderm-derived BMP, FGF, and Wnt promoting DE liver and lung fate, and autocrine notch signaling in the DE endocrine pancreas^1,2,33,34^. This suggested that previously undefined SM signaling predictions are also likely to be accurate. To test this, we examined BMP signaling as an example. 

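On the scale from -2 to 2, the response metagenes of E9.5 hepatoblasts were -0.04 for BMP, 0.08 for FGF and 2 for Wnt, and those of the lung -0.46, 1.97 and 0.36. With cells thinned to equal depth, the hepatoblast values were -0.62, -0.99 and 1.25, and those of the lung -0.08, 1.13 and 1.62. The trachea had -1.21 for BMP, -0.14 for FGF and -0.43 for Wnt, and after thinning -0.78, -0.09 and 0.54, a change of sign for Wnt. In the dorsal pancreas (63 cells), the Notch values were 1.91 for the response, 1.14 for the receptors and -1.11 for the ligands, and after thinning 0.60, -0.20 and -1.67.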

Consistent with the scRNA-seq data, in situ hybridization confirmed high levels of *Bmp4* ligand expression the stm and the respiratory mesenchyme, while immunostaining for phospho-Smad1/5/8, the cellular effector of BMP signaling, confirmed autocrine and paracrine signaling in the developing liver and respiratory mesenchyme and epithelium, respectively, as predicted (Fig. 5e–g).

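Bmp4 lies on chromosome 14 from 46383520 to 46390669. In the respiratory and septum transversum mesenchyme together it was at 148 CPM against 89.7 CPM in the other E9.5 SM cells, a log2 fold of 0.71. Its highest level was 563 CPM, in the outflow tract. Bmp4 had 48.8% of the UMIs of all BMP ligands. Over all stages it was at 31.6 CPM in DE and 92.8 CPM in SM.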

We projected the signaling-response–metagene expression levels onto the *SPRING* plots and cell-state tree which revealed spatiotemporally dynamic signaling domains that correlated with cell lineages (Fig. 5d, Supplementary Fig. 10). In general, the transcriptome data predicts locally restricted interactions, with the SM being the primary source of BMP, FGF, RA, and Wnt ligands, signaling to both the adjacent DE and within the SM itself (Fig. 5c). In contrast, HH ligands are produced by the DE and signal to the gut tube SM, with no evidence of autocrine activity in the DE (Fig. 5c). 

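Ligand UMIs were summed per pathway and library over DE and over SM. BMP ligands were at 124 CPM in DE and 196 CPM in SM at E8.5, 81.7 and 180 CPM at E9.0, 126 and 198 CPM in the E9.5 anterior library and 51.1 and 156 CPM in the posterior library. Log2 folds of SM over DE were 0.65, 1.13, 0.65 and 1.59, and without Bmp4 0.50, 0.68, 0.26 and 0.57. The folds of FGF ligands were 1.84, 0.85, -0.07 and 1.67 in the same order. In the anterior library FGF ligands were at 66.6 CPM in DE and 63.6 CPM in SM, a difference within counting error (-0.25 to 0.12). Leaving out Fgf8, which had 25.2 CPM in DE and 6.30 CPM in SM there, gave a log2 fold of 0.46. At E8.5, where Fgf8 was at 169 CPM in SM and 27.5 CPM in DE, leaving it out lowered the fold to 0.25, and at E9.0 and in the posterior library it gave 0.83 and 1.68. RA ligands had folds of 2.10, 0.88, 0.30 and 0.74, and Wnt ligands 1.75, 2.53, 0.44 and 2.76. Leaving out the gene with the most counts moved these most. Without Aldh1a2, which had 50.2% of the RA counts, RA folds were 1.07 at E8.5, -0.21 at E9.0, -0.73 in the anterior and -0.98 in the posterior library. Without Wnt2, which had 57.6% of the Wnt counts, Wnt folds were -0.06 at E8.5, 1.11 at E9.0, 1.05 in the posterior library and -0.30 in the anterior library, where Wnt7b was at 88.1 CPM in DE and 1.91 CPM in SM. Notch ligands had folds of 0.82, 0.14, -0.21 and -0.36, with 96.6% of their counts in Dlk1. Without Dlk1, they were 0.91, 0.68, 0.50 and -0.41.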

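HH ligands were at 44.1 CPM in DE and 0.619 CPM in SM at E8.5, 102 and 1.39 CPM at E9.0, 138 and 3.39 CPM in the E9.5 anterior library, and 102 and 1.81 CPM in the posterior library. The log2 folds of SM over DE were -4.80, -5.43, -4.99 and -5.20. Shh, on chromosome 5 from 28456815 to 28467256, had 59.2% of these UMIs and Ihh 40.5%. Shh in DE was at 14.7 CPM at E8.5 and 61.6 CPM at E9.0. At E9.5 it was at 169 CPM in the trachea, 162 CPM in the second esophagus cluster, 137 CPM in the posterior stomach, 1.55 CPM in hepatoblasts and 0 in early hepatocytes (up to 6.39 CPM). Of the response genes in E9.5 DE, Gli1, on chromosome 10 from 127329882 to 127341974, was at 4.64 CPM. Ptch1, on chromosome 13 from 63508328 to 63573598, was at 63.9 CPM, with 117 CPM in the pharynx cluster. The scaled HH response metagene of the DE clusters lay between -1.91 and -1.27.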

Combining the data for all six signaling pathways onto the cell-state trees, we generated a comprehensive roadmap of the combinatorial signals predicted to coordinate the temporal and spatial development of each DE and SM lineage (Fig. 5h, i). This analysis predicts a number of previously unappreciated signaling interactions and represent a hypothesis generating resource for further experimental validation.

### Epithelial hedgehog signaling patterns foregut mesenchyme

To genetically test the predictive value of the signaling roadmap, we focused on HH activity, which is suggested by the scRNA-seq to be high in the gut tube SM (esophagus, respiratory, stomach, and duodenum) but low in the pharyngeal and liver SM (Fig. 6a–c). 

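The 6 gut tube clusters (2746 cells) had a mean HH response metagene of 0.137, the 5 pharyngeal clusters (1453 cells) 0.0622, the 5 liver clusters (1383 cells) 0.0345 and the outflow tract 0.0350. The log2 ratio of gut tube to pharynx was 1.14 and to liver 1.99. Median UMIs per cell were 8105.5, 6798 and 9591 in gut tube, pharynx and liver. Summing the CPM of Gli1, Ptch1 and Hhip alone moved the ratio to pharynx most, to 0.38, and that to liver was then 2.12. Gli1 was at 23.3 CPM (21.5 to 25.3) in the gut tube, 20.1 CPM (17.4 to 23.0) in the pharynx and 8.41 CPM (7.01 to 10.0) in the liver. Ptch1 was at 125, 108 and 28.5 CPM, Hhip at 27.7, 6.85 and 3.54 CPM, and Foxf1 at 463, 159 and 94.6 CPM. Among thinned cells of the anterior library, Gli1 was found in 5.60%, 4.70% and 1.63% of gut tube, pharynx and liver cells against 0.276% of blood cells, and Ptch1 in 20.1%, 17.5% and 4.58% against 4.76%. In the posterior library, which held 7 pharyngeal cells, Gli1 was found in 3.82% of gut tube and 1.21% of liver cells and in 0 of 139 blood cells (an upper bound of 2.62%), and Ptch1 in 20.2% and 5.29% against 5.04%. Ptch1 in the liver thus differed from blood by less than counting error, and Gli1 in the posterior liver was not detectable above blood at this depth. On the scale from -2 to 2, the response was 2 in the duodenum, 0.87 in stomach 1, 0.60 in the esophageal and 0.05 in the respiratory cluster, but -0.29 in the ventral stomach and -1.27 in stomach 3, whose nuclear RNA was low. In the pharynx it ranged from -1.92 in pharyngeal 3 to 0.27 in pharyngeal 2. From these levels, the paper proposes that HH activity is high in the gut tube mesenchyme and low in that of the pharynx and liver.

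**Figure D2:**
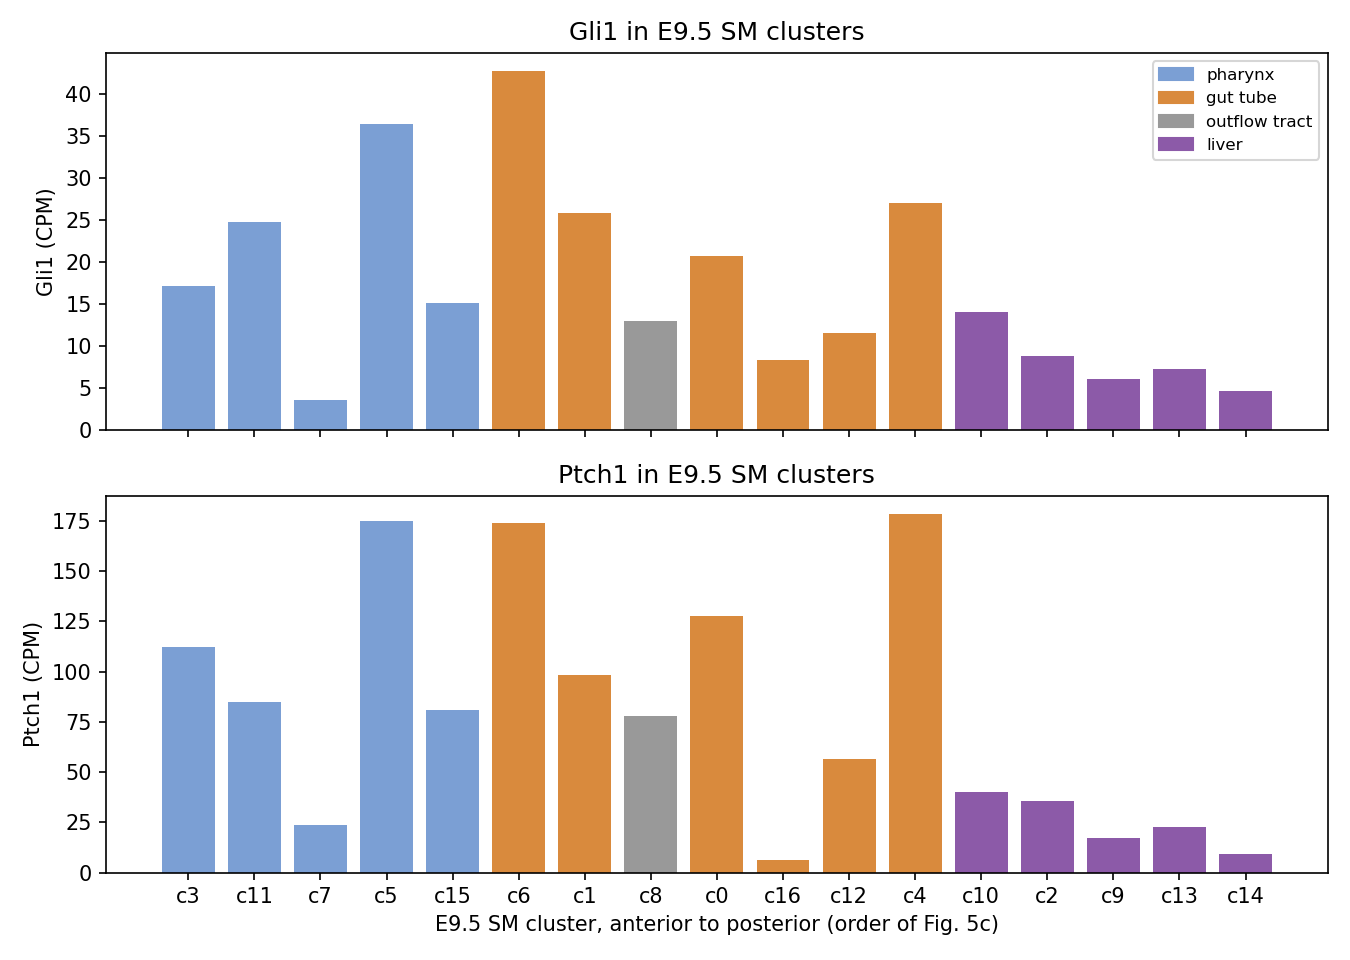
Gli1 (top) and Ptch1 (bottom) in CPM in each E9.5 SM cluster, with 1 bar per cluster in the A-P order of Fig. 5c, coloured by region. Each bar is a sum over all cells of its cluster with no error drawn; over the regions Gli1 was at 23.3 CPM in the gut tube, 20.1 CPM in the pharynx and 8.41 CPM in the liver.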

HH ligands stimulate the activation of Gli2 and Gli3 TFs, which in turn promote the transcription of HH-target genes (e.g. *Gli1)*^35^. As expected, mouse embryo sections confirmed that *Shh* ligand was expressed in the gut tube DE with high levels of *Gli1-LacZ* expression in the adjacent SM. By contrast, the hepatic endoderm did not express *Shh*^36^ and the hepatic SM had very few if any *Gli1-LacZ* positive cells (Fig. 6d). To define the function of HH in SM patterning, we performed bulk RNA-seq on foreguts from *Gli2−/−;Gli3−/*− double mutant embryos, which lack all HH activity and fail to specify respiratory fate^34^. Comparing homozygous mutants to heterozygous littermates, we identified 156 HH/Gli-regulated transcripts (Fig. 6e; Supplementary Data 3). Given the caveat that this bulk RNA sequencing is performed with both endoderm and mesoderm, we examined the enrichment of these HH-regulated transcripts in the transcriptome of DE and SM single-cell clusters. This revealed that most transcripts were expressed the SM compared to the DE. 

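The authors' table of Gli-regulated genes lists 95 down and 88 up in the double mutants at an FDR under 0.1, of which 79 and 75 had counts in E9.5 DE or SM cells. The paper counts 80 down and 76 up. Neither this limit nor an FDR under 0.05, with 70 down and 59 up, gives those numbers, so the lists used here are not the paper's. The paper also set a limit on the size of the fold, which was not applied here. Of the 79, 53 were higher in SM and 26 in DE, with a median log2 fold of SM over DE of 0.54. Of the 75, 50 were higher in SM and 25 in DE, with a median of 0.32. Each median was at percentile 100 among 10000 random lists of the same size matched on mean expression. The alternative that moved them most was a minimum of 5 CPM in any cluster, which gave 1.06 and 1.19. The bulk libraries of the mutants were not analysed here.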

Importantly, transcripts downregulated in Gli2/3-mutants (*n* = 80) were normally enriched in the gut tube SM, whereas upregulated transcripts (*n* = 76) were normally enriched in the liver or pharyngeal SM (Fig. 6e–g). 

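Genes down in the mutants had a median log2 fold of gut tube over other SM (pharynx and liver) of 0.45, with 57 higher and 21 lower, at percentile 100 of the random lists. The median was 0.48 against the pharynx alone and 0.47 against the liver alone. Genes up in the mutants had a median of -0.54, with 14 higher in the gut tube and 58 lower, at percentile 0. Against the pharynx alone it was -0.13 (percentile 0.08) and against the liver alone -0.18 (percentile 0). At an FDR under 0.05, with 70 genes down and 59 up, the medians were 0.51 and -0.41. Raising the pseudocount to 10 CPM brought both nearest to 0, at 0.13 and -0.11. Among the down genes, Osr1 was at 252 CPM in the gut tube, 103 CPM in the pharynx and 39.5 CPM in the liver, Foxf2 at 29.4, 37.1 and 1.94 CPM, and Tbx5 at 53.8, 14.0 and 64.9 CPM. Tbx4 was at 1.25 and 0.482 CPM, with no UMI in the liver (up to 0.246 CPM). Among the up genes, Tbx18 was at 14.5, 16.5 and 215 CPM, Lhx2 at 5.01, 1.83 and 43.9 CPM, and Wt1 at 27.8, 13.0 and 127 CPM. By size of fold, Cxcl13 led the genes higher in gut tube than liver, at 368 against 14.2 CPM, and Sfrp5 those lower, at 6.46 against 247 CPM. Hlx led those higher in gut tube than pharynx, at 122 against 2.80 CPM. The paper concludes from the mutants and these enrichments that differential HH activity promotes gut tube over liver and pharyngeal SM.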

Interestingly HH/Gli-regulated transcripts, including downregulated TFs (Osr1, Tbx4/5, and Foxf1/2) and upregulated TFs (Tbx18, Lhx2, and Wt1), have been implicated in respiratory and hepatic development, respectively (Fig. 6e; Supplementary Data 3)^37^. This genetic analysis confirmed the predictive value of the signaling roadmap where differential HH activity promotes gut tube versus liver and pharyngeal SM (Fig. 5i), in part by regulating other lineage specifying TFs and signaling proteins.

**Fig. 6:**
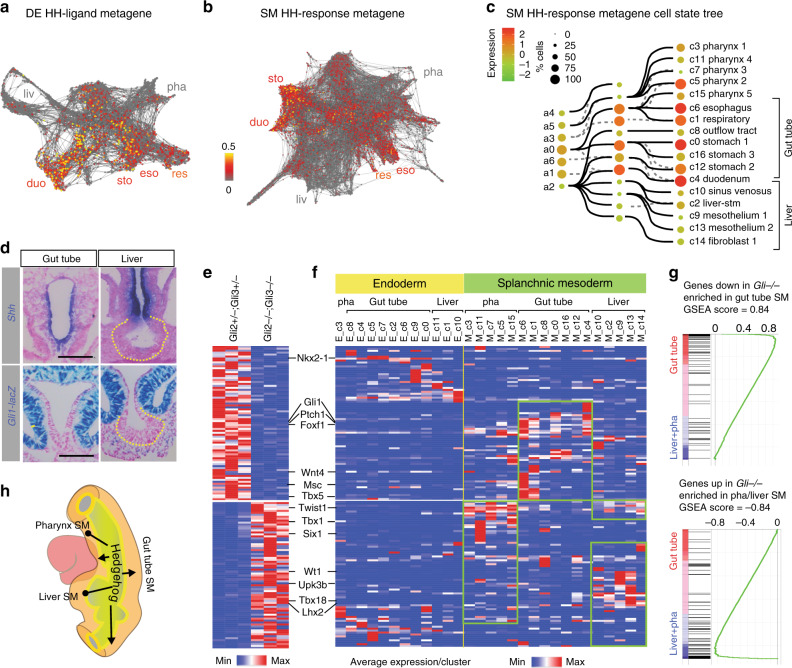
Genetic test of the signaling roadmap revealed that HH promotes gut tube versus liver mesenchyme. **a**, **b** SPRING visualization of **a** the HH ligand–metagene expression in DE cells and **b** HH-response–metagene expression in SM cells. The color scale shows the normalized expression in each cell. **c** The normalized HH response–metagene expression projected onto the SM cell-state tree, showing low HH activity in the liver and pharynx SM but high activity in the gut tube mesenchyme. **d** *Shh* is expressed in the gut tube epithelium but not in the hepatic epithelium (outlined). *n* = 5/5 embryos. *Gli1-lacZ*, a HH-response transgene, is active in the gut tube mesenchyme but not in the liver stm. *n* = 3/3 embryos. Scale bars: 100 μm. **e**. Differentially expressed genes between *Gli2−/−, Gli3−/−* and *Gli2*+*/−, Gi3*+*/−* mouse E9.5 foreguts through bulk RNA sequencing (log2 FC > 1, FDR < 5%). *n* = 3 embryos/genotype. **f** Heatmap showing the min–max row normalized average expression of HH/Gli-regulated genes (from **e**) in E9.5 DE and SM single-cell clusters. **g** Gene set enrichment analysis (GSEA) reveals specific cell-type enrichment of HH/Gli-regulated genes. **h** Schematic of HH activity in the foregut.

Our data, together with previous work, suggested a model where the reciprocal epithelial–mesenchymal signaling network coordinates DE and SM lineages during organogenesis. In this model, SM-derived RA induces a regionally restricted expression of Shh in the DE by E9.0^34^, which then signals back to the SM, establishing broad pharynx, gut tube and liver domains. Other SM ligands (BMP, FGF, Notch, RA, and Wnt), with distinct regional expression in these three broad domains, then progressively subdivide DE and SM progenitors in a coordinated manner. In the future it will be important to test this model by cell-specific genetic manipulations.

### Differentiation of splanchnic mesenchyme-like lineages from human PSCs

We next tested whether our SM markers and signaling roadmap could be used to direct the differentiation of distinct SM subtypes from human pluripotent stem cells (hPSC), which to date have been elusive. Previous studies have established protocols to differentiate hPSC into lateral plate mesoderm (lpm) and cardiac tissue^38^. 

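The E8.5 library held 1586 SM cells and 1101 cardiac cells by the annotation of all cells, with median UMIs of 12441.5 and 11388. The mean of the RA response metagene was 0.125 in SM and 0.0476 in cardiac cells, a log2 ratio of 1.39. Summed CPM of its 10 genes in the files was 239 against 84.1, a log2 ratio of 1.51, and thinning the cells to equal depth moved it most, to 1.76. Of the 10 genes, 9 were higher in SM. Hoxb1 was at 60.8 CPM against 8.63 CPM, Hoxb2 at 58.9 against 39.3 CPM, Rarb at 22.5 against 10.8 CPM, Cyp26a1 at 20.7 against 5.03 CPM, and Hoxa2 at 12.5 against 1.02 CPM. Aldh1a2, whose product makes RA, was at 78.7 CPM in SM against 7.27 CPM.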

Although both the SM and heart are derived from the lpm, the single-cell data suggested that in the mouse, the early SM experiences more RA signaling than the early cardiac mesoderm. This was confirmed by RA-responsive *RARE:lacZ* transgene expression in E8.5 embryos (Supplementary Fig. 11a, b). Accordingly, addition of RA to the lpm differentiation media on days (d) 2–4 downregulated the cardiac markers *NKX2-5, ISL1*, and *TBX20* and promoted expression of the SM markers *FOXF1, HOXA1, HOXA5,* and *WNT2* (Fig. 7b, Supplemental Fig. 11c, d). This is consistent with the mouse scRNA-seq data which shows that E8.5 SM expresses *Nkx2-5*, *Isl1*, and *Tbx20*, at lower levels than the cardiac mesoderm. 

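In the E8.5 library, Nkx2-5 was at 124 CPM (120 to 129) in SM and 448 CPM (437 to 459) in cardiac cells, a log2 fold of -1.84. Tbx20, on chromosome 9 from 24718138 to 24774303, was at 8.24 and 68.6 CPM, a log2 fold of -2.91. Isl1 was at 92.3 CPM (88.3 to 96.4) in SM and 50.4 CPM (46.9 to 54.2) in cardiac cells, a log2 fold of 0.86. With SM taken from the annotated E8.5 SM clusters and cardiac cells from outside them, a definition chosen after the data had been seen, Isl1 was at 96.6 and 49.3 CPM. Foxf1 was at 69.4 CPM in SM and 12.0 CPM in cardiac cells, and Hoxa5 at 1.15 and 0.204 CPM (25 and 3 UMIs), whereas Wnt2 was lower in SM, at 64.3 CPM (61.0 to 67.8) against 158 CPM (152 to 165), a log2 fold of -1.28. Over the SM clusters, Isl1 ranged from 55.1 CPM in m_a6 to 259 CPM in m_a4. Taken from the share of thinned cells with a UMI, the log2 fold of Nkx2-5 moved most, to -1.45. By size of fold, Arg1 led the genes higher in SM, at 134 against 9.45 CPM, and Ankrd1 those lower, at 2.39 against 575 CPM.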

Examination of *PAX3*, *PRRX1*, and *CD31* confirmed that the d4 SM cultures did not express significant levels of endothelial, somatic, or limb mesenchyme markers (Supplemental Fig. S11c).

**Fig. 7:**
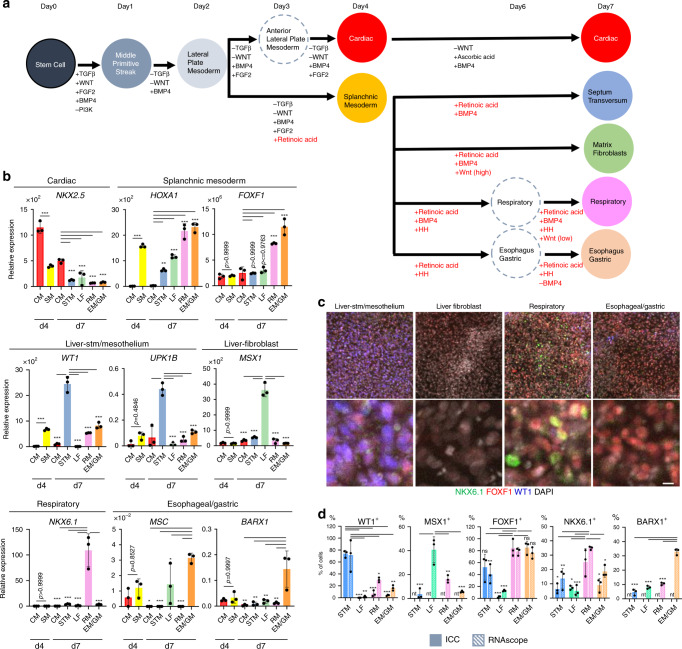
Generation of splanchnic mesoderm-like progenitors from human PSCs. **a** Schematic of the protocol to differentiate hPSCs into SM subtypes. Factors in red indicate signals predicted from the mouse single-cell signaling roadmap. **b** RT-PCR of markers with enriched expression in specific SM subtypes based on the mouse single-cell data: cardiac (*NKX2-5*), early SM (*FOXF1, HOXA1*); liver stm/mesothelium (*WT1, UKP1B*), liver-fibroblast (*MSX1*), respiratory SM (*NKX6-1*+*, MSC*−), esophageal/gastric (*MSC, BARX1*). The histogram shows the means ± S.D. Statistical significance was calculated using a two-sided Tukey’s multiple comparisons test. *p < 0.05, **p < 0.005, ***p < 0.0005. Exact *p*-values were provided in Source data file. *n* = 3 independent biological samples. Similar results were obtained from five independent experiments. **c** Representative images of Day 7 cell cultures immunostaining. Similar results were obtained from three independent experiments. Scale bar; 50 μm (upper panels), 10 μm (lower panels). **d** Quantification of % cells positive for the indicated immunostaining or RNA-scope in situ hybridization. Histograms show the means ± S.D. *n* = 3 independent fields. Immunostaining quantification results were similar for two separate experiments and RNA-scope validation was performed once. Statistical significance was calculated using two-sided Dunnett’s multiple comparisons test. *p < 0.05, **p < 0.005, ***p < 0.0005. Exact *p*-values were provided in Source data file. ns; not significant, nt; not tested. Source data are provided as a Source data file.

We next treated the primitive SM with different combinations of HH, RA, Wnt, and BMP agonists or antagonist from d4 to d7 (Fig. 7a), to drive organ-specific SM-like lineages based on the roadmap. As predicted, the HH agonist promoted gut tube identity and efficiently blocked the hepatic fate. In the HH treated cultures, addition of RA and BMP4 (RA/BMP4) followed by WNT on d6–7 promoted gene expression consistent with respiratory mesenchyme (*NKX6-1, TBX5*, and *WNT2*) with low levels of esophageal, gastric or hepatic markers. In contrast, addition of RA and BMP4-antagoist on d6–7 promoted an esophageal/gastric-like identity (*MSC, BARX1, WNT4*, and *NKX3-2*) (Fig. 7b, c and Supplementary Fig. 12d). In the absence of HH agonist, cells treated with RA/BMP had a gene expression profile similar to liver stm and mesothelium (*WT1, TBX18, LHX2*, and *UPK1B*), whereas RA/BMP4/WNT treated cells expressed liver-fibroblast markers (*MSX1/2* and *HAND1*). Immunostaining and RNA-scope confirmed the RT-PCR analysis (Fig. 7c, d and Supplementary Fig. 12a-c) showing that ~70–80% cells in the liver stm/mesothelium-like cultures were WT1+, MSX1−, NKX6-1−, whereas the other populations appear to be around 30–40%. The remainder of cells appeared to be undifferentiated rather than an alternative lineage. While future work is needed to optimize the culture conditions for each lineage, these data provided a proof of principle that the signaling roadmap inferred from the mouse scRNA-seq data can be used to direct the differentiation of different organ-specific SM subtypes from hPSC.

## Discussion

We have used single-cell transcriptomics to define the complexity of DE and SM cell types in the embryonic mouse foregut over the first 24 h of organogenesis as the primitive gut tube is subdivided into distinct organ domains. Our analysis identifies a diversity of distinct cell types in the early foregut mesenchyme, defined by marker genes and a combinatorial code of transcription factors. Cell trajectories indicate that the development of organ-specific DE and SM is closely coordinated, suggesting a tightly regulated signaling network. We computationally predicted a putative ligand-receptor signaling network of the reciprocal epithelial–mesenchymal interactions that are likely to coordinate lineage specification of the two tissue compartments. This study represents a valuable resource for further experimental examination of foregut organogenesis and the data can be explored via the interactive website https://research.cchmc.org/ZornLab-singlecell.

Prior studies of SM regional identity in the early embryo have been limited. Besides well-known regionalization of *Hox* gene expression, most studies have largely focused on individual organs such as the gastric or pulmonary mesenchyme^9,39,40^. By comparing single-cell transcriptomes across the entire foregut, we show an extensive regionalization of the early SM into distinct organ-specific mesenchyme subtypes. It is possible that the divergent transcription signatures of early SM cell types are only transiently utilized to define position and molecular programs during fetal organogenesis and that after organ fate is determined, different SM cell types may converge on similar differentiation programs such as smooth muscle or fibroblasts, which are common in all visceral organs. However, our results of fetal SM diversification are interesting in light of the emerging idea of organ-specific stromal cells in adults, such as hepatic versus pancreatic stellate cells and pulmonary specific fibroblasts^41,42^. For example, *Tbx4* is expressed in embryonic respiratory SM and later is specifically maintained in adult pulmonary fibroblasts but not in fibroblast of other organs^42^. Future integrated analyses of our data with other scRNA-seq dataset from later fetal and adult organs^43,44^ should resolve how transcriptional programs evolve during cellular differentiation, homeostasis, and pathogenesis.

Interestingly, the liver bud contained more distinct SM cell states than any other organ primordia with the septum transversum mesenchyme (stm), sinus venosus, two mesothelium, and a fibroblast population. This may be due to the fact that unlike other GI organs that form by epithelium evagination, the hepatic endoderm delaminates and invades the adjacent stm, a process that may require more complex epithelial–mesenchymal interactions with the extracellular matrix. Our transcriptome analysis is consistent with lineage tracing experiment showing that the early stm gives rise to the mesothelium, hepatic stellate cells, stromal fibroblasts, and perivascular smooth muscle^45^. It will be important to determine if other organ buds have a similar elaboration of cell types as they differentiate. Alternatively, mesothelium and fibroblast that originate in the liver may migrate to other organ buds. Indeed, mesenchymal cell movement is one confounding limitation of our study and there is good evidence that mesothelium of the liver bud, also known as the proepicardium migrates to surround the heart and lungs^46,47^. Going forward, it will be important to use technologies that couple lineage tracing with single-cell transcriptomics and live imaging^48^ to resolve these important questions.

The foregut SM and the cardiac mesoderm are closely related, both arising from the anterior lateral plate mesoderm^10,11^. A preliminary cross-comparison of our data with recent single-cell RNA-seq studies of the early heart suggests that this common origin is reflected in the transcriptomes^12^. The developing heart tube is contiguous with the ventral foregut SM (also known as the second heart field), with the arterial pole attached to the pharyngeal SM and the venous pole attached to the lung/liver SM. Fate mapping studies indicate that the second heart field gives rise to heart tissue as well as pharyngeal SM, respiratory SM, and pulmonary vasculature^10,49^. Indeed, our single-cell transcriptomics and genetic analysis of Gli mutants are consistent with studies indicating that the epithelium-derived HH signals are critical for the development of these cardio-pulmonary progenitors^49,50^. How the SHF is subsequently segregated into different cardiac and SM lineages is unclear but could be addressed by an integration of our data with other cardiac centric studies.

One important outcome of our study was to use the signaling roadmap inferred from the single-cell transcriptomics to direct the development of hPSCs into different SM-like cell types, which to date have been elusive. While more work is needed to optimize the purity of the cell populations and to determine the differentiation potential of each of these cell populations, this system provides a unique opportunity to model human fetal mesenchyme development and to interrogate how combinatorial signaling pathways direct parallel mesenchymal fate choices. These hPSC-derived SM-like tissue may also have important applications for tissue engineering. To date, most hPSC-derived foregut organoids (gastric, esophageal, and pulmonary) tend to lack mesenchyme, unlike hindgut-derived intestinal organoids. This is because the differentiation protocol needed to make foregut epithelium is not compatible with mesenchymal development. The protocols we have defined here should enable the recombination of DE and SM organoids, an important step toward engineering complex foregut tissue for regenerative medicine. Looking forward, our approach of computational inferring signal interactions coupled with manual curation and a deep understanding of tissue anatomy could be used to predict cell–cell interactions in other organ systems or those that drive pathological states such as the cancer niche.

## Methods

### Mouse embryo collection and single-cell dissociation

All mouse experiments were performed in accordance with protocols approved by the Cincinnati Children’s Hospital Medical Center Institutional Animal Care and Use Committee (IACUC). Mice were housed at 72°F, 30–70% humidity and a 14/10 h light/dark cycle. No statistical sample size estimates were performed prior to the experiment, sufficient embryos to generate the material need for the experiments were used. No randomization was utilized as no particular treatment was performed in different groups. Gli2^+/−^;Gli3^+/−^ mice^34^ were maintained on a mixed genetic background and embryos were harvested at embryonic day 9.5. Embryo sex was not determined. For the single-cell analysis timed matings were set up between C57BL/6J mice and the day when a plug was detected was considered embryonic day 0.5. Staging was validated by counting somite (s) numbers E8.5 (5–10 s), E9.0 (12–15 s), and E9.5 (25–30 s) (Fig. 1a, b). Embryo images were collected on Nikon confocal microscope (https://www.microscope.healthcare.nikon.com/products/confocal-microscopes) or a Leica MZ10F with software Leica Application Suite version 4.9. We microdissected the foregut between the posterior pharynx and the midgut, removing most of the heart and paraxial tissue and excluded the thyroid. At E9.5, we isolated anterior and posterior regions separately, containing lung/esophagus and liver/pancreas primordia, respectively. We pooled dissected foregut tissue from 16, 20, 18, and 15 embryos for E8.5, E9.0, and E9.5 anterior and E9.5 posterior, respectively, isolated from 2 to 3 litters.

Single-cell dissociation by cold active protease protocol was performed as described previously^51^. Rapidly dissected C57BL/6J mouse embryo tissues were transferred to ice-cold PBS with 5 mM CaCl_2_, 10 mg/ml of *Bacillus Licheniformis* protease (Sigma), and 125 U/ml DNAse (Qiagen), and incubated on ice with mixing by pipet. After 7 min, single-cell dissociation was confirmed with microscope. Cells were then transferred to a 15 ml conical tube, and 3 ml ice-cold PBS with 10% FBS (FBS/PBS) was added. Cells were pelleted (1200G for 5 min) and resuspended in 2 ml PBS/FBS. Cells were washed three times in 5 ml PBS/0.01%BSA (PBS/BSA) and resuspended in a final cell concentration of 100,000 cells/ml for scRNA-seq. Single-cell suspensions of each stage were loaded onto the Chromium Single Cell Controller instrument (10x Genomics) to generate single-cell gel beads in emulsion. Single-cell RNA-Seq libraries for high-throughput sequencing were prepared using the Chromium Single Cell 5′ Library and Gel Bead Kit (10x Genomics). All samples were multiplexed together and sequenced in an Illumina HiSeq 2500. The technician was blinded during the RNA extraction, library preparation, and sequencing.

### Immunofluorescence staining and in situ hybridization

Mouse embryos were harvested at indicated stages and fixed in 4% paraformaldehyde (PFA) at 4 °C for overnight. The fixed samples were washed with PBS for 10 min three times. Either whole-mount tissues or sectioned tissues were used for subsequent procedures. To obtain tissue sections, fixed embryos were immersed in 30% sucrose/PBS overnight, embedded in OCT, cryosectioned (12 μm) onto Superfrost^TM^ Plus slides. For hPSC culture, cells were differentiated on Geltrex-coated u-Slide 8 well (80826, ibid) and fixed in 4% PFA at room temperature for 30 min. Cells were dehydrated with ethanol gradient and stored in 100% ethanol at −20 ˚C.

For immunofluorescence staining, samples were perforated with 0.5% Triton X-100/PBS, and then incubated with 5% normal donkey serum. Tissues were incubated with primary antibodies include Cdh1 (1:1000), Foxa2 (1:500), Foxf1 (1:500), Nkx2-1 (1:200), Nkx6-1 (1:100), Wt1 (1:300), Nkx2-5 (1:200), Sox2 (1:200), Nkx2-5 (1:200), pSmad1/5/8 (500), or B-gal (1:1000) (details in Supplementary Table 1). Next day, cells were washed with PBS, and then incubated with fluorescently conjugated secondary antibodies for visualization using Nikon Confocal Fluorescent Microscopes.

For standard in situ hybridization, tissues were treated with Proteinase K, and incubated with various Digoxigenin (DIG)-tagged probes complementary to different mRNAs. Samples were then incubated with an anti-DIG antibody conjugated with alkaline phosphatase. BM Purple was used for the chromogenic reaction. RNA-scope fluorescent in situ hybridization was conducted with RNA-scope Multiplex Fluorescent Detection Reagents V2 (323110, Advanced Cell Diagnostics, Inc.) and Opal fluorophore (Akoya Biosciences) according to manufacturer’s instructions. Detail procedures were listed in Supplementary Table 2.

### Pre-processing 10x Genomics raw scRNA-seq data

Raw scRNA-Seq data was processed using CellRanger (v2.0.0 10x Genomics) (https://github.com/10XGenomics/cellranger). Reads were aligned to mouse genome [mm10] to produce counts of genes across barcodes. Barcodes with less than ~5k UMI counts were not included in downstream analysis. Percentage of reads mapped to transcriptome was ~70% each sample. The resulting data comprised 9748 cells in E8.5, 9265 cells in E9.0, 7208 cells in E9.5 anterior samples, and 5085 cells in E9.5 posterior samples.

### Quality control and cell clustering

Quality control (QC), and clustering was performed using Seurat [v2.3.4] package in R^52,53^. Basic filtering was carried out where all genes expressed ≥3 cells and all cells with at least 100 detected genes were included. QC was based on nGene and percent.mito parameters to remove the multiplets and cells with high mitochondrial gene expression. After filtering 9748, 9265, and 12,255 cells were retained in E8.5, E9.0, and E9.5 samples, respectively. Global scaling was used to normalize counts across all cells in each sample [scale factor: 10,000] and cell cycle effect was removed by regressing out difference between S phase and G2M phase from normalized data using default parameters. We first clustered each developmental stage separately to identify major cell lineages. Approximately 1500 highly variable genes (HVG) across each population were selected by marking outliers from dispersion vs. avgExp plot. PCA was performed using HVG, and the first 20 principal components were used for cells clustering, which then was visualized using t-distributed stochastic neighbor embedding (tSNE). Marker genes defining each cluster were identified using ‘FindAllMarkers’ function (Wilcoxon rank-sum test) in Seurat and these were used to annotate clusters based on well-known cell-type specific genes. Data wrangling was performed using perl [v5.18], R [v3.4.4], and python [v2.7].

Cells from all three time points were integrated with Seurat (v3.0) using a diagonalized canonical correlation analysis (CCA) to reduce the dimensionality of the datasets followed by L2-normalization of canonical correlation vectors (CCV). Finally, mutual nearest neighbors (MNN) were obtained which also are referred as integration anchors (cell pairs) to integrate the cells. First 30 CCs (canonical correlation components) were used for clustering and non-linear dimension reduction approaches (UMAP and tSNE) were used to reduce the dimensions and visualize cells in two dimensions.

### In silico selection and clustering of DE and SM lineages

Definitive endoderm (DE) clusters (4448 cells) were defined by the co-expression of *Foxa1/2*, *Cdh1*, and/or *Epcam*, whereas the splanchnic SM (10,097 cells) were defined by co-expression of *Foxf1*, *Vim*, and/or *Pdgfra* as well as being negative for cardiac, somatic, and paraxial mesoderm specific transcripts. Cells from DE and SM clusters were extracted from each time point and re-clustered using Seurat [v2.3.4] to define lineage subtypes. Prior to re-clustering blood, mitochondrial, ribosomal, and strain-dependent noncoding RNA genes were regressed from the data. Dimensionality reduction, clustering, and marker prediction steps were performed as described above for each stage. DE and SM cell subtypes were annotated by manual curation comparing the cluster marker genes with over 300 published expression profiles in the MGI database^20^ and our own gene expression validations. DE and SM clusters from all three time points analyzed together using Seurat (v3.0) integration approach explained above, respectively.

### Transcription factor code for DE and SM lineages

To identify TFs with enriched expression specific to different DE and SM cell types ‘FindAllMarkers’ function in Seurat [v3.0] was utilized on set of 1623 TFs expressed in the mouse genome [AnimalTFDB]^54^. Raw counts of TFs were normalized and scaled in Seurat [v3.0]. Cells in clusters served as replicates in finding marker TFs for each lineage. Wilcoxon rank-sum test was used in identifying marker TFs. Top 5 marker TFs were then visualized using DimHeatmap function in Seurat (v3.0)

### Pseudotime analysis of cell population spatial organization

To examine whether pseudotime analysis could inform the spatial organization of cells in the continuous sheet of tissue DE or SM tissue a pseudotime analysis was performed using URD [v1.0]^22^. First, in order to calculate pseudotime, transition probabilities were calculated for DE and SM cells at each stage using diffusion maps. Then the calcDM function was used to generate diffusion map components and the first eight components were used to calculate transition probabilities among cells. To calculate pseudotime root cells were fixed to the most anterior clusters based on manual annotation. Starting from root cells a probabilistic breadth-first graph search using transition probabilities was performed until all the cells in the graph have been visited. Multiple simulations were run and pseudotime equaled average iteration that visited each cell in the graph from the root cells. The *floodPseudotime* and *floodPseudotimeProcess* functions in URD were used to calculate the pseudotime density distribution which was plotted for each cluster/cell type using plotDists function. Density distribution of pseudotime, ordered clusters similarly to the manually curated order of cell types along the A-P axis.

### SPRING analysis of cell trajectories

To examine cell trajectories across the three time points, we implemented SPRING [v1.0]^27^, which uses a k-nearest neighbors (KNN) graph (five nearest neighbors) to obtain force-directed layout of cells and their neighbors. To understand transcriptional change across cell states (lineages), the first 40 principle components (PC) were learnt from the latest time point E9.5, and this PC space was used to transform the entire dataset (E8.5, E9.0, and E9.5). This transformed data was used to generate a distance matrix which then was used to obtain the KNN graph using the default parameters.

### Inferring cell-state trees by parent-child single-cell voting

To visualize the trajectories in a simple transcriptional cell-state tree, we used a parent-child single-cell voting approach based on the KNN classification algorithm. First, a normalized counts matrix was generated using the distinguishing marker genes from all DE or SM clusters as features at each stage. Marker genes were used as features to train KNN, during which the KNN learns the distance among cells in the training set based on the feature expression. Each cell was classified based on the Seurat cluster assignment. Cells of a later time point vote for their most likely parent cells in the earlier time point as follows: train KNN using E8.5 cells and test by E9.0 cells voting for E8.5 cells. KNN resulted in vote probability for each cell in E9.0 against each cluster in E8.5, which was subsequently averaged for each cluster in E9.0 against each cluster in E8.5. This approach was repeated with E9.5 cells voting for E9.0 parents. The average vote probability for a given cluster was tabulated, normalized for cluster size and represented as a % of total votes in a confusion matrices. The top winning votes linking later time points back to the preceding time point were displayed as a solid line on the tree. Prominent second choices with >60% of winning votes were reported on the tree as dashed lines. We also compared this vote probability with the confusion matrix resulting from the KNN to assess our transcriptional cell-state tree. In more than 99% cases, these two methods resulted in the same first and second choices, thereby validating deduced parent-child relationships.

We validate the cell-state tree assertions using pseudotime analysis, Monocle [v3.0.0]^14^ was deployed on individual lineages/cell states. tSNE was used for dimensionality reduction and principle graph was learnt using SimplePPT. All the other parameters were set to default.

### Calculation of metagene profiles

For six of the major paracrine signaling pathways implicated in foregut organogenesis (BMP, FGF, HH, Notch RA, and canonical Wnt), we curated a list of all the well-established ligands, receptors and context-independent pathway response genes that were encoded in the mouse genome (Supplementary Data 2a —excel tab1). We then calculated a ligand–metagene, receptor–metagene, and response–metagene profiles by summing the normalized expression of each individual gene for each pathway (e.g., Wnt-ligand metagene = *ΣWnt1* + *Wnt2* + *Wnt2b* + *Wnt3…Wnt10b* expression) in each cell and cluster as follows:

Assuming that there are *x* genes in the gene set and *n* cells. Gene1 has (*a1, a2,…an*) counts, Gene2 has (*b1, b2,…bn*) counts and so on.

Step 1: Each gene’s counts were normalized using the gene’s max count across all DE and SM cells (*n* = 14,545 cells): Gene1_norm = (*a1, a2,…an*)/max(*a1, a2,…an*).

Step 2: Normalized counts of genes were summed up, for each cell, to generate a metagene_v1 with counts across cells: metagene_v1 = *Gene1_norm* + *Gene2_norm* + *…+Genex_norm*.

Presuming summed up counts are *m1, m2,…mn*.

Step 3: Summed counts of metagene_v1 were normalized by max counts of the metagene_v1, to create a metagene profile for each cell: MetaGene = (*m1, m2,…mn*)/max(*m1, m2…mn*).

The average Metagene expression profiles for ligands, receptors and response genes in each DE and SM cluster were then calculated in Seurat [v3.0] using ‘AverageExpression’ function. The average-expression profile of metagene across all DE and SM clusters were visualized as a Dotplot using Seurat (v3.0). Average expression of metagene expression profiles was scaled from −2 to 2 for Dotplot visualization (Supplementary Data 2).

### Prediction of receptor–ligand interactions

A given cell type was scored to be expressing enough ligand to send a signal or enough receptor to respond to ligand if the average ligand–metagene or receptor–metagene expression level was ≥−1 and expressed in ≥25% of cells. (Except for the Notch ligand–metagene where expression threshold of ≥−1.5 was used due to low overall expression in all cells.) These thresholds empirically set to be conservative and benchmarked against experimentally validate signaling interactions in DE liver, lung and pancreas from the literature. Furthermore, we determined the likely hood that a given cell population was responding based on the context-independent pathway response–metagene expression level being ≥−1 and expressed in ≥25% of cells. Context-independent response genes are those genes that are known from the literature to be directly transcribed in most cell types that are responding to a ligand-receptor activation.

DE and SM cell clusters of each stage are ordered along the A-P axis consistent with the location of organ primordia in vivo with spatially adjacent DE and SM cell types across from one another in the diagram. To assign receptor–ligand interactions for each cell cluster we first determined if a given cluster was responding based on having response–metagene and receptor–metagene levels ≥−1 threshold. If the responding cluster also expressed the ligand–metagene level ≥−1, an autocrine signaling was established. For paracrine signaling, we then identified adjacent cell populations, within the same tissue layer and from the adjacent layer that expressed the ligand–metagene above the threshold and then established a receptor–ligand interaction (arrow). The signal strength was calculated as the sum of the ligand–metagene and the response–metagene values. If this value was ≥1, the signal was considered strong.

### Comparison of bulk RNA-Seq vs scRNA-Seq

Foregut tissue was dissected from E9.5 double mutant *Gli2−/−;Gli3−/−* (*n* = 3) and *Gli2*+*/−;Gli3*+*/−* heterozygous litter mate controls (*n* = 3). Each dissected foregut was separately used for RNA extraction, library preparation and bulk RNA-Seq. These mice were of mixed strains, and the sex of the embryos were unknown. The CSBB [v3.0] (https://github.com/csbbcompbio/CSBB-v3.0) pipeline was used to aligned to mouse genome [mm10] and determine differentially expressed transcripts between the two gene types were obtained using RUVSeq (LogFC ≥ |1| and FDR ≤ 0.1). Differentially expressed (DE) genes were clustered using hierarchical clustering and visualized in Morpheus (https://software.broadinstitute.org/morpheus/) across samples. To compare our bulk analysis to scRNA-Seq, we visualized the expression of DE genes across cells in scClusters. We utilized the ‘DoHeatmap’ function in Seurat [v3.0.0]. Cells were arranged according to Anterior/Posterior axis position of their respective clusters and genes were ordered as returned from the clustering order obtained above. We also performed Gene Set Enrichment Analysis (GSEA) [v3.0]^55^ to examine statistical enrichment of the DE genes in the gut tube SM (respiratory, esophagus, gastric, duodenum), pharynx and liver SM clusters. Normalized counts of genes across cells and up/downregulated genes from bulk RNA sequencing were used as custom gene sets to perform the GSEA analysis.

### Maintenance of PSCs

Two hPSC lines were used in this study: (1) WA01-H1 human embryonic stem cells purchased from WiCell (NIH approval number NIHhESC-10-0043 and NIHhESC-10-0062) and (2) human iPSC72_3 generated by the CCHMC Pluripotent Stem Cell Facility. Both cell lines have been authenticated as follows: (i) cell identity: via STR profiling by Genetica DNA Laboratory (a LabCorp brand; Burlington, NC), (ii) genetic stability: by standard metaphase spread and G-banded karyotype analysis in CCHMC Cytogenetics Laboratory, and (iii) functional pluripotency: cells were subjected to analysis of functional pluripotency by teratoma assay demonstrating ability to differentiate into each of the three germ layer. Both cell lines routinely tested negative for mycoplasma contamination. hPSC lines were maintained on feeder-free conditions in mTeSR1 medium (Stem Cell technologies, Vancouver, Canada) on six-well Nunclon surface plates (Nunc) coated with Geltrex (ThermoFisher Scientific) and maintained in mTESR1 media (Stem Cell Technologies) at 37 °C with 5% CO_2_. Cells were checked daily and differentiated cells were manually removed. Cells were passaged every 4 days using Dispase solution (ThermoFisher Scientific).

### Differentiation of PSCs into mesenchyme

Partially confluent hPSCs were dissociated into very fine clumps in Accutase (Invitrogen) and passaged 1:18 onto new Geltrex-coated 24-well plates for immunocytochemistry and 12-well plates for RNA preparation in mTeSR1 with 1 μM thiazovivin (Tocris) (Day −1). Differentiation of hPSCs into lateral plate mesoderm was based on previously described methods^38^ as follows. A brief wash with DMEM/F12 was followed with Day 0 medium 30 ng/ml Activin A (Cell Guidance Systems) + 40 ng/ml BMP4 (R&D Systems) + 6 μM CHIR99021 (Tocris) + 20 ng/ml FGF2 (ThermoFisher Scientific) + 100 nM PIK90 (EMD Millipore) for 24 h. A basal media composed of Advanced DMEM/F12, N2, B27, 15 mM HEPES, 2 mM L-glutamine, penicillin-streptomycin is used for this and all subsequent differentiation. On Day 1, a brief wash with with DMEM/F12 is followed with Day 1 medium 1 μM A8301 (Tocris) + 30 ng/ml BMP4 + 1 μM C59 (Cellagen Technology) for 24 h. For cardiac mesoderm generation, cells are cultured in 1 μM A8301 + 30 ng/ml BMP4 + 1 μM C59 + 20 ng/ml FGF2 from Day 2 to Day 4 (medium changed every day). From Day 4, cells are cultured in 200 μg/ml 2-phospho-Ascorbic acid (Sigma) + 1 μM XAV939 (Sigma) + 30 ng/ml Bmp4 for 3 days. For splanchnic mesoderm generation, cells are cultured in 1 μM A8301 + 30 ng/ml BMP4 + 1 μM C59 + 20 ng/ml FGF2 + 2 μM RA (Sigma) from Day 2 to Day 4 (medium changed every day). To further direct regional splanchnic mesoderm, either 2 μM RA + 40 ng/ml BMP4 is used to promote STM fate for 3 days; 2 μM RA + 2 μM PMA (Tocris) is used for 2 days, and then 2 μM RA + 2 μM PMA + 100 ng/ml Noggin (R&D Systems) is used at the last 1 day to promote esophageal/gastric mesenchyme fate; 2 μM RA + 40 ng/ml BMP4 + 2 μM PMA is used for 2 days, and then 2 μM RA + 40 ng/ml BMP4 + 2 μM PMA + 1 μM CHIR99021 is used at the last 1 day to promote respiratory mesenchyme fate. Medium was changed every day. Similar results were obtained with WA01 hES cells and human iPSC 72_3.

### Quantitative RT-PCR

Total RNA was prepared from differentiating human ES cells by using Nucleospin kit according to manufacturer’s protocol. Reverse transcription PCR was performed by Superscript VILO cDNA synthesis kit. QuantStudio 5 and 6 were used for qPCR analyses. Primers for qPCR were listed in Supplementary Table 1. Statistics were performed with PRISM8 (GraphPad Software). Significance was determined by one-way ANOVA, followed by Tukey’s test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

The Source data are provided with this paper. The scRNA-seq and bulk RNA-seq data (including bam, raw counts and cell annotations) have been deposited in the Gene Expression Omnibus (GEO) database under accession codes: GSE136689 and GSE136687. The scRNA-seq data can also be explored at https://research.cchmc.org/ZornLab-singlecell. All data are also available from the authors upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Single cell transcriptomics identifies a signaling network coordinating endoderm and mesoderm diversification during foregut organogenesis
**Source:** Nat Commun. 2020 Aug 27;11:4158. doi: 10.1038/s41467-020-17968-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information: Nature Communications**

### **Single cell transcriptomics identifies a signaling network coordinating endoderm and mesoderm diversification during foregut organogenesis**

Lu Han<sup>#1</sup>, Praneet Chaturvedi<sup>#1</sup>, Keishi Kishimoto<sup>#1,2,3</sup>, Hiroyuki Koike<sup>#4</sup>, Talia Nasr<sup>1</sup>, Kentaro Iwasawa<sup>4</sup>, Kirsten Giesbrecht<sup>4</sup>, Phillip C Witcher<sup>1</sup>, Alexandra Eicher<sup>1</sup>, Lauren Haines<sup>1</sup>, Yarim Lee<sup>1</sup>, John M Shannon<sup>5</sup>, Mitsuru Morimoto<sup>2, 3</sup>, James M Wells<sup>1</sup>, Takanori Takebe<sup>4</sup>, Aaron M Zorn<sup>\*1,3</sup>

<sup>1</sup>Center for Stem Cell & Organoid Medicine (CuSTOM), Perinatal Institute, Division of Developmental Biology, Cincinnati Children's Hospital. Department of Pediatrics, University of Cincinnati, College of Medicine. Cincinnati, OH, 45229, USA. <sup>2</sup>Laboratory for Lung Development, RIKEN Center for Biosystems Dynamics Research (BDR), Kobe, 650-0047, Japan, <sup>3</sup>CuSTOM-RIKEN BDR collaborative laboratory, Cincinnati Children's Hospital, Cincinnati, OH, USA. Divisions of <sup>4</sup>Gastroenterology and <sup>5</sup>Pulmonary Biology, Cincinnati Children's Hospital. Department of Pediatrics, University of Cincinnati, College of Medicine. Cincinnati, OH, 45229, USA.

# These authors contributed equally.

#### **Contents:**

Supplementary Figures 1-12

Supplementary Tables 1-2

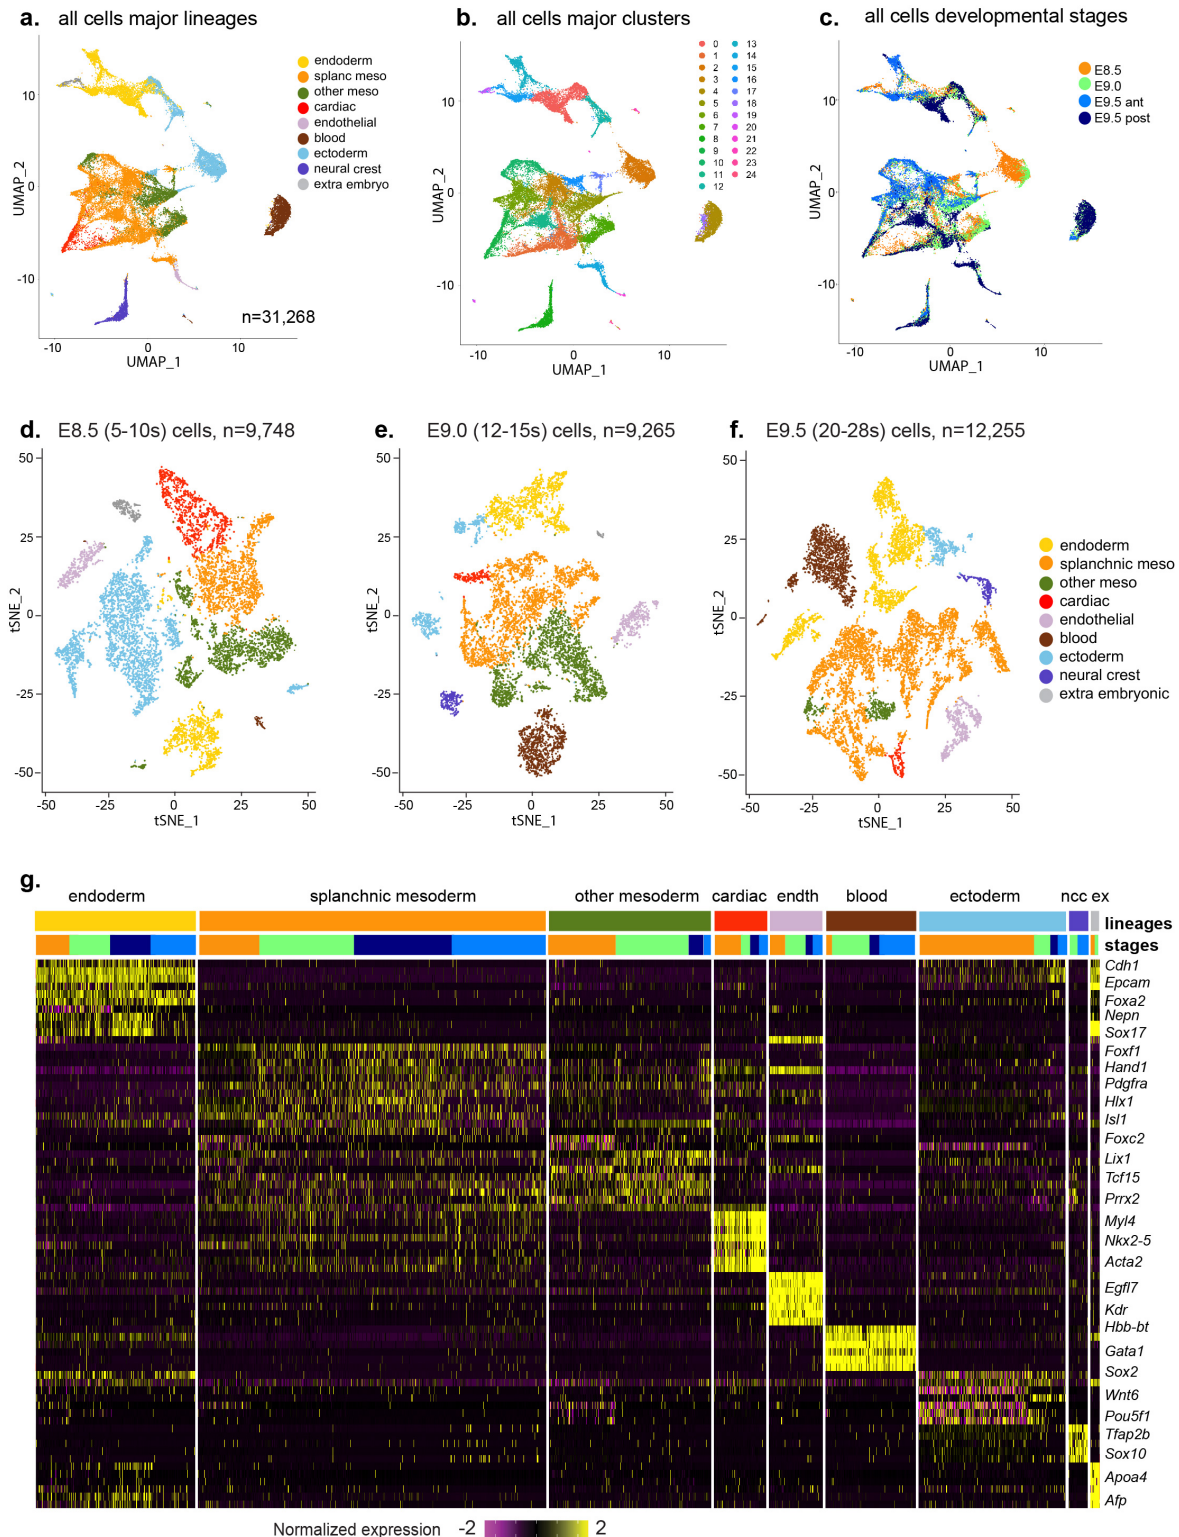

**Supplementary Figure 1. Defining major cell lineages.** **a**, UMAP of single cells from all stages with major lineage annotated by known marker genes. **b**, UMAP of all cells from all stages with computationally assigned cell clusters based on transcriptome similarity. **c**, UMAP of all cells from all stages color by stages and regions. **d-f**, tSNE map of single cells from each stage annotated by major lineages at E8.5 in **d**), E9.0 in **e**) and E9.5 in **f**). **g**, Gene expression heatmap of selected markers in individual cells across different lineages and stages. Min-Max row normalized. Relevant to Fig. 1.

## E8.5 endoderm and splanchnic mesoderm cell cluster annotation

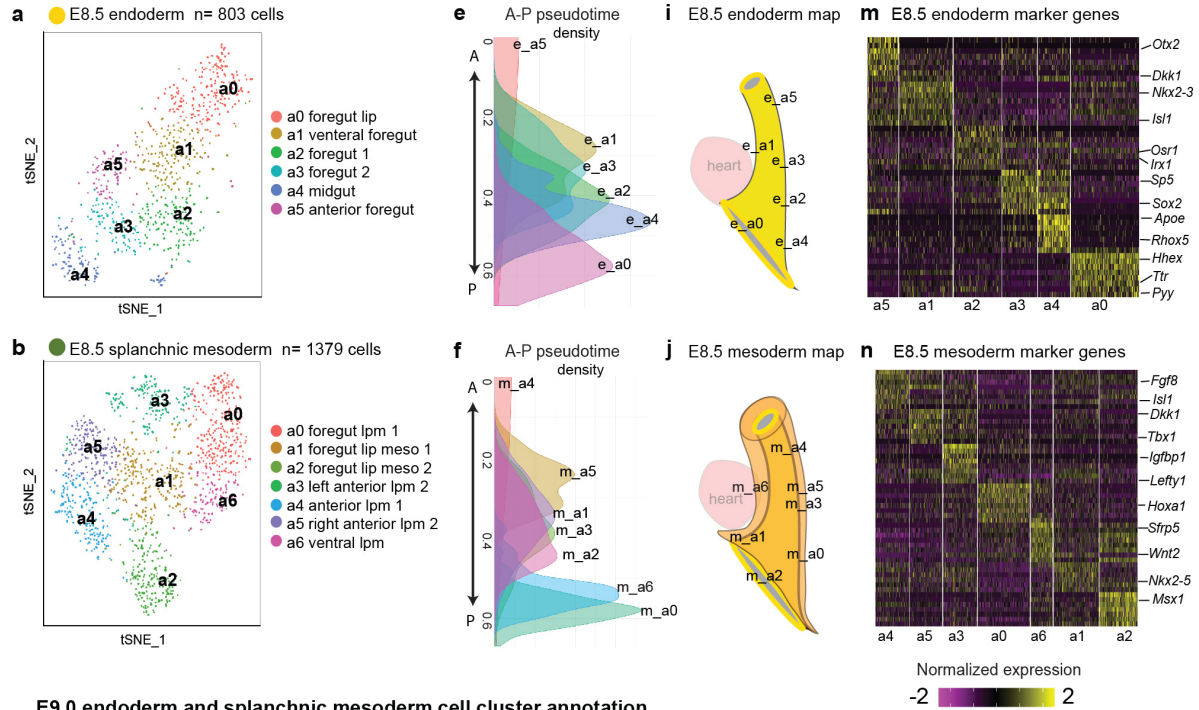

## E9.0 endoderm and splanchnic mesoderm cell cluster annotation

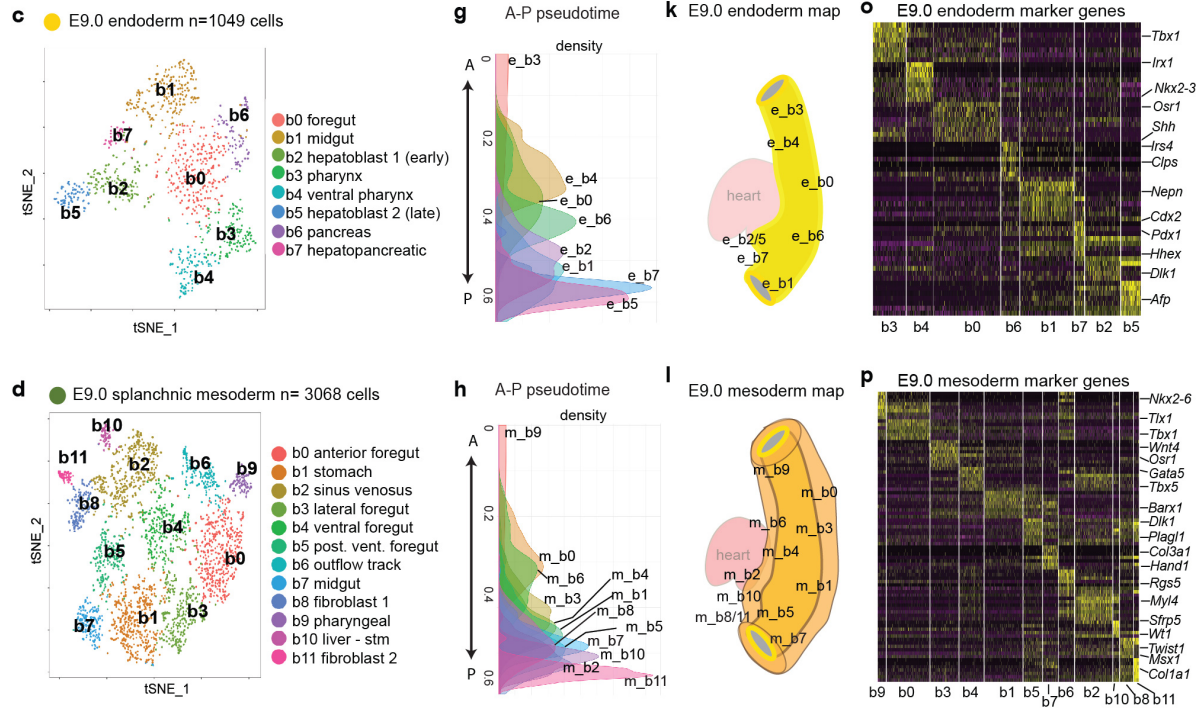

**Supplementary Figure 2. Annotation of E8.5 and E9.0 DE and SM lineages.** a-d, t-SNE plot of E8.5 DE (a), E8.5 SM (b), E9.0 DE (c) and E9.0 SM cells (d) annotations. E8.5 clusters are designated as a, E9.0 as b, and E9.5 as c. e-h, Pseudo-spatial ordering of E8.5 DE (e), E8.5 SM (f), E9.0 DE (g) and E9.0 SM cells (h) along the anterior-posterior (A-P) axis of the gut tube. i-l, Schematics of the mouse embryonic foregut showing the predicted location of E8.5 DE (i), E8.5 SM (j), E9.0 DE (k) and E9.0 SM (l) cell types mapped onto the endoderm (yellow) and mesoderm (orange). m-p, Heatmap of selected marker gene expression (min-max row normalized) in individual cells across different clusters at E8.5 DE (m), E8.5 SM (n), E9.0 DE (o) and E9.0 SM (p). Relevant to Fig. 1.

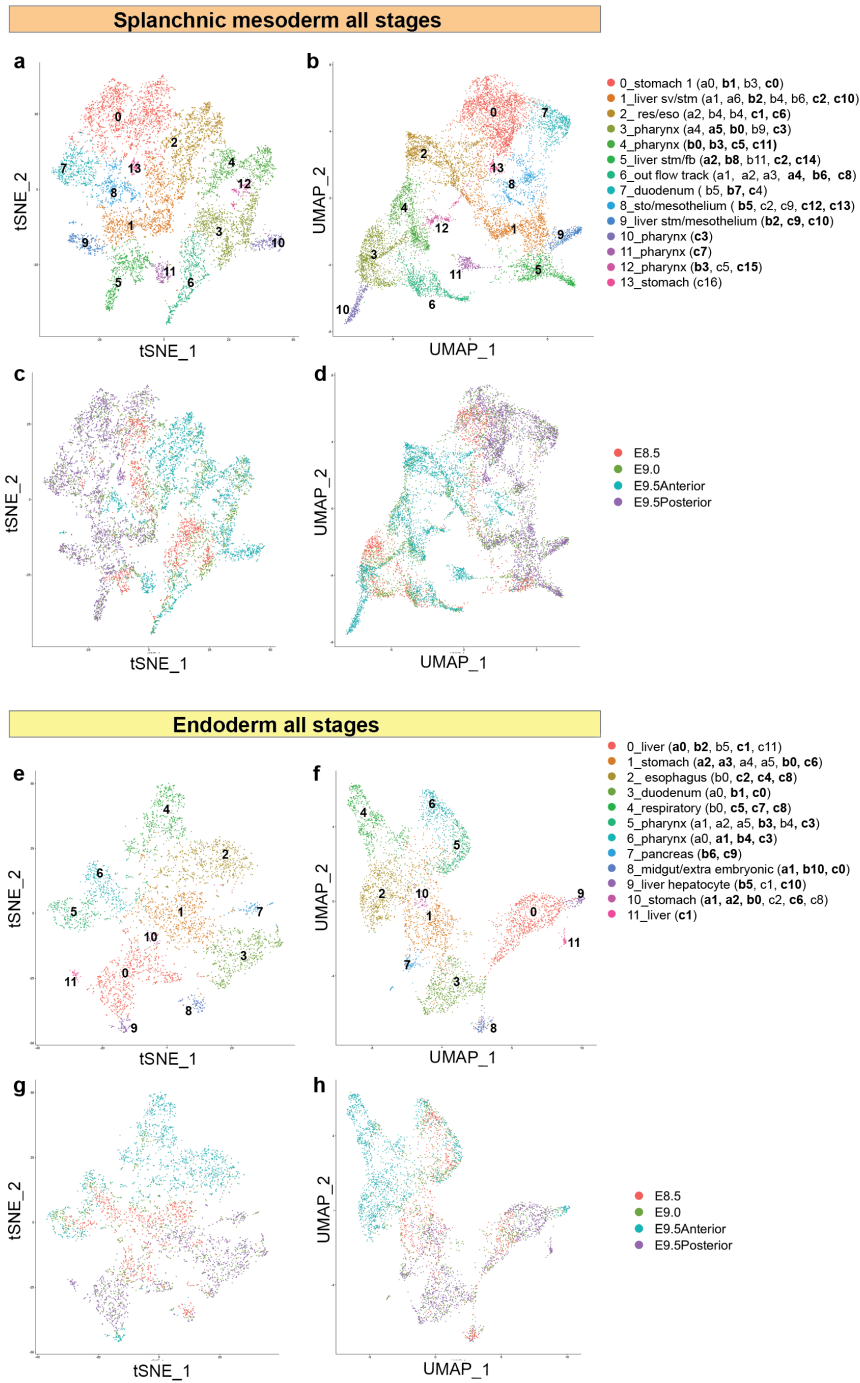

**Supplementary Figure 3. Integrated analysis of DE and SM cells.** a-d, tSNE and UMAP visualization of all SM cells from all stages annotated by major lineages (a,b) and stages (c,d) e-h, tSNE and UMAP visualization of all DE cells from all stages annotated by major lineages (e,f) and stage (g,h). The stage-specific annotations making major contributions to each integrated cluster are indicated in brackets. E8.5 cells = a\_clusters, E9.0 cells = b\_clusters and E9.5 = c\_clusters. Relevant to Fig.1

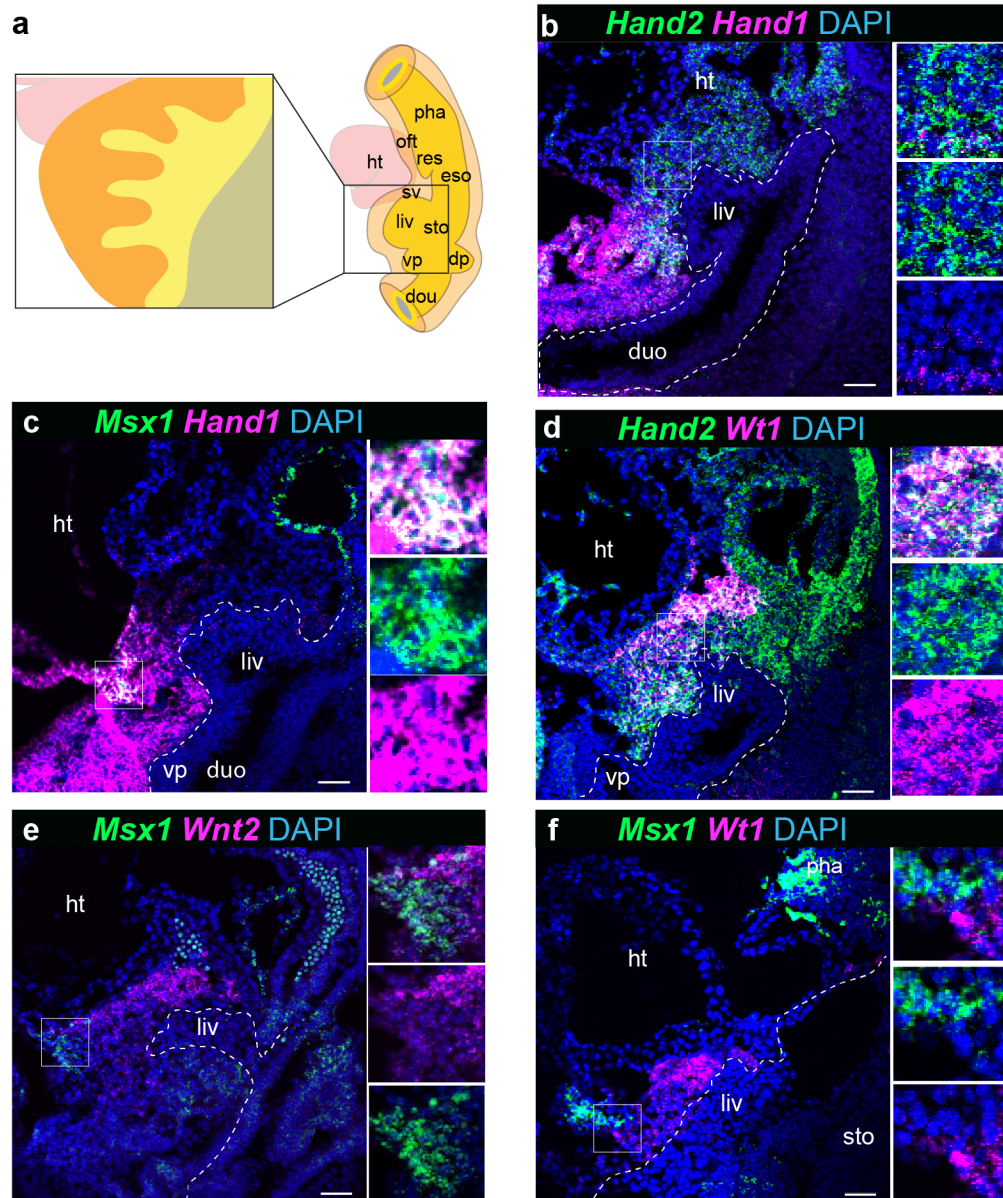

**Supplementary Figure 4. Validation of liver mesenchyme subtypes.** **a**, Schematic of a mouse embryonic foregut at E9.5. Magnified panel shows sagittal section of the liver bud. **b-f**, RNA-scope *in situ* detection of mesoderm markers on fixed frozen sagittal sections from E9.5 mouse embryos. duo; duodenum, dp; dorsal pancreas, eso; esophagus, ht; heart, liv; liver, oft, outflow tract, pha pharynx, res; respiratory, stm; septum transversum, mesenchyme, sto; stomach, sv; sinus venosus, vp; ventral pancreas. Scale bar 50µm. Insets show high magnification of boxed region with merge and separate channels. n=2/2 embryos for each probe combination. Relevant to Fig. 2.

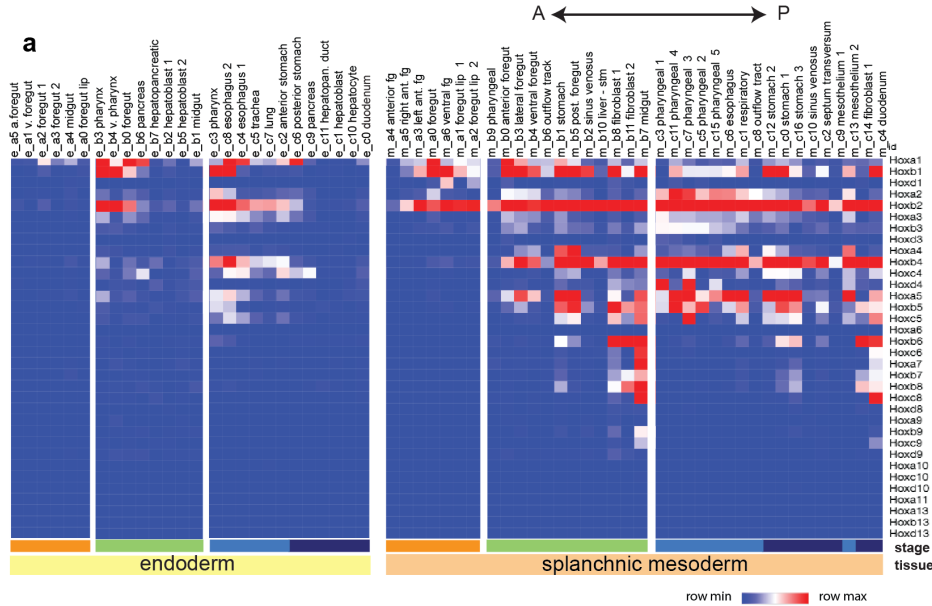

**b** endoderm map

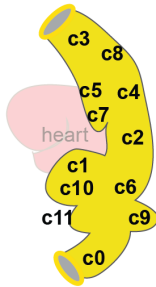

mesoderm map

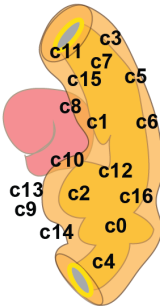

**c**

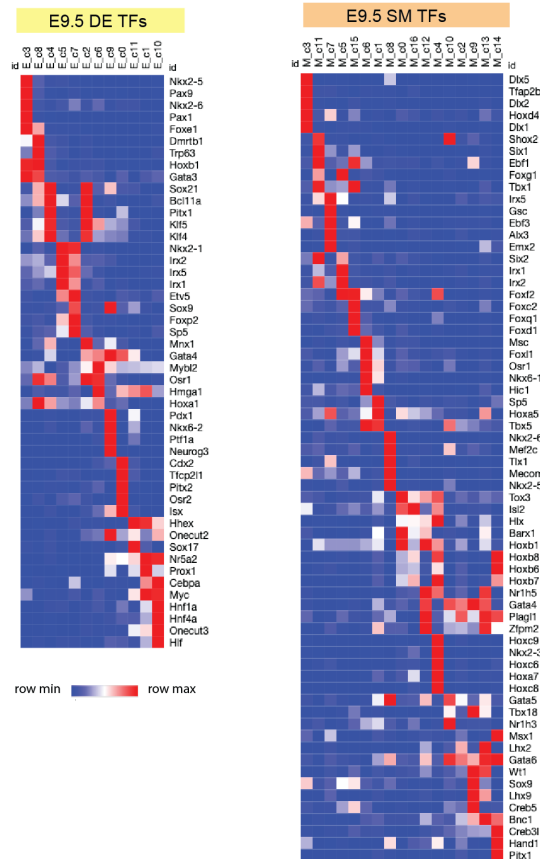

**Supplementary Figure 5. Co-linear *Hox* gene expression and Transcription factor code.** **a**, Heatmaps of average *Hox* gene expression in different DE and SM clusters arranged along the anterior (A) - posterior (P) axis. Annotations are; E8.5 = a\_clusters, E9.0 = b\_clusters and E9.5 = c\_clusters. **b**, Inferred location of cell clusters in the foregut endoderm and mesoderm. **c**, Transcription factor code. Heatmap showing the average expression of top five distinguishing transcription factor (TFs) differential expressions across E9.5 DE and SM populations. a, anterior; fg, foregut; post, posterior; v, ventral; stm, septum transversum mesenchyme.

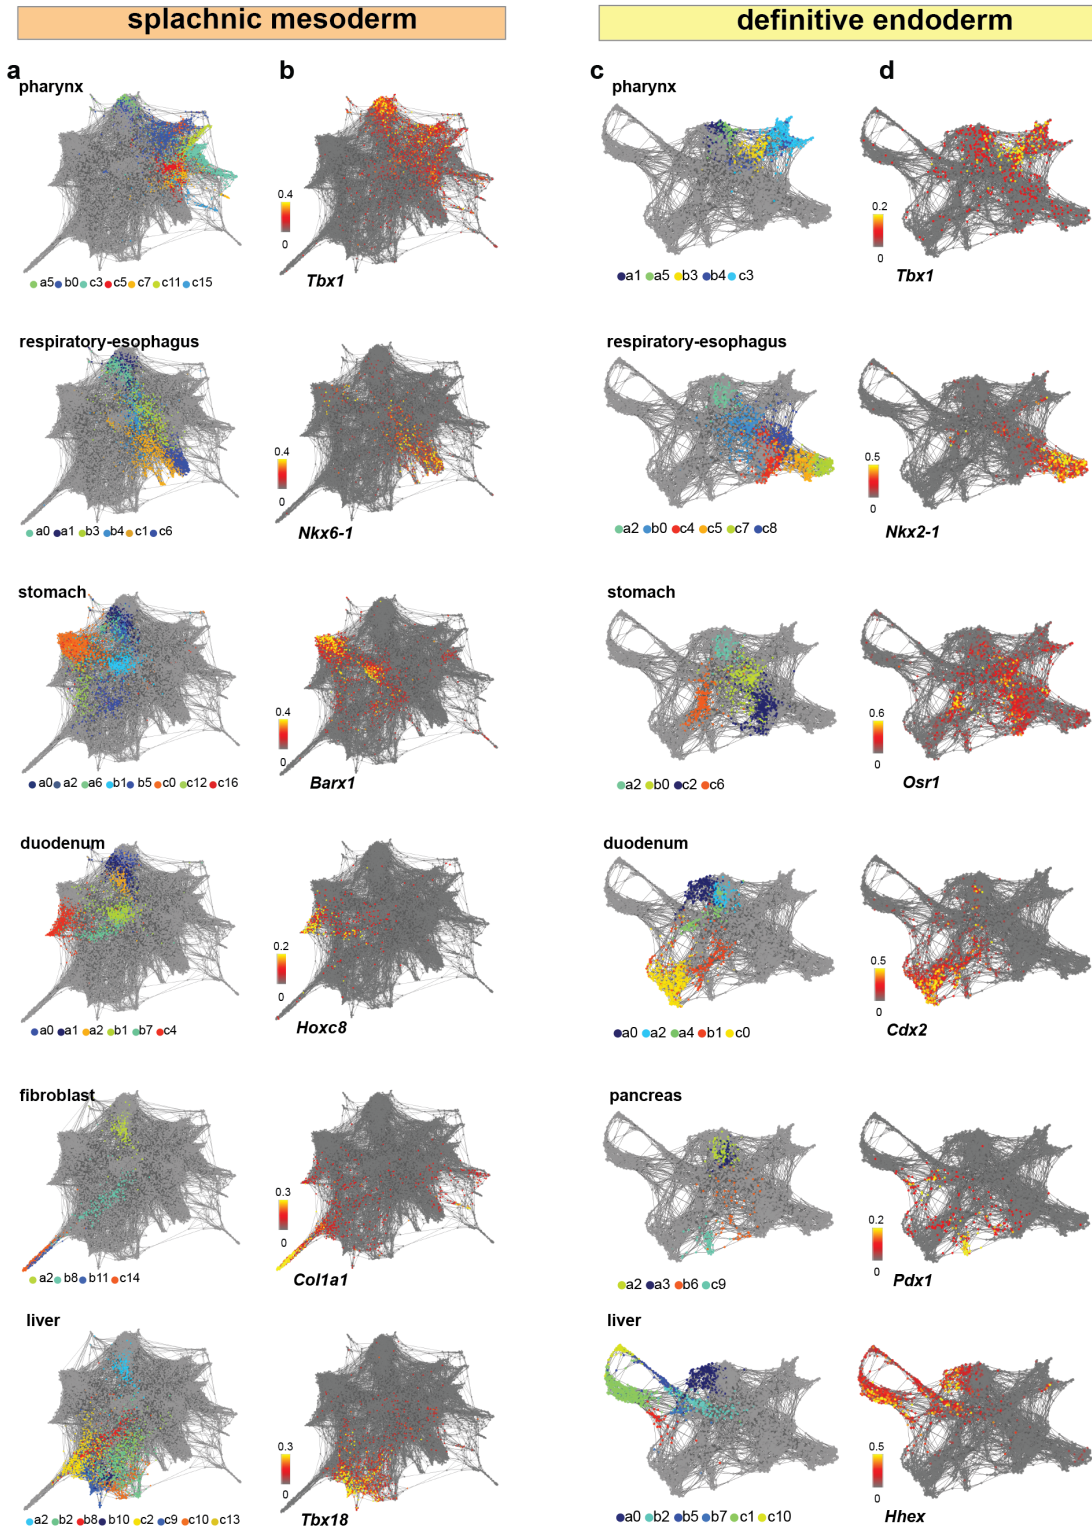

**Supplementary Figure 6. SPRING plot of DE and SM cell trajectories.** **a** and **b**, Spring plots of all SM cells (n=10,097) colored by **a**) stage specific lineage annotations and **b**) expression of key marker genes. **c** and **d**, Spring plots of all DE cells (n=4,448) colored by **c**) stage specific lineage annotations and **d**) expression of key marker genes. Gene expression is colored by normalized scaled expression in each cell. E8.5 cells = a\_clusters, E9.0 cells = b\_clusters and E9.5 = c\_clusters. Relevant to Fig. 3.

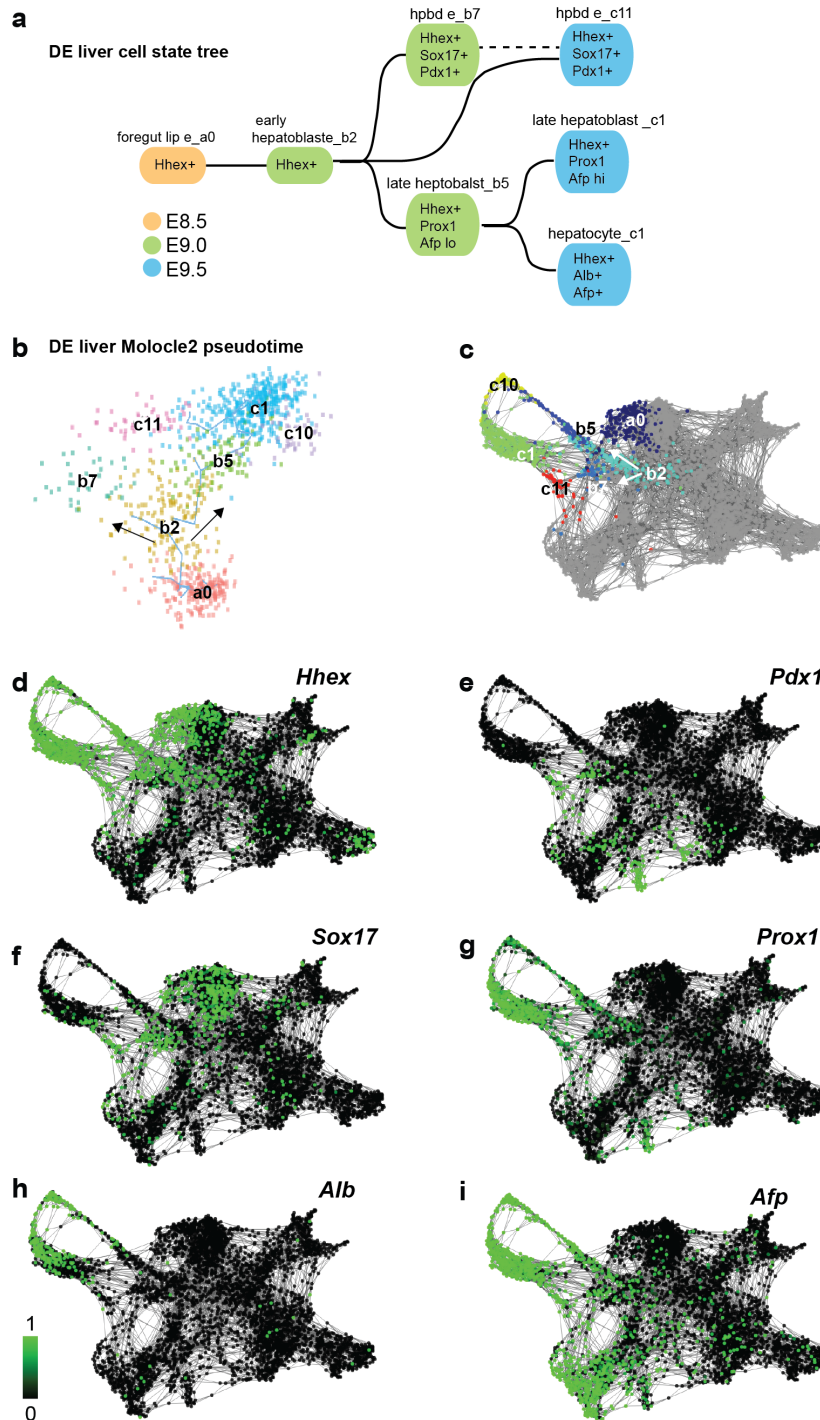

**Supplementary Figure 7. Hepatic endoderm development.** **a**, Cell state tree of the hepatic endodermal lineage with key marker genes indicated in each cell state. **b**, Pseudotime analysis of the hepatic DE lineage using Molocle\_v3 suggests that at E9.0, the e\_b2 cluster (early hepatoblasts) is a common progenitor of e\_b5 (later hepatoblasts) and e\_b7 (hepatopancreatic duct progenitors). E8.5 cells = a\_clusters, E9.0 cells = b\_clusters and E9.5 = c\_clusters **c-i**. SPRING plot with hepatic endodermal clusters colored by **c**) stage specific lineage annotations and **d-i**) expression of key marker genes. Gene expression is colored by normalized scaled expression in each cell. Relevant to Fig. 3.

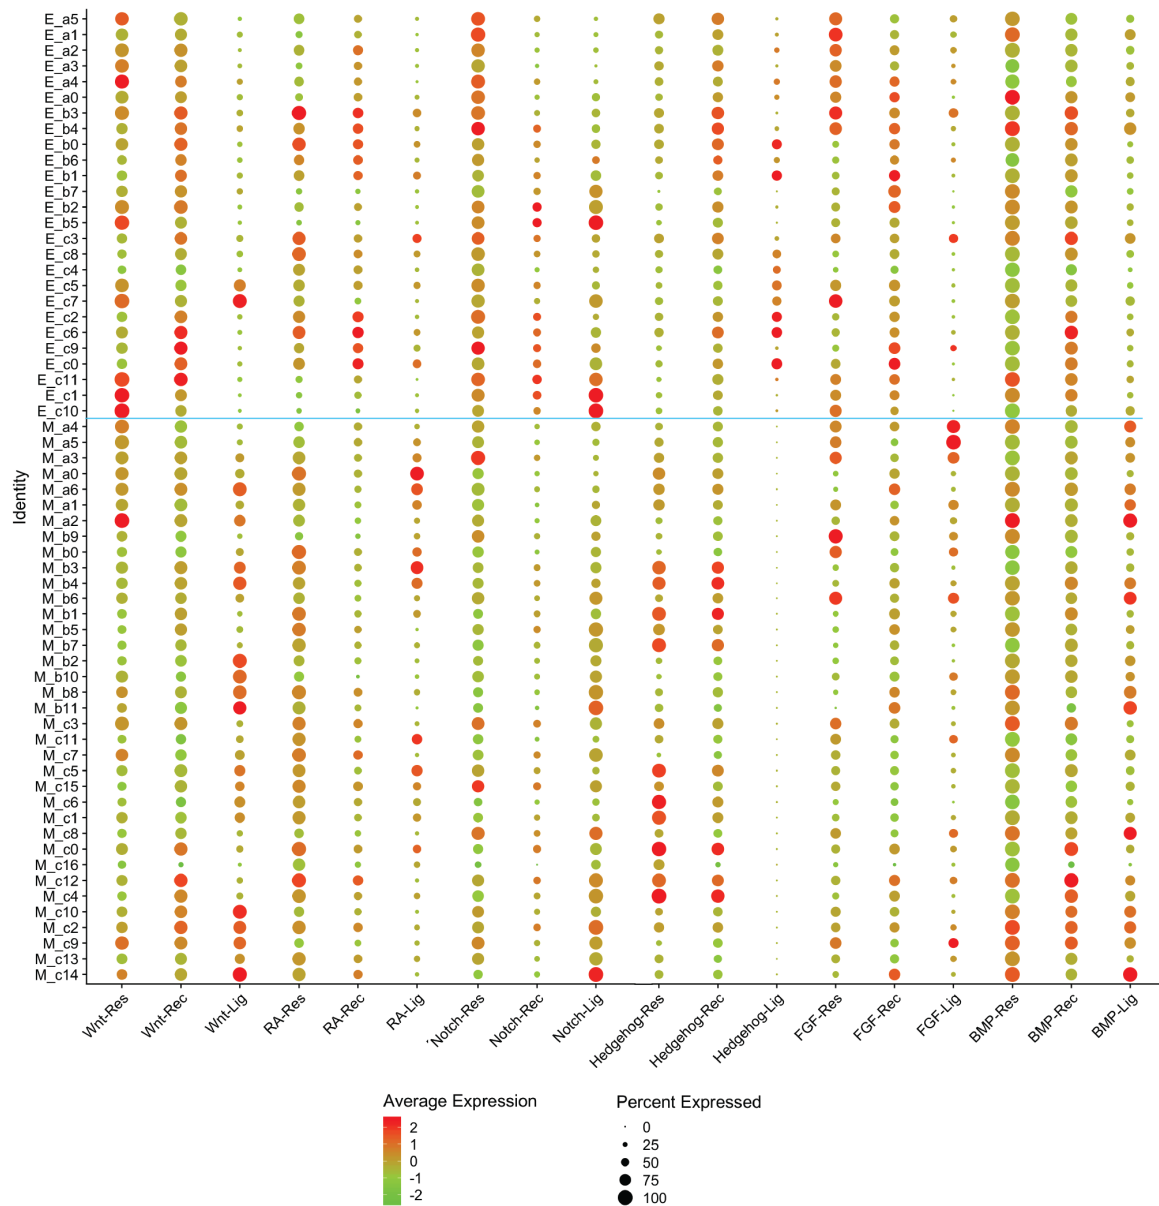

**Supplementary Figure 8. Metagene expression for all ligands, receptors and context-independent response genes.** Dot plot showing the average normalized expression of metagenes (X-axis) in each DE and SM cluster (Y-axis). For each cell signaling pathway (BMP, FGF, HH, Notch RA and canonical Wnt), we calculated a ligand-metagene, receptor-metagene and response-metagene by averaging the normalized expression of each individual gene for each pathway (e.g.: Wnt-ligand metagene =  $\sum \text{Wnt1} + \text{Wnt2} + \text{Wnt2b} + \text{Wnt3} \dots \text{Wnt10b} \text{ expression} / n$ ) in each cell and cluster (see Methods for details). Color and size of the dot represents the normalized average metagene expression level in each cluster scaled from 2 to -2 and the % of expressing cell in each cluster. See Supplementary Data 2 for list of genes that make up each metagene and the numeric metagene expression data used to generate the plot. Relevant to Fig. 5.

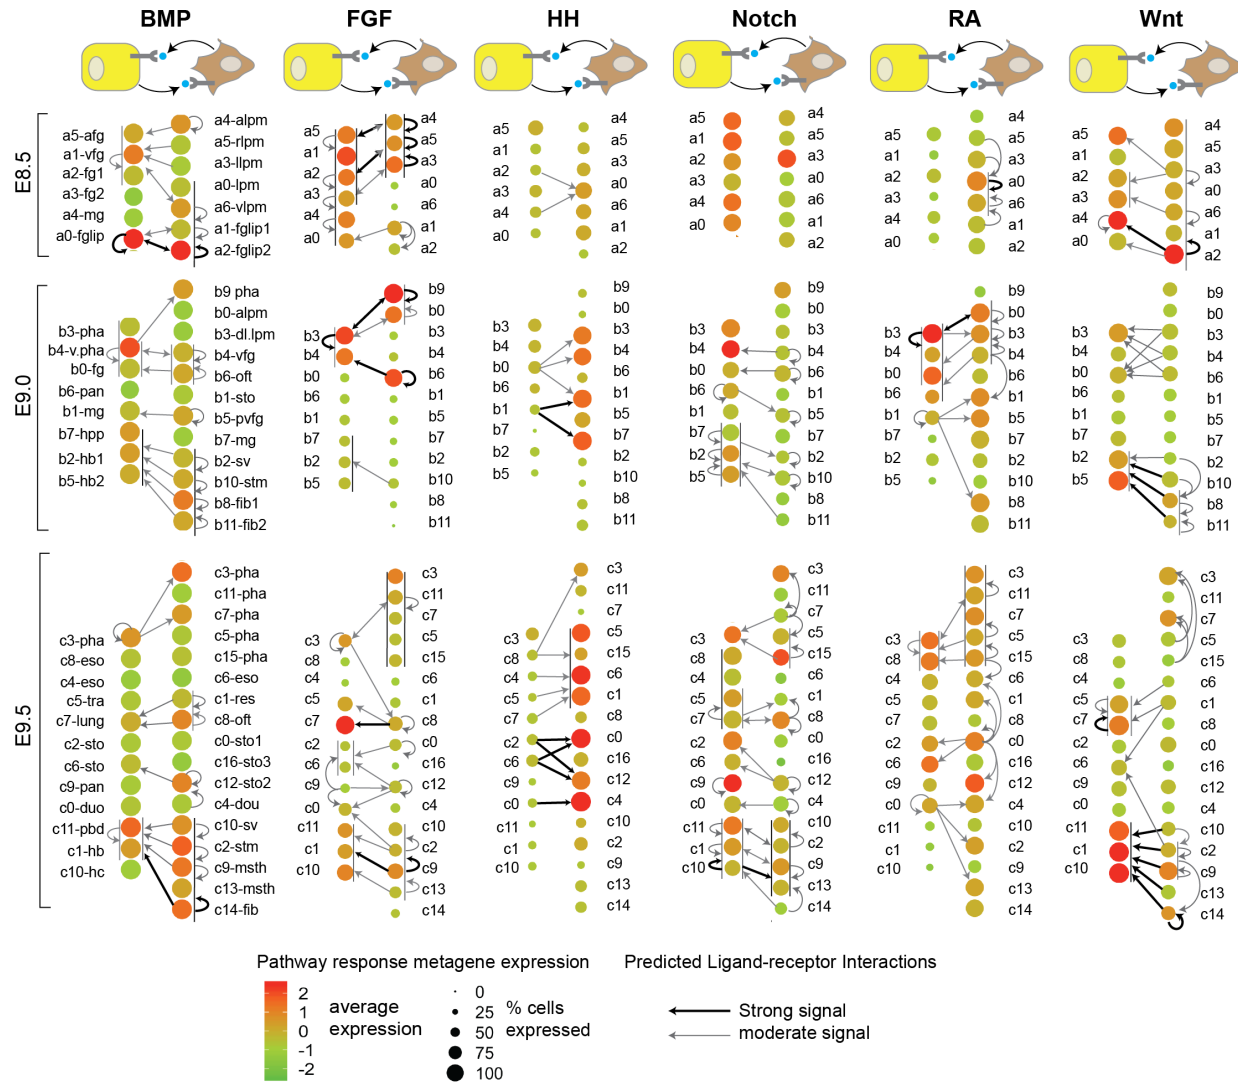

**Supplementary Figure 9. Computationally predicted receptor-ligand interactions between different foregut cell populations.** The schematics show paracrine signaling between the DE (yellow cells) and the SM (brown cells) for six major pathways. Below the schematics, DE and SM cell clusters of each stage are ordered along the A-P axis consistent with their location *in vivo*. Spatially adjacent DE and SM cell types are across from one another. Colored circles for each cluster indicate the likelihood that the cell population is responding to the signal based on the pathway response metagene expression levels (normalized and scaled from 2 to -2). Arrows represent the predicted source of the ligands showing paracrine and autocrine receptor-ligand pairs inferred from metagene expression profiles. Receptor-ligand pairing (arrows) were restricted to cell populations in close spatial proximity (see Methods for details). Thin vertical lines next to a group of clusters indicate different cell populations in spatial proximity that are all responding similarly. See Supplementary Data 2 for list of genes that make up each metagene and the numeric metagene expression data used to generate the plot. Relevant to Fig. 5.

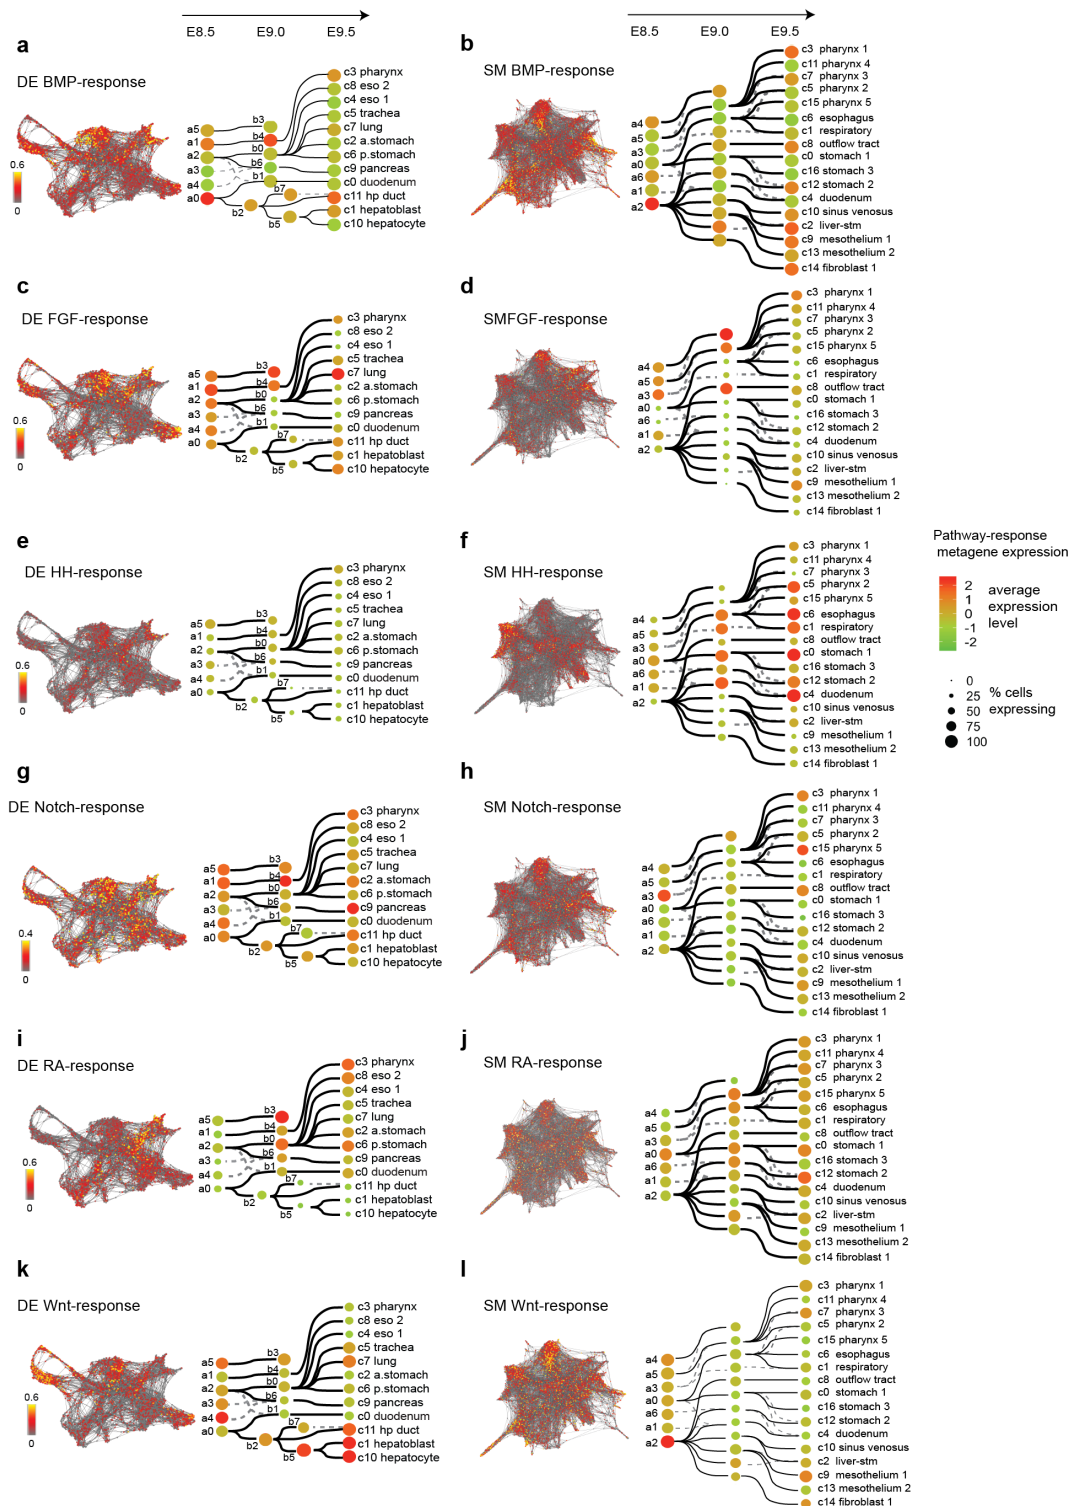

**Supplementary Figure 10. Predicted temporal and spatial dynamics of signaling responses.** **a-i**, Expression levels of the pathway-response metagene projected onto the DE and SM SPRING plots and cell state trees for the BMP (a-b), FGF (c-d), HH (e-f), Notch (g-h), RA (i-j) and canonical Wnt (k-l) pathways. This shows how coordinated spatial domains of signaling activity corresponding to cell lineages, are predicted to change over 24 hours from E8.5 – E9.5. Colored circles for each cluster indicate the likelihood that the cell population is responding to the signal based on the pathway response metagene expression levels (normalized and scaled from 2 to -2). Spring plots show the normalized scaled expression in each cell. Relevant to Fig. 5.

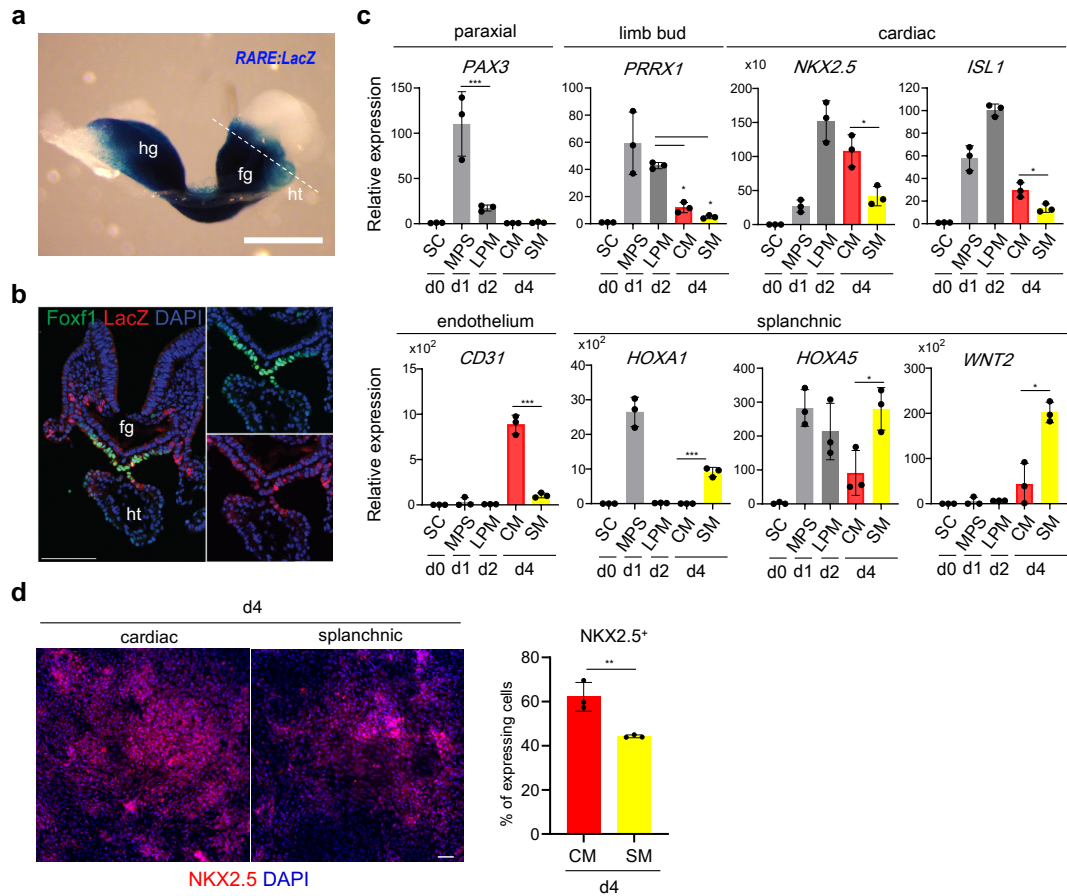

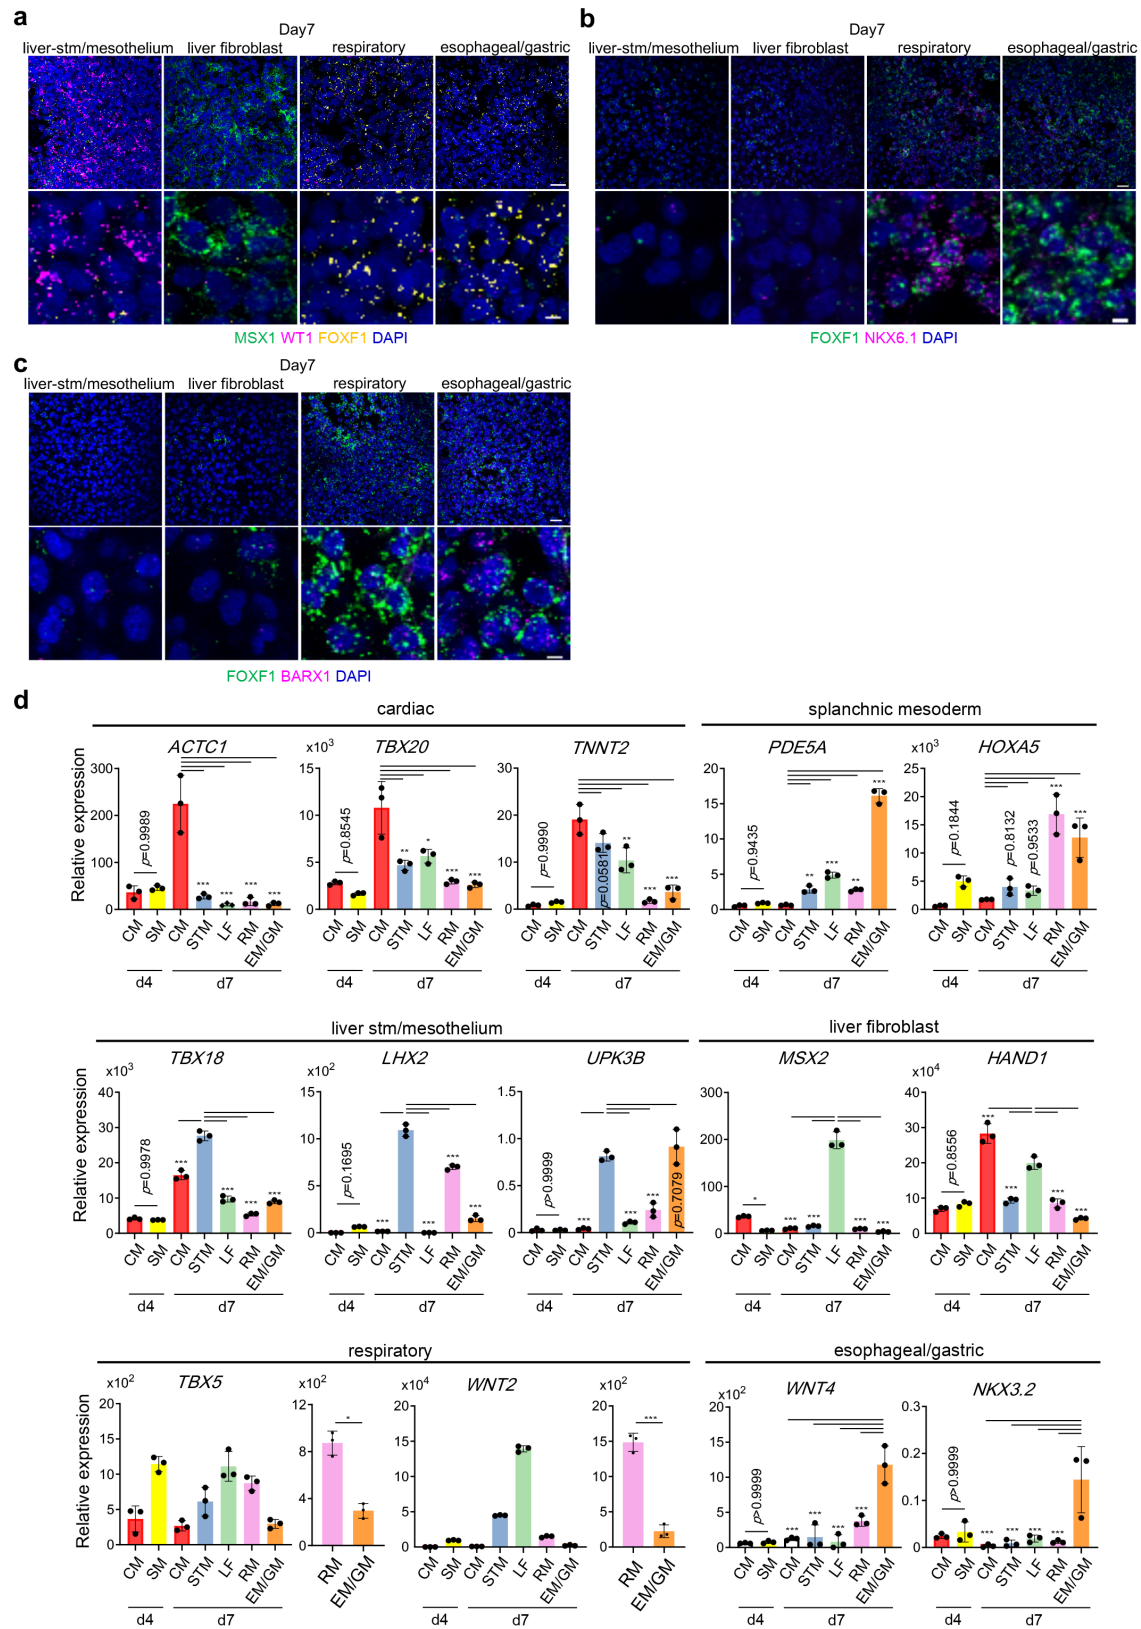

**Supplementary Figure 12 Additional analysis of d7 SM-like PSC cultures.**

**a-c**, RNA-scope *in situ* analysis of different d7 SM-like cultures. Representative views of a single RNA-scope experiment validated the RT-PCR and Immunostaining analysis.

Scale bar 50 $\mu$ m (Upper panels), 10 $\mu$ m (Lower panels) (quantification is shown in Fig. 7d) **d**, RT-PCR analysis of mesoderm subtype markers based on the mouse scRNA-seq data; cardiac (*ACTC1*, *TBX20*, *TNNT2*), early SM (*PDE5A*, *HOXA5*); liver-stm/mesothelium (*TBX18*, *LHX2*, *UPK3B*), liver-fibroblast (*MSX2*, *HAND1*), esophageal/gastric (*WNT4*, *NKX3-2*). Histograms show the means  $\pm$  S.D (n=3 biologically independent samples). Experiments were repeated at least twice with similar results. Statistical significance was calculated using a two-sided Tukey's multiple comparisons test. \*p<0.05, \*\*p<0.005, \*\*\*p<0.0005. Exact p-values were provided in Source data file. SC; Stem Cell, MPS; Middle Primitive Streak, CM, Cardiac Mesoderm, SM; Splanchnic Mesoderm, STM; Septum Transversum Mesenchyme, LF; Liver Fibroblast, RM Respiratory Mesenchyme, EM/GM; Esophageal/Gastric Mesenchyme. Source data for the graphs are provided in the Source Data file. Relevant to Fig. 7.

**Supplementary Table 1.** Information on antibodies (top table) and RT-PCR primers used in this study (lower table).

| <b>antibody</b> | <b>company</b>    | <b>species</b> | <b>dilution</b> | <b>catalog #</b> |
|-----------------|-------------------|----------------|-----------------|------------------|
| β-gal           | Abcam             | chicken        | 1000            | ab9361           |
| CDH1            | R&D system        | rat            | 1000            | MAB7481          |
| FOXA2           | Santa Cruz        | goat           | 500             | sc-6554          |
| FOXF1           | R&D               | goat           | 500             | AF4798           |
| NKX6-1          | DSHB              | mouse          | 100             | F55A10           |
| WT1             | Abcam             | rabbit         | 300             | ab89901          |
| Nkx2-5          | Santa Cruz        | goat           | 200             | sc-8697          |
| NKX6-1          | DSHB              | mouse          | 100             | F55A12           |
| Troponin        | Thermo NeoMarkers | mouse          | 200             | clone 13-11      |
| p-Smad1,5,8     | Millipore         | rabbit         | 500             | AB3848           |
| Sox2            | Abcam             | mouse          | 200             | ab79351          |
| Nkx2-1          | Santa Cruz        | rabbit         | 200             | sc-13040x        |

| <b>Gene</b>   | <b>Forward Primer</b>      | <b>Reverse Primer</b>      |
|---------------|----------------------------|----------------------------|
| <i>ACTC1</i>  | CTTCATTGGTATGGAATCTGCTG    | TACTCTTGCTTGCTAATCCAC      |
| <i>BARX1</i>  | CCAGTGGGAACCTGAACACC       | CTGAAGTTCGGCGTGCAG         |
| <i>FOXF1</i>  | AGCAGCCGTATCTGCACCAGAA     | CTCCTTTCGGTCACACATGCTG     |
| <i>HAND1</i>  | GTGCGTCCTTTAATCCTCTTC      | GTGAGAGCAAGCGGAAAAG        |
| <i>HOXA1</i>  | GTACG CTACCTGGGTCAAC       | ACTTGGGTCTCGTTGAGCTG       |
| <i>HOXA5</i>  | CGCCCAACCCAGATCTAC         | CGGGCCGCCTATGTTGT          |
| <i>ISL1</i>   | AGATTATATCAGGTTGTACGGGATCA | ACACAGCGGAAACACTCGAT       |
| <i>LHX2</i>   | TCGGGACTTGTTTATCACCT       | GCAAGCGGCAGTAGACCAG        |
| <i>MSC</i>    | TATGAGAACGGCTACGTGCAC      | AGTCCGATTTAAGCGGTGGTT      |
| <i>MSX1</i>   | CTCCGCAAACACAAGACGAAC      | GGCGGTTCTGGAACCATATCT      |
| <i>MSX2</i>   | CGCCAAGACATATGAGCCCT       | GTTCTGCCTCCTGCAGTCTT       |
| <i>NKX2.5</i> | TGGAGAAGACAGAGGCGGACAA     | ATAGACCTGCGCCTGCGAGAA      |
| <i>NKX3.2</i> | CAACACCGTCGTCCTCG          | CCGCTTCCAAAGACCTAGAG       |
| <i>NKX6.1</i> | ATGACAGAGAGTCAGGTCAAGG     | CTCCGAGTCCTGCTTCTTCTT      |
| <i>PAX3</i>   | GCCGCATCCTGAGAAGTAAA       | CTTCATCTGATTGGGGTGCT       |
| <i>PDE5A</i>  | GCAGAGTCCTCGTGAGATAA       | GTCTAAGAGGCCGGTCAAATTC     |
| <i>PRRX1</i>  | TGCAGGCTTTGGAGCGTGTCTT     | CTCATTCCTGCGGAACCTGGCT     |
| <i>TBX5</i>   | ACAAAGTGAAGGTGACGGGCCTTA   | ATCTGTGATCGTCGGCAGGTACAA   |
| <i>TBX18</i>  | GACGATCTTCTCCCATCAAGC      | CTATCTTCAGGCGAGTAATCTGC    |
| <i>TBX20</i>  | GGCGACGGAGAACAATCAA        | CTGGGCACAGGACGACTTC        |
| <i>TNNT2</i>  | TTCACCAAAGATCTGCTCCTCGCT   | TTATTACTGGTGTGGAGTGGGTGTGG |
| <i>UPK1B</i>  | TGGAAGCAACGAACAGTTGA       | CTACCGTGTGCGCAGAAA         |
| <i>UPK3B</i>  | ATACCGTCTGGCTCGTGGTG       | CAGGGGCAGCGTCATGTAGT       |
| <i>WNT2</i>   | CTGTATCAGGGACCGAGAGG       | CCCACAGCACATGACTTCAC       |
| <i>WNT4</i>   | CCTTCTCACAGTCGTTTG         | CACAGCCGTCGATGGCCTT        |
| <i>WT1</i>    | ATAGGCCAGGGCATGTGTATGTGT   | AGTTGCCTGGCAGAACTACATCCT   |

**Supplementary Table 2.** RNA-scope probes for *in situ* hybridization of mouse frozen section (top table) and human adherent PSC cultures (lower table).

| Mouse Gene    | Probe Name,<br>Catalog Number              | Fluorepore                      |
|---------------|--------------------------------------------|---------------------------------|
| <i>Barx1</i>  | RNAscope® Probe- Mm-Barx1<br>414681        | Opal690 (1:1000)<br>40°C, 30min |
| <i>Foxf1</i>  | RNAscope® Probe- Mm-Foxf1<br>473058        | Opal520 (1:1000)<br>40°C, 45min |
| <i>Gata4</i>  | RNAscope® Probe- Mm-Gata4<br>417881        | Opal520 (1:1000)<br>40°C, 45min |
| <i>Hand1</i>  | RNAscope® Probe- Mm-Hand1-C2<br>429651-C2  | Opal570 (1:1000)<br>40°C, 30min |
| <i>Hand2</i>  | RNAscope® Probe- Mm-Hand2<br>499821        | Opal520 (1:1000)<br>40°C, 45min |
| <i>Msx1</i>   | RNAscope® Probe- Mm-Msx1<br>421841         | Opal520 (1:1000)<br>40°C, 45min |
| <i>Nkx6.1</i> | RNAscope® Probe- Mm-Nkx6-1-C3<br>473061-C3 | Opal690 (1:1000)<br>40°C, 30min |
| <i>Wnt2</i>   | RNAscope® Probe- Mm-Wnt2-C2<br>313601-C2   | Opal570 (1:1000)<br>40°C, 30min |
| <i>Wnt4</i>   | RNAscope® Probe- Mm-Wnt4-C2<br>401101-C2   | Opal570 (1:1000)<br>40°C, 30min |
| <i>Wt1</i>    | RNAscope® Probe- Mm-Wt1-C2<br>432711-C2    | Opal570 (1:1000)<br>40°C, 30min |

  

| Human Gene    | Probe Name,<br>Catalog Number              | Fluorepore                      |
|---------------|--------------------------------------------|---------------------------------|
| <i>BARX1</i>  | RNAscope® Probe- Hs-BARX1<br>432981        | Opal520 (1:1000)<br>40°C, 45min |
| <i>FOXF1</i>  | RNAscope® Probe- Hs-FOXF1-C3<br>505741-C3  | Opal690 (1:1000)<br>40°C, 30min |
| <i>MSX1</i>   | RNAscope® Probe- Hs-MSX1<br>470701         | Opal520 (1:1000)<br>40°C, 45min |
| <i>NKX6.1</i> | RNAscope® Probe- Hs-NKX6-1-C2<br>450541-C2 | Opal570 (1:1000)<br>40°C, 30min |
| <i>WT1</i>    | RNAscope® Probe- Hs-WT1-C2<br>415581-C2    | Opal570 (1:1000)<br>40°C, 30min |

# Supplementary material for: Single cell transcriptomics identifies a signaling network coordinating endoderm and mesoderm diversification during foregut organogenesis
**Source:** Nat Commun. 2020 Aug 27;11:4158. doi: 10.1038/s41467-020-17968-x
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Single cell transcriptomes were generated on Chromium Single Cell Controller instrument (10x Genomics) and sequenced in an Illumina HiSeq 2500. Embryo images were collected on Nikon confocal microscope ( <a href="https://www.microscope.healthcare.nikon.com/products/confocal-microscopes">https://www.microscope.healthcare.nikon.com/products/confocal-microscopes</a> ) or a Leica MZ10F with software Leica Application Suite [v4.9]. Figure were generated using Adobe Illustrator and Photoshop suite [v2015].                                                   |
| Data analysis   | We used the following software for data analysis: R [v>=3.4.4], Perl [v5.18], python [v2.7], Seurat [v2.3.4, v3.0.0], Monocle [v3.0], SPRING [v1.0], URD [v1.0], cellranger [v2.0.0], CSBB [v3.0], GSEA [v3.0], Prism [v8] and Imaris [v9.2]. Custom codes/algorithms are available on GitHub [ <a href="https://github.com/ZornLab/Single-cell-transcriptomics-reveals-a-signaling-roadmap-coordinating-endoderm-and-mesoderm-lineage">https://github.com/ZornLab/Single-cell-transcriptomics-reveals-a-signaling-roadmap-coordinating-endoderm-and-mesoderm-lineage</a> ] |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

We have included a data availability statement. The scRNA-seq and bulk RNA-seq data (including bam, raw counts and cell annotations) are available at Gene Expression Omnibus (GEO): GSE136689 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136689>) and GSE136687 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136687>). All other data is freely available either in the manuscript, Supplementary Information or Source Datafiles. All the code [scripts, R-

packages and software's] and their documentation is available on <https://github.com/ZornLab/Single-cell-transcriptomics-reveals-a-signaling-roadmap-coordinating-endoderm-and-mesoderm-lineage>. We have established an open access R-Shiny webapp, where readers can explore the data: <https://research.cchmc.org/ZornLab-singlecell>

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. The sample sizes were chosen based on previous reports of single cell RNA sequencing analysis with mouse embryos. We used the maximum number of embryos that could be dissected in the 2 hour window of tissue viability. We pooled dissected foregut tissue from 16 embryos at E8.5 (3 litters) , 20 embryos at E9.0 (3 litters), 18 embryos for anterior E9.5 and 15 embryos for posterior E9.5 (two litters). This resulted in cell suspensions sufficient to obtain >9,000 single cell transcriptomes for each time point. This is comparable if not larger than most single cell studies to date and sufficient to identify various cell clusters described in the manuscript. For bulk RNA-seq foregut tissue was dissected from E9.5 double mutant Gli2 <sup>-/-</sup> ;Gli3 <sup>-/-</sup> (n=3) and Gli2 <sup>+/-</sup> ;Gli3 <sup>+/-</sup> heterozygous litter mate controls (n=3). This was based on the number of biological replicates necessary for robust statistical analysis of differential expressed transcripts with the limitation of 1/16 embryos being double homozygous. For other embryo experiments at least two embryos (more typically 3-5) were used for each assay. |
| Data exclusions | We used pre-established criteria in the single cell analysis field to exclude low quality cells as detailed below: barcodes with less than ~5k UMI counts were not included in downstream analysis. Basic filtering was carried out where all genes expressed >= 3 cells and all cells with at least 100 detected genes were included. QC was based on nGene and percent.mito parameters to remove the multiplets and cells with high mitochondrial gene expression using the following parameters for each sample [E8.5: [ngene(-Inf,7500), percent.mito(-Inf,0.15)], E9.0: [ngene(-Inf,7000), percent.mito(-Inf,0.15)] and E9.5: [ngene(-Inf,7500), percent.mito(-Inf,0.15)]]]. For other experiments no data or samples were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | For single cell sequencing, we pooled dissected foregut tissue from 16 embryos at E8.5 , 20 embryos at E9.0, 18 embryos for anterior E9.5 and 15 embryos for posterior E9.5, isolated from 2-3 litters for each time point. For bulk RNA sequencing, three biological replicates are included for each genotype (each control and mutant embryos were from separate litters). For gene expression validations using in situ or immunostaining, two or more biological samples were used for each gene expression analysis For human pluripotent stem cell differentiation, experiments were repeated more than five times in WA01- H1 hES cells and twice in iPSC72_3 cell lines. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Randomization   | For the single cell RNA-seq analysis all cells from all three stages were processed both non-randomized (each stage separately) and randomized (cells from all stages combined) with very similar results. For other mouse experiments embryos were randomized during analysis and with litter mates used as controls. No other randomizations were performed as this was not a case-control study and we were documenting gene expression in normal embryos.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Blinding        | Embryo collection, RNA library preparation and sequencing were performed by different researchers and they were blinded during the process. Cell identify and stage was blinded during the single cell RNA-seq analysis. Investigator were not blinded to experimental groups or genotype for other experiments after processing as this would preclude grouping of biological replicates for analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | antibody company species dilution catalog #<br>$\beta$ -gal Abcam chicken 1000 ab9361<br>CDH1 R&D system rat 1000 MAB7481<br>FOXA2 Santa Cruz goat 500 sc-6554<br>FOXF1 R&D goat 500 AF4798<br>Nkx2-1 Santa Cruz rabbit 200 sc-13040x<br>Nkx2-5 Santa Cruz goat 200 sc-8697<br>NKX6-1 DSHB mouse 100 F55A12<br>p-Smad1,5,8 Millipore rabbit 500 AB3848<br>Sox2 Abcam mouse 200 ab79351<br>WT1 Abcam rabbit 300 ab89901                                                                                                                                                                                                                            |
| Validation      | $\beta$ -gal: Dev Cell. 2019 49:293-300.<br>CDH1: J Bone Miner Res. 2016;0(0):. Sci Rep, 2016;6(0):37914.<br>FOXA2: Cell Rep. 2016 Jun 28;16(1):66-78.<br>FOXF1: Cell Rep, 2018;23(2):442-458.<br>Nkx2-1: J Neurosci. 2015 Apr 29;35(17):6667-88.<br>Nkx2-5: J. Biol. Chem. 278: 23807-23816 (2013)<br>NKX6-1: J Histochem Cytochem. 2006 May;54(5):567-74.<br>p-Smad1,5,8: Cell Rep. 2016 Jun 28;16(1):66-78.<br>Sox2: Sci Rep 10:148 (2020)..<br>WT1: Dev Biol 445:178-188 (2019).<br>We performed additional validation test on mouse tissue that was known based on RNA-expression to either be positive or negative for each target protein. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Two hPSC lines were used in this study; 1) WAOI-HI human embryonic stem cells purchased from WiCell (NIH approval number NIHhESC-10-0043 and NIHhESC-10-0062) and 2) human iPSC72_3 generated by the CCHMC Pluripotent Stem Cell Facility.                                                                                                                                                                                                                           |
| Authentication                                                    | Both cell lines have been authenticated as follows: i) Cell identity; via STR profiling by Genetica DNA Laboratory (a LabCorp brand; Burlington, NC), ii) Genetic stability; by standard metaphase spread and G-banded karyotype analysis in CCHMC Cytogenetics Laboratory and iii) Functional pluripotency; cells were subjected to analysis of functional pluripotency by teratoma assay demonstrating ability to differentiate into each of the three germ layer. |
| Mycoplasma contamination                                          | Both cell lines routinely tested negative for mycoplasma contamination.                                                                                                                                                                                                                                                                                                                                                                                              |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                             |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice of either C57BL6 (for scRNA-seq) or mixed background strains (all other experiments), ranging from 1 month to 12 months of age, were used in this study. Mice were housed at 72oF, 30-70% humidity and a 14/10 hour light/dark cycle. Males and females were both included of roughly equal ratio. Gli2+/-;Gli3+/- mice were maintained on a mixed genetic background. Timed matings were used to obtain embryos harvested at embryonic day E8.5-9.5 as indicated. Embryo sex was not determined. |
| Wild animals            | The study did not use any wild animals                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Field-collected samples | The study did not involve samples collected from the field                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Ethics oversight        | All mouse experiments were performed in accordance with protocols approved by the Cincinnati Children's Hospital Medical Center Institutional Animal Care and Use Committee (IACUC).                                                                                                                                                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Single cell transcriptomics identifies a signaling network coordinating endoderm and mesoderm diversification during foregut organogenesis
**Source:** Nat Commun. 2020 Aug 27;11:4158. doi: 10.1038/s41467-020-17968-x
**Supplement:** Supplementary file 5 — Description of Additional Supplementary Files

**Title: Supplementary Data 1.**

**Description:** Highly variable marker genes for each DE and SM cluster. **a.** Top distinguishing marker genes for endoderm clusters (excel file tab-1). **b.** Top distinguishing marker genes for splanchnic mesoderm clusters (tab-2). **c.** Transcription factors with enriched expression in endoderm clusters (tab-3). **d.** Transcription factors with enriched expression in splanchnic mesoderm clusters (tab-4). Differential Markers and TFs were obtained using a one-sided Wilcoxon rank sum test in Seurat FindMarkers Function. Relevant to Figs. 1-4.

**Title: Supplementary Data 2.**

**Description:** Analysis of signaling pathway metagene profiles. **a.** List of BMP, FGF, HH, Notch and canonical Wnt pathway genes used to calculate metagene profiles (tab-1). **b.** Normalized and scaled average expression of each metagene in each DE and SM cluster (tab-2). **c.** Log2 average expression of metagene profiles (tab-3). **d.** Average Log2 counts of pathway genes in each cluster; BMP (tab-4), FGF (tab-5), HH (tab-6), Notch (tab-7), RA (tab-8) and Wnt (tab-9). Relevant to Fig. 5.

**Title: Supplementary Data 3.**

**Description:** Differentially expressed transcripts in the bulk RNA-sequencing of E9.5 mouse foregut comparing *Gli2*<sup>-/-</sup>;*Gli3*<sup>-/-</sup> to *Gli2*<sup>+/-</sup>;*Gli3*<sup>+/-</sup> littermates (GSE136687). n= 3 embryos / genotype. Differential transcripts were obtained using generalized linear model statistics in empirical analysis of digital gene expression (edgeR). Relevant to Fig. 6.

**Title: Supplementary Movie 1.**

**Description:** Whole-mount staining of mouse embryo foregut at E9.5. Foregut was stained for Nkx2.1 (*red*), Nkx6.1 (*green*), Foxa2 (*blue*), and DAPI (*grey*).

**Title: Supplementary Movie 2.**

**Description:** Whole-mount staining of mouse embryo foregut at E9.5. Foregut was stained for Foxf1 (*red*), Nkx6.1 (*green*), Cdh1 (*blue*), and DAPI (*grey*).

How the deposited data were processed for this re-analysis (not part of the article)

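Single-cell transcriptomes of the mouse foregut were measured in 4 libraries, from E8.5, E9.0, E9.5 anterior and E9.5 posterior foregut, with embryos of 5 to 10, 12 to 15 and 25 to 30 somites at the 3 stages. Each condition had 1 library. Cells of a library are not replicates, so no test, p-value or standard error was computed, and every interval over UMIs or cells covers counting error only.

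The authors deposited UMI counts per gene and cell as whole numbers, without normalization. They used the 10x Chromium single cell 5′ kit, aligned reads to mm10 with CellRanger, left out barcodes under about 5000 UMIs, and removed multiplets and cells of high mitochondrial share by limits on genes per cell and mitochondrial percent. Their methods ask for genes found in at least 3 cells, but the matrix of all cells holds 27998 genes, 6543 of them with no count, so that filter was not applied to the file. No version of the gene annotation is named. A second matrix holds the DE and SM cells over 27774 genes, leaving out 224 mitochondrial, ribosomal, hemoglobin and other genes, with all other counts identical. Lineages and clusters are the authors' own, made with Seurat, and were not rebuilt. Doublets were treated by the authors' limits, and no doublet caller was run. Each of the 31268 kept cells was mapped to a library, and the 43 barcodes that the authors marked as filtered belong to none and were left out. Gene positions are from the GENCODE annotation of GRCm38, the assembly that mm10 names, counted from 1.

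Levels are CPM of summed counts with exact Poisson 95% intervals. Where a cell type's level was 0, the upper bound of the interval is given. Folds are log2 of CPM with a pseudocount of 1 (10 as an alternative). Shares of cells with a UMI were taken after thinning each cell to 2000 UMIs (1000 as an alternative), with exact Clopper-Pearson intervals, counted over the genes of the matrix of DE and SM cells. Over these genes, which leave out hemoglobin, E9.5 blood cells had a median of 8334.5 UMIs, and the 26 of 1616 with under 2000, all of them anterior, were left out. The shares of paired genes over all stages and those of E8.5 SM and cardiac cells used all genes of the matrix of all cells, where blood cells of all stages had a median of 22240.5 UMIs. Blood cells of the same library served as the background for endoderm and mesoderm genes at E9.5, with 1477 in the anterior and 139 in the posterior library. This takes blood cells not to transcribe these genes, which was not tested. Depth set the precision. The 4 libraries held 84771859 to 127678500 UMIs, and clusters of under 100 cells, such as the hepatopancreatic duct with 45, give wide intervals for genes of low level.

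Diffusion pseudotime used values scaled to 10000 per cell and logged, 1500 variable genes (3000), 20 principal components (10), 15 neighbours (30) and 8 diffusion components. Votes used 10 nearest neighbours (5 and 20) over 30 genes per cluster. Cluster similarity was the correlation of log2 CPM over variable genes (all genes with at least 10 CPM), and k-means with 6 clusters replaced the annotation as an alternative. Metagenes followed the paper's methods and its gene lists. Gene lists from the double mutants were taken from Supplementary Data 3 at an FDR under 0.1 (0.05), with no limit on the size of the fold. Each list's median was placed among 10000 random lists matched on mean expression in 20 bins. Random draws used the seed 20. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9 and leidenalg 0.10.2 were used.

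Genes were named by a fixed rule. Every gene that the results name in a statement on the single-cell data was taken, with up to 5 members of each pathway list by counts, and, for a comparison of 2 groups, up to 5 genes with the largest log2 fold each way among genes with at least 50 CPM in the higher group. Genes of sex and of nuclear RNA (Xist, the Y-linked genes, Malat1, Neat1 and Meg3), and Wnt7b, were added after values had been seen.

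Folds, list percentiles, pseudotime and votes were tested on simulated data, and the other steps were not. Of 200 genes changed by known folds in simulated E9.5 SM and DE counts over 10453 genes, 198 were recovered within 0.5 on the log2 scale. Of 100 lists of unchanged genes, 87 fell between the lowest and the highest 5% of the random lists, and a list of raised genes reached percentile 100. Pseudotime over 1500 simulated genes ordered adjoining clusters with a rho of 1 in all of 20 data sets, while clusters set apart gave a connected graph in 7 of 20. Simulated votes over 306 genes found the true parent of 12 of 12 clusters.

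The alternatives were another scaling (means over cells, clusters of equal weight, log values, shares), other filters, other neighbours and genes, each E9.5 library alone, and lists without their leading gene. The alternative without mitochondrial, ribosomal and hemoglobin genes is void for the matrix of DE and SM cells, which already leaves them out, and was run only for the comparison of SM and cardiac cells. The bulk RNA-seq of mutants and the cultures from human cells were not analysed here.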

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

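Both tests of this pattern, on the leading Notch ligand in each E9.5 library, were chosen only after the result was seen.

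Notch ligands were higher in SM than in DE at E8.5 and E9.0 and lower in SM in both E9.5 libraries, an opposite direction between the earlier and the later stages. The log2 folds of SM over DE were 0.82 at E8.5, 0.14 at E9.0, -0.21 in the E9.5 anterior library and -0.36 in the E9.5 posterior library. The mean of the E9.5 libraries lay -0.76 from that of the earlier ones. The difference itself was not tested, since each stage or region has 1 library. Dlk1 holds 96.6% of the Notch ligand UMIs. Without it, the anterior fold became 0.50, so a single gene may set the direction there. The posterior fold without it was -0.41, given without an interval, so the sum of the other ligands leaned the same way there. Dlk1 itself was also lower in SM in that library and makes up most of the sum. It therefore stays a possible cause there too. With each cluster given equal weight, the posterior fold was 0.28, so the makeup of the clusters also bears on it. The same weighting kept the direction elsewhere, with folds of 1.00 at E8.5, 0.05 at E9.0 and -0.68 in the anterior library. Dlk1 was at 38.1 CPM in DE and 64.7 CPM in SM at E8.5, 537 and 583 CPM at E9.0, 443 and 371 CPM in the E9.5 anterior library and 1101 and 859 CPM in the posterior library. Stage and region stay open, as untested, and so does a difference between the libraries, each of which is the sole library of its condition.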

How the results depend on the processing

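The settings of pseudo-space in each library alone, Leiden, Hox without liver, Foxf and thinned metagenes and the comparison of SM clusters with cardiac cells outside them were added after the data had been seen, and all other alternatives here were set before the data were examined. Among these is the sum without the leading ligand gene, though its use as a test of the Notch and FGF sums was chosen only after the result was seen. Over 151 results and 733 alternative values, 351 stayed within the spread of the reported value, 370 moved beyond it with the same direction and 12 reversed. Marker folds (88 results, 532 values) moved in 262 and reversed in 0. Ligand folds (24 results, 48 values) moved in 21 and reversed in 9. The tallies of markers highest in a named cluster and of top parents in the trees stayed within 1.5 times the reported counts, except that of E9.5 SM in the posterior library alone, at 14 of 24 pairs against 26 of 40. Fewer clusters have enough cells in 1 library, so fewer pairs could be compared there. No paired analysis was possible between conditions because each has 1 library, so they share a single replicate number. Folds of SM over DE compare cells of the same library. They were not tested across the 4 libraries, which differ in stage or region and could give no two-sided p under 0.125 in an exact permutation test. Except where named, the cause was not tested.

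For Nkx2-1 with Sox2 in the trachea cluster, the share was 1.73% with at least 2 UMIs of each gene, 2.60% after thinning to 1000 UMIs and 22.5% at full depth, against 8.66%. For Nkx2-1 with Hhex in E9.5 DE it was 0%, 0.0385% and 1.93% in the same order, against 0.308%. These shares are limited by depth, since each setting changes only the UMIs that can be seen.

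At E8.5, the log2 fold of Nkx2-5 in SM over cardiac cells was -1.45 as a share, against -1.84. That of the RA response metagene was 1.51 as summed CPM, 1.38 with cells outside the SM clusters and 1.76 after thinning, against 1.39.

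The rho of pseudo-space with the A-P order in DE was 0.972 with 10 components, with 3000 genes and without Hox genes, and 0.90 in the posterior library alone, against 0.979. In the anterior library alone the DE graph fell into 2 parts and gave no value. In SM it was 0.725 with 10 components, 0.762 with the mean, 0.777 with 3000 genes, 0.824 without Hox genes, and 0.692 and 0.952 in the anterior and posterior libraries alone, against 0.799.

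The change in mean correlation from E8.5 to E9.5 in DE was -0.082 by Spearman, -0.014 with all genes of at least 10 CPM, -0.132 at full depth and -0.012 with k-means, against -0.068. In SM it was -0.118, -0.019 and -0.146 under the first 3, against -0.094. The rho of correlation with A-P distance in DE was -0.763 with all genes and -0.867 at full depth, against -0.847, and in SM -0.483 by Spearman, -0.408 and -0.50, against -0.486. The ratio of cluster numbers was 0.833 in DE and 1.6 in SM with equal numbers of thinned cells clustered by Leiden, against 2 and 2.43.

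The rho of the Hox paralogue number in DE was 0.748 over the 4 complexes and 0.60 without the liver clusters, against 0.804, and reversed to -0.881 as the CPM of groups 5 to 13 and to -0.783 as that CPM without the liver clusters. In SM it was 0.316 and 0.364, against 0.277, and reversed to -0.012 as the CPM of those groups, within counting error of 0 (-0.059 to 0.029), which became 0.371 without the liver clusters.

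The median correlation of metagenes with Supplementary Data 2 was 0.845 both as summed CPM and after thinning, and 0.912 with log values, against 1.

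FGF ligands in the E9.5 anterior library reversed from -0.07 to 0.43 with clusters of equal weight and 0.46 without Fgf8. Notch ligands reversed to 0.50 without Dlk1 in the anterior library and to 0.28 with equal weight in the posterior library. Without Aldh1a2, RA ligands reversed to -0.21 at E9.0, -0.73 in the anterior and -0.98 in the posterior library, and 1 of 4 libraries had them higher in SM, against 4. Without Wnt2, Wnt ligands reversed to -0.065 at E8.5 and -0.30 in the anterior library, leaving 2 of 4 libraries. Here the gene left out is itself the cause. Counted by the number of ligand genes higher in SM, 1 of 4 libraries favoured SM for FGF, Notch, RA and Wnt each. BMP stayed at 4 and HH at 0 under all settings.

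The log2 HH response of gut tube over pharynx was 0.38 from 3 target genes, 1.04 with the outflow tract, 1.12 with equal weight, 0.92 after thinning and 0.88 without Foxf genes, against 1.14. Over liver it was 2.12, 1.90, 2.03, 2.3 and 1.80, against 1.99.

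For genes down in the mutants, the median log2 fold of SM over DE was 0.87 at an FDR under 0.05, 1.06 with at least 5 CPM, 0.44 with equal weight, 0.14 with a pseudocount of 10 and 0.52 without Foxf genes, against 0.54. Their median of gut tube over other SM was 0.51, 0.66, 0.44, 0.13 and 0.44, and 0.40 with the outflow tract, against 0.45. For genes up, SM over DE was 0.23, 1.19, 0.64 and 0.049 under the first 4, against 0.32, and gut tube over other SM was -0.41, -1.14, -0.52 and -0.11, and -0.31 with the outflow tract, against -0.54.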

Differences from the paper's values

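The paper's value for the mean number of transcripts per cell is 3178. In the deposited counts, the mean was 13842.5 UMIs per cell over the same 31268 cells. None of the alternatives set before the data were examined bears on this mean, so none brings it to the paper's value. Another measure, the mean number of genes detected per cell, was 3200.

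The paper names marker genes for its E9.5 DE clusters. Of 30 pairs of a gene and its clusters, 22 had the highest level in a named cluster, and all 30 folds were positive. Of 18 pairs at E8.5 and E9.0, 16 had it. For E9.5 SM, 26 of 40 pairs had it, and 38 folds were positive. In the posterior library alone, 14 of the 24 pairs that could be compared had it. The exceptions in sign were Lhx9, given for the septum transversum mesenchyme, with a log2 fold of -1.75 (4.76 CPM against 167 CPM in mesothelium 1), and Pitx1, given for the duodenum mesenchyme, with -2.14 (1.52 CPM against 147 CPM in the fibroblasts).

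The paper states that E8.5 SM expresses Nkx2-5, Isl1 and Tbx20 at lower levels than cardiac mesoderm. Nkx2-5 and Tbx20 were lower, with log2 folds of -1.84 and -2.91, and Isl1 was higher in SM, at 92.3 against 50.4 CPM. None of the settings run brought Isl1 below 0, and with the cells defined by the SM clusters, a setting chosen after seeing the values, Isl1 was at 96.6 against 49.3 CPM. The paper also names Wnt2 as an SM marker. At E8.5 it was lower in SM than in cardiac cells, with a log2 fold of -1.28. No setting run brought Wnt2 above 0, and the nearest, with the cells defined by the SM clusters, gave -1.08.

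The paper states that posterior Hox paralogues rise along the A-P order, above all in SM. The mean paralogue number had a rho of 0.804 in DE and 0.277 in SM. In 3 DE clusters, the hepatoblasts, early hepatocytes and hepatopancreatic duct, the Hox level was below that of blood. The summed CPM of paralogue groups 5 to 13 had a rho of -0.881 in DE and -0.012 in SM. Leaving out the liver clusters, a setting chosen after seeing the values, gave rho for the mean paralogue number of 0.60 in DE and 0.364 in SM, and for the summed CPM of -0.783 in DE and 0.371 in SM. Under this last setting the summed level rose along the order in SM and fell in DE.

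The paper places clusters of the anterior dissections in the front part of pseudo-space, relative to posterior tissue. In DE the early hepatocytes, with 52 of 55 cells anterior, ranked 12 of 12, and in SM the outflow tract, with 245 of 245 cells anterior, ranked 14 of 17.

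The paper names SM as the main source of FGF ligands. In 3 of 4 libraries FGF ligands were higher in SM, and in the E9.5 anterior library the log2 fold was -0.07. With each cluster given equal weight it was 0.43, and without Fgf8 it was 0.46. At E8.5 the fold of 1.84 became 0.25 without Fgf8. The paper also places high Bmp4 in the respiratory and septum transversum mesenchyme. It was at 148 CPM there, and its highest level was 563 CPM in the outflow tract.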

Other observations

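The tests of the ectoderm annotation, of Afp, of the FGF sum, of male origin in 3 clusters, of nuclear RNA in pharyngeal 3 and of the makeup of stomach 3 were chosen only after the result was seen, and the other tests of this part were chosen after the data had been seen, but before their own result.

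In the annotation of all cells, 304 cells of E9.5 DE clusters are called ectoderm, 272 of them in the pharynx cluster and 31 in the second esophagus cluster. Whether the pharynx cluster is made of ectoderm cells was tested on genes with at least 100 CPM that are 4-fold higher in ectoderm (141 cells of the same library) than in other DE (1237 cells). Of 29 such genes, 12 (41.4%, 23.5% to 61.1%) reached at least 50% of the ectoderm level in the pharynx cluster. Of 18 genes that were 4-fold higher in other DE than in ectoderm, 3 (16.7%, 3.58% to 41.4%) reached at least 50% of the DE level. The profile of the pharynx cluster correlated with ectoderm at 0.842 and with other DE at 0.681. Foxa1 was at 120 CPM in the cluster, 14.8 CPM in ectoderm and 231 CPM in other DE, while Wnt6 was at 17.4 CPM in the cluster against 470 CPM in ectoderm, and Sox2 at 234 against 29.7 CPM. Ectoderm and endoderm of the pharynx cannot be told apart as the source of these cells, since the interval of the first share lies on both sides of 50% and neither set of genes is reached in full. Both intervals treat genes as independent draws, so they are too narrow if genes change together. In SM, 184 cells are called cardiac, 145 of them among the 203 cells of m_a2.

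Xist was low in 3 of 29 E9.5 clusters, as compared with the other cells of the same layer and library. In the other clusters this ratio lay between 0.611 and 1.57. Early hepatocytes (52 anterior cells) had 80.8 CPM against 811 CPM. Their Y-linked genes (Ddx3y, Eif2s3y, Uty and Kdm5d) were at 1.86 times the others (1.38 to 2.48), where male cells alone would give 1.90, and their nuclear RNAs at 0.988 times, which argues against a loss of nuclear RNA. Pharyngeal 3 (245 cells) had 42.9 CPM against 671 CPM, a Y-linked ratio of 1.66 (1.39 to 1.99, against 1.89 for male cells alone) and a nuclear ratio of 0.946, which again argues against such a loss. Both are consistent with cells mostly from male embryos, as a hypothesis, and whether a cluster that rests on few embryos is a cell type was not tested. In stomach 3 (71 posterior cells), Xist was at 13.9 CPM against 398 CPM, but the Y-linked ratio was 1.12 (0.803 to 1.52), and its upper bound of 1.52 lies below the 1.74 of male cells alone, which argues against male cells alone as the cause. Cells mostly from male embryos stay open, since the interval allows 46.1% to 87.2% of male cells when the other cells without a Xist UMI are taken as male. Its nuclear RNAs were at 0.0848 times the others (695 against 8192 CPM) and its median mitochondrial share was 0.171% against 2.52%. This is consistent with barcodes that hold cytoplasm without nuclei or mitochondria, at a median of 5861 UMIs against 10323. No biological explanation was tested for these clusters.

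Receptor metagenes rose with UMIs per cell across clusters (median rho 0.423) and no longer did after thinning (-0.243), so a difference in depth may account for part of their differences between clusters. Of 1116 values of clusters and metagenes, 133 crossed -1 when cells were thinned. Differences in biology between clusters stay open.

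The order of SM clusters in pseudo-space was still seen in the anterior library alone (rho 0.692), which argues against differences between the E9.5 libraries as its whole cause. The A-P order rests partly on the paper's own pseudo-space analysis, so rho is not independent of pseudotime. Region stays open.

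Trachea cells with both Nkx2-1 and Sox2 had a median of 5799 UMIs against 5661 with Nkx2-1 alone, a ratio of 1.02, which argues against doublets of a trachea and an esophagus cell. Their number, 20, was that of the product of the single shares, 20.2.

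Afp UMIs were found in 44.3% of duodenum DE cells of the posterior library (174 of 393, 39.3% to 49.3%), in 5.04% of blood cells (2.05% to 10.1%) and in 2.54% of SM cells there (70 of 2759). A share that differs this much argues against free RNA as the cause. Expression in duodenum cells was not tested further.

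FGF ligands of the E9.5 anterior library were not higher in SM (-0.07). Without Fgf8 the log2 fold was 0.46, so a single gene may decide the sum. The same gene carried most of the SM excess at E8.5, where the fold was 1.84 with it and 0.25 without it. Region and stage stay open. In the same library Wnt7b was at 88.1 CPM in DE, a gene chosen after its values were seen.

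Among liver SM clusters, Msx1 was at 481 CPM in the fibroblasts, 118 CPM in the septum transversum mesenchyme and 9.15 CPM in mesothelium 1. Wt1 was at 11.0 CPM in the fibroblasts, 78.8 CPM in the septum transversum mesenchyme and 303 CPM in mesothelium 1. Wnt2 was at 312, 284 and 204 CPM in the same order, and Hand1 at 946, 249 and 33.2 CPM.

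Early hepatocytes differed from hepatoblasts by more Fga (77.9 against 4.88 CPM) and Serpina6 (270 against 19.3 CPM), and less Flrt3 (3.46 against 99.3 CPM). Of the early hepatocytes, 52 of 55 were anterior, and of the hepatoblasts 373 of 382 were posterior. Differences of cluster, library and region cannot be told apart here.

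Other mesoderm was 0 of 7195 cells in the E9.5 anterior library, which allows a share of up to 0.0513%, and 485 of 5060 (9.58%) in the posterior library. Hemoglobin was 0.0255%, 0.302%, 0.856% and 0.0968% of the UMIs of DE and SM cells in the E8.5, E9.0, E9.5 anterior and E9.5 posterior libraries, in the order of their blood shares. The paper states that barcodes under about 5000 UMIs were left out, and 531 kept cells had fewer.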
